# Quantitative RNA pseudouridine maps reveal multilayered translation control through plant rRNA, tRNA and mRNA pseudouridylation

**DOI:** 10.1038/s41477-024-01894-7

**Published:** 2025-01-09

**Authors:** Haoxuan Li, Guanqun Wang, Chang Ye, Zhongyu Zou, Bochen Jiang, Fan Yang, Kayla He, Chengwei Ju, Lisheng Zhang, Boyang Gao, Shun Liu, Yanming Chen, Jianhua Zhang, Chuan He

## Abstract

Pseudouridine (Ψ) is the most abundant RNA modification, yet studies of Ψ have been hindered by a lack of robust methods to profile comprehensive Ψ maps. Here we utilize bisulfite-induced deletion sequencing to generate transcriptome-wide Ψ maps at single-base resolution across various plant species. Integrating ribosomal RNA, transfer RNA and messenger RNA Ψ stoichiometry with mRNA abundance and polysome profiling data, we uncover a multilayered regulation of translation efficiency through Ψ modifications. rRNA pseudouridylation could globally control translation, although the effects vary at different rRNA Ψ sites. Ψ in the tRNA T-arm loop shows strong positive correlations between Ψ stoichiometry and the translation efficiency of their respective codons. We observed a general inverse correlation between Ψ level and mRNA stability, but a positive correlation with translation efficiency in *Arabidopsis* seedlings. In conclusion, our study provides critical resources for Ψ research in plants and proposes prevalent translation regulation through rRNA, tRNA and mRNA pseudouridylation.

Pseudouridine (Ψ) is an isomerization of uridine (U)-to-pseudouridine in living organisms^1–3^. Ψ is abundant in various ribosomal RNAs (25S, 18S, 5.8S and 5S rRNAs), transfer RNA and small nucleolar RNA, with high levels ofconservation in yeast^4–7^ and mammals^8–11^. For example, Ψ located at position 55 in tRNA is an almost universally conserved RNA modification found in all three domains of life^12^. Relatively abundant Ψ in messenger RNA in mammals^10,11,13,14^ and *Arabidopsis*^15^ was recently revealed. Translation, one of the most important biological transformations, is not merely a simple flow of information from the transcriptome to the proteome mediated by ribosomes, involving many factors and playing important roles. For instance, tRNA can be a key regulator that guides translation rate and efficiency through codon usage and tRNA modifications. Pseudouridylation being the most abundant type of modification in tRNA ensures proper translation^16,17^. rRNA Ψ modification affects ribosome activity and modulates affinities for tRNA binding, leading to altered translational fidelity and translational initiation in yeast and human cells^18–22^. Ψ insertion into mRNA codons could perturb ribosome function and promote peptide synthesis, suggesting translation alternation by mRNA pseudouridylation in mammal cells^23^. Therefore, the effects of Ψ on translation are complex and involve multiple RNA species.

RNA pseudouridylation in plants and its effects on translation have yet to be studied adequately. In *Arabidopsis*, a pseudouridine synthase gene, *leaf curly and small 1* (*FCS1*), has been shown to affect fertility and development^24^, whereas the *SUPPRESSION OF VARIAGATION 1 (SVR1)* gene encodes a chloroplast-localized pseudouridine synthase that regulates chloroplast rRNA biogenesis^25^. Dysfunction of *OsPUS1*, the *SVR1* orthologue gene in rice, leads to aberrant chloroplast ribosome biogenesis and defective chloroplast development at low temperatures^26^. However, the functions of plant RNA Ψ have yet to be systematically explored, mostly because of a lack of effective methods to quantitatively map Ψ and of high-resolution RNA Ψ maps in different plant species.

Previous approaches to detect Ψ mostly used *N*-cyclohexyl-*N*′-(2-morpholinoethyl)carbodiimide methyl-*p*-toluenesulfonate (CMC) that modifies Ψ and blocks reverse transcription^8,10^. An azide-modified CMC has also been used to enrich Ψ-containing RNA fragments for transcriptome-wide Ψ mapping^11^. More recently, we and others have developed a bisulfite-induced deletion sequencing (BID-seq) method, based on a previous observation^27,28^, to uncover Ψ sites in mammal mRNA^13,29^. BID-seq^28^ and the related method of PRAISE^29^ could induce high deletion ratios at Ψ modification sites and have close to zero background deletions at unmodified uridines, thereby generating reproducible results with modification stoichiometry information. We therefore used this high-resolution sequencing method to establish comprehensive maps of non-coding RNA and mRNA Ψ sites at single-nucleotide resolution across various tissue types in four different plant species: *Arabidopsis*, rice, maize and soybean.

Our systematic investigation into Ψ modifications revealed previously unknown translation control pathways in plants. We found that although rRNA Ψ sites are conserved in different plants, the modification stoichiometry may globally affect translation depending on the locations of rRNA Ψ sites. Specifically, we observed that mRNA transcripts with longer 5′-untranslated regions (UTRs) showed more positive correlations between Ψ level and translation efficiency, particularly for the Ψ site of Nu-18S:913 in the ribosomal helix 22 initiation region. By contrast, mRNA transcripts with greater coding sequence (CDS) length showed more positive correlation between Ψ level and translation efficiency for the Ψ site of Nu-18S:1,195 in the ribosomal helix 31 decoding region. These observations suggest that translation of mRNAs possessing longer 5′-UTRs might be more strongly subjected to regulation through pseudouridylation at the initiation regions of rRNA, whereas mRNAs with longer CDS could be more strongly subjected to regulation through pseudouridylation at the decoding regions of rRNA. We also noticed a positive correlation between tRNA Ψ modification stoichiometry and translation efficiency of their respective codons in the tRNA loop region, but not the stem region, in *Arabidopsis*.

Our comparative analysis revealed that non-coding RNA Ψ sites and their modification fractions, but not mRNA Ψ sites, show high conservation between plant species. For instance, conserved rRNA regions tend to have higher densities of Ψ sites, with variable regions containing far fewer modification sites. This might suggest a mechanism that rRNA sequence conservation allows for region-specific Ψ modification. We further provide mRNA Ψ site maps of both rice and *Arabidopsis* in different tissues spanning the entire plant life cycle. We found that a large proportion of mRNA Ψ sites are tissue-specific both in *Arabidopsis* and rice, suggesting roles for these Ψ sites in the regulation of tissue differentiation and development in plants. Using base-resolution data, we noticed a generally negative correlation between Ψ level and the stability of the modified mRNA, and a positive correlation between Ψ level and its mRNA translation efficiency in *Arabidopsis* seedlings. Therefore, our quantitative mapping of Ψ stoichiometry on rRNA, tRNA and mRNA reveals a multilayered regulation of translation through pseudouridylation of these RNA species, with rRNA possessing conserved Ψ sites to affect more global translation, but also more strongly affect genes with longer 5′-UTR or CDS. The tRNA Ψ sites in loop regions, but not stem regions, might positively affect translation efficiency, and mRNA Ψ sites exert mRNA-specific translation regulation dependent on the location and stoichiometry of the modified site.

## Results

### BID-seq reveals conserved pseudouridylation in rRNA

rRNA typically accounts for 90% of the total cellular RNA and is heavily pseudouridylated. In humans, approximately 8.8% of the U sites in rRNA are Ψ (104 of 1,191)^30^, whereas in yeast, this figure is about 3.8% (54 of 1,423)^31^. rRNA peudouridylation is less explored in plants with the modification stoichiometry of most pseudouridine sites largely unknown. To investigate this, we applied BID-seq for high-resolution mapping of Ψ in representative monocot and dicot plants—rice, maize, *Arabidopsis* and soybean (Fig. 1a)—using shoot samples. This study provides systematic mapping of the exact positions and stoichiometry of Ψ sites in all rRNAs across multiple plant species (Fig. 1a and Extended Data Figs. 1–4). This analysis encompasses rRNAs encoded in the nucleus (Nu-18S, Nu-5.8S, Nu-25S), mitochondria (Mt-26S, Mt-18S, Mt-5S) and chloroplast (Pt-16S, Pt-23S, Pt-4.5S, Pt-5S). Ψ modifications are found in all three subunits of rRNA encoded in the nucleus, whereas for rRNA encoded in the mitochondria and chloroplast, they are identified only in the large subunits, namely Mt-26S and Pt-23S (Fig. 1a). We observed Ψ modification sites in rRNA across four species: rice (129 sites), maize (121 sites), *Arabidopsis* (134 sites) and soybean (116 sites) (Extended Data Fig. 5a). Specifically, the numbers of Ψ sites in nucleus-encoded rRNA are 117, 109, 122 and 107 for rice, maize, *Arabidopsis* and soybean, respectively, accounting for approximately 10.9%, 10.1%, 10.2% and 9% of U sites as Ψ in the above four plant species. Notably, Mt-18S, Mt-5S, Pt-16S, Pt-4.5S and Pt-5S rRNAs do not have high-frequency Ψ modifications (Fig. 1a). In these plant species, rRNAs encoded in the nucleus show greater enrichment of Ψ sites compared with rRNAs encoded in the mitochondria and chloroplast (Fig. 1a).

The availability of enzymes to install Ψ might be key to its varied distribution in different rRNA species, because Ψ deposition on rRNAs encoded in the nucleus is mostly guided by small nucleolar RNA, whereas Ψ sites in mitochondria- and chloroplast-encoded rRNAs are catalysed by specific enzymes. For instance, SVR1 is known to install Ψ on chloroplast-encoded 23S rRNAs at position 2,702 (Ψ^2,702^) in rice, which corresponds to Ψ^2,623^ in *Arabidopsis*^15^ and Ψ^2,700^ in *Zea mays*^32^. Our data confirmed the presence of Ψ at this site in all three plant species, and also detected the same modification on homologue sites in soybean (Fig. 1b). To validate the effect of SVR1 on site Pt-23S:Ψ^2,702^, we performed BID-seq on a rice *svr1* mutant (Extended Data Fig. 5b) and found that the modification is quantitatively eliminated upon gene deletion (Fig. 1c). Furthermore, we discovered that SVR1 could deposit Ψ on mitochondria-encoded 26S rRNA in rice, which corresponds to Ψ^2,217^ in *Arabidopsis*, and this site is conserved among the four plant species studied (Fig. 1d). Another protein, OsRLUA3, is predicted to convert U to Ψ in rice. BID-seq data analysis on a rice *osrlua3* mutant (Extended Data Fig. 5c) revealed that the two Os*rlua3*-dependent Ψ sites on mitochondria-encoded 26S rRNA (Fig. 1d,e) were also identified in the other three plant species, indicating the conserved role of OsRLUA3 on pseudouridylation of mitochondria-encoded 26S rRNA in the plant kingdom.

A notable proportion of rRNA Ψ sites are conserved across the four plant species. This includes 39, 2 and 49 conserved sites in the nuclear-encoded 18S, 5.8S and 25S rRNAs, respectively (Extended Data Fig. 5a). In addition, four conserved Ψ sites in the chloroplast-encoded 23S rRNA and eight in the mitochondria-encoded 26S rRNA were identified in these plant species (Fig. 1b–e). Interestingly, the Ψ fraction of the conserved rRNA sites between any two of the four plants species is well correlated (*r* = 0.66–0.92) (Fig. 1f). Our comparison of conservation scores between genomic sequences and Ψ profiles reveals a higher density of Ψ modifications in sequence conserved regions than in variable regions (Fig. 1g). This suggests conserved roles for rRNA Ψ modifications in maintenance of the integrity and functionality of rRNA in most plant species. More interestingly, Ψ modifications in sequence conserved regions are also more prevalent than variable regions both in human^27^ and mouse^15^ (Extended Data Fig. 5d). This suggests conserved roles for rRNA Ψ modifications in the overall rRNA structure or function in most plant species, as well as mammals.

### Ψ stoichiometries on rRNA and tRNA regulate translation

The flow of genetic information from the transcriptome to the proteome is complex, and RNA expression levels do not always align closely with protein abundance. For instance, in *Arabidopsis*, proteome data from 30 tissues indicate that RNA levels can explain only 18% of the variation in protein abundance in a single sample^33^ (Fig. 2a). Codon usage, protein interactions, UTR motifs and other genetic factors account for an additional 31% of the variation^33^. However, a notable proportion (48%) of the variance in protein abundance remains unexplained^33^. Furthermore, when considering the expression of a single gene across several tissues—in which genetic factors are constant—the RNA level still accounts for only 24% of the variance in protein abundance^33^ (Fig. 2a). This discrepancy suggests that epitranscriptomic factors, like Ψ modification, might contribute substantially to protein abundance regulation. To investigate this, we mapped Ψ sites and their stoichiometry in ten rice tissues (plumule, radicle, seedling at 8 days, seedling at 2 weeks, straw at heading, flag leaf at heading, panicle, flag leaf at 10 days after anthesis, embryo at 10 days after anthesis and endosperm at 10 days after anthesis) and nine *Arabidopsis* tissues (seedling, shoot, root, rosetta leaf, cauline leaf, stem, flower, silique and seed) (Fig. 2b,c). We compared ribosomal Ψ sites across different tissues in rice (129 sites) and *Arabidopsis* (134 sites) (Fig. 2d), with marked variations observed across different tissues in certain regions (Fig. 2d). Similar to rice and *Arabidopsis*, the modification variations across tissues are also notable in mouse^15^, especially for the conserved genomic sequence on the 25S/28S rRNA in both plants and mammals (Fig. 2e). This probably suggests that tissue-dependent Ψ modification modulates tissue-selective translation of the corresponding transcriptome.

To assess the impact of translational regulation on translation efficiency at the transcript level (*E*_transcript_), we performed polysome profiling sequencing with the nine *Arabidopsis* tissues and calculated the translation efficiency for each gene by normalizing the ribosome-bound RNA level to the whole-cell transcript level. Our analysis revealed that root and seed tissues, which are highly specialized in their development, have marked differences in translation efficiency compared with other tissues (Fig. 2f). Similarly, distinct rRNA Ψ stoichiometry patterns were observed in these tissues, as revealed by our BID-seq datasets (Fig. 2g). We next calculated the correlation between the Ψ modification fraction of all ribosomal Ψ sites and the translation efficiency (*E*_transcript_) of different genes (Extended Data Fig. 6a,b). At the overall level, based on the median correlation score of Ψ sites on rRNA with all transcripts, 55.9% of sites showed a negative correlation and 44.1% showed a positive correlation (Fig. 2h). This suggests that Ψ modifications at different regions of rRNA influence translation efficiency in varying ways. Transcripts associated with Ψ sites showing a positive or negative correlation had distinct clustering patterns, suggesting that Ψ levels on rRNA may influence translation efficiency in a transcript-specific manner (Extended Data Fig. 6c).

Hypo-pseudouridylation of rRNA in the *cbf5* mutant yeast, and for its homologue *dkc1* in mouse and human, could lead to decreased translational fidelity and a reduction in internal ribosome entry site-dependent translational initiation^19–22^. In addition, mRNAs with short 5′-UTRs have lower-than-average translational efficiency in yeast^34^. We then explored the correlation between rRNA Ψ fraction and translation efficiency for different groups of transcripts in different *Arabidopsis* tissues using rRNA Ψ sites of Nu-18S:913 (initiation region) and Nu-18S:1,195 (decoding region) as examples, respectively. We found that gene transcripts with a longer 5′-UTR show more positive correlation between Ψ level and translation efficiency for Ψ sites at rRNA initiation regions (Fig. 2i), whereas gene transcripts with greater CDS length show more positive correlation between Ψ level and translation efficiency for Ψ sites at rRNA decoding regions (Fig. 2i).

tRNAs, as the most abundant molecules in the cell, are also enriched with high-stoichiometry Ψ sites. Previous research has suggested that modifications in tRNA can influence decoding speed^35–39^ and affect translation by fine-tuning tRNA structures and their interactions with the corresponding mRNA codons^40^. To explore whether Ψ stoichiometry in tRNA regulates translation efficiency across different tissues, we first computed the translation efficiency at the codon level (*E*_codon_) using polysome profiling data from different tissues of *Arabidopsis*. Codon translation efficiency was calculated using ribosome footprinting data (Methods). We then re-analysed the total RNA BID-seq datasets that originated from all the *Arabidopsis* tissues. In total, we detected 144 tRNAs covering 51 anticodons and computed Ψ sites with stoichiometry in each identified tRNA (Supplementary Table 1). We observed strong positive correlations between Ψ stoichiometry in the T-arm loop of different tRNAs and the translation efficiency of their respective codons (Fig. 3a,b). This is consistent with a previous report that Ψ modifications in the T-arm loop of tRNA globally control translation in *Escherichia coli*^41^. Similarly, significantly positive correlations were observed for Ψ sites in both the anticodon-arm loop and D-arm loop, although these were not as strong as that of the T-arm loop in *Arabidopsis* (Fig. 3b). By contrast, correlations between Ψ stoichiometry in the acceptor-stem stem, anticodon-arm stem or D-arm stem and the translation efficiency of their respective codons were more evenly dispersed than the loop regions, which were not significantly correlated in our analysis (Fig. 3b,c). These results indicate that tRNA loop regions are potentially more critical for the regulation of protein biosynthesis or translation than the stem regions in *Arabidopsis*.

### Limited interspecies conservation for plant mRNA Ψ sites

We next investigated Ψ sites observed in the mRNA of monocots and dicots, which had not been possible previously. 

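In BID-seq, bisulfite treatment makes reverse transcription leave deletions at Ψ. Poly(A)-tailed RNA of 14-day *Arabidopsis* shoots was sequenced in 5 treated libraries and 2 untreated input libraries. The authors combined the replicates of a tissue, took the share of gapped reads at each site and converted it with a calibration curve to a Ψ fraction between 0 and 1. They also deposited, for each site and tissue, whether the site passed their P value-based filter. A site that passed is termed called in that tissue. Because the replicates are combined, no spread between shoot libraries can be given, and the read depth behind each fraction is unknown. The stated motif was found at the stated TAIR10 position for 100% of the sites on each nuclear chromosome and on the chloroplast genome (Pt), but for 0% of those on the mitochondrial genome (Mt), which were not placed in genes. Shares of sites are given with 95% Wilson intervals, which cover the counting of sites and not the error of any fraction.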

In total, we identified 2,521 Ψ sites in rice, 388 in maize, 1,347 in soybean and 2,566 in *Arabidopsis* in shoot mRNA samples. 

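In the *Arabidopsis* shoot, 1932 sites were called, and 1812 of these lay in 1533 genes of the authors' expression table. Protein-coding genes held 1645 of the called sites. The other 287 lay in genes of other classes, outside annotated genes or on the mitochondrial genome. With a minimum Ψ fraction of 0.1, the number of called shoot sites was 1502, and with a minimum of 0.2 it was 860.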

We investigated the evolutionary conservation of mRNA Ψ modification in the homologous genes between any two of the four species (Methods). Intriguingly, almost no conserved sites were identified in the orthologous gene pairs between any two of the four species, potentially implying that mRNA Ψ sites are generally not evolutionarily conserved in plants. 

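Called shoot sites that overlap a protein-coding gene were placed on its TAIR10 transcript with the longest CDS. These include 9 sites in tRNA genes, 4 in snRNA genes, 3 in snoRNA genes and 1 with another overlap that also lie within a protein-coding gene. The exons of 1341 such transcripts held 1566 called sites. The CDS held 1379 of these sites (88.1%, 95% interval 86.4 to 89.6%), the 3′-UTR held 108 (6.90%, 5.74 to 8.26%) and the 5′-UTR held 79 (5.04%, 4.07 to 6.24%), so the intervals of the UTRs overlapped. Introns held 92 further called shoot sites. Over sites called in any of the 9 *Arabidopsis* tissues, the CDS held 5955 of 6920 exonic sites (86.1%, 85.2 to 86.9%), the 3′-UTR held 650 (9.39%, 8.73 to 10.1%) and the 5′-UTR held 315 (4.55%, 4.09 to 5.07%).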

We analysed the distribution of Ψ in the metagene profile, and found that most Ψ sites are highly enriched in CDS, followed by 3′-UTR and 5′-UTR in the four plant species (Fig. 4a). 

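In the transcripts with a called shoot site, the CDS made up 72.8% of the exonic nucleotides, the 3′-UTR 15.3% and the 5′-UTR 11.9%. The CDS held 0.682 called sites per kilobase, the 3′-UTR 0.253 and the 5′-UTR 0.240. Relative to the density over the 3 regions together, the density was 1.21 in the CDS (p = 8.1e-49, exact binomial test of the CDS share, two-sided), 0.450 in the 3′-UTR and 0.425 in the 5′-UTR. Sites of one transcript are not independent replicates, and the test compares counts of sites. Counting U in place of all nucleotides moved the relative density of the CDS most, to 1.31. The 5′-UTR (0.385) was then above the 3′-UTR (0.354), as with a minimum Ψ fraction of 0.1 (0.483 and 0.471). With the first transcript model the 5′-UTR was below, at 0.433 against 0.448. The order of the UTRs in shoot is therefore not settled. With the called sites of the 9 tissues combined, the relative density was 1.19 in the CDS, 0.596 in the 3′-UTR and 0.378 in the 5′-UTR.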

The Ψ density normalized by the number of total nucleotides to gene structure shows a similar distribution pattern to that observed in the metagene profile (Fig. 4b,c). We next analysed the types of Ψ modification motifs for mRNA Ψ sites in the four species. Plant shoots show the same motifs but different motif proportions (Fig. 4d). 

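Among called shoot sites of *Arabidopsis*, CΨC was the motif of 434 sites (22.5%, 95% interval 20.7 to 24.4%), TΨG of 310 (16.0%, 14.5 to 17.7%) and TΨC of 275 (14.2%, 12.7 to 15.9%). GΨG followed with 177 sites (9.16%, 7.95 to 10.5%), AΨC with 170 (8.80%, 7.62 to 10.1%) and GΨA with 128 (6.63%, 5.60 to 7.82%). Each of the 16 possible motifs of 3 nucleotides occurred at least once. The 4 motifs with U after Ψ were the rarest, at 17 sites for TΨT, 16 for GΨT, 8 for AΨT and 6 for CΨT. The position of a gap in a run of U is ambiguous. The counts of motifs with U beside Ψ may therefore depend on where gaps were placed, which was not tested.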

The most enriched motif is CΨC, followed by TΨG and TΨC in rice, soybean and *Arabidopsis*, whereas the GΨG motif is particularly enriched in maize compared with the other three species (Fig. 4d), which may suggest divergence between monocots and dicots (Fig. 4e). 

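The motif shares of exonic *Arabidopsis* shoot sites were compared with the shares among all 811110 U of the transcripts that carry a called shoot site. CΨC made up 27.1% of the called sites and 6.16% of these U, a 4.39-fold enrichment (p = 8.9e-150, adjusted p = 1.4e-148, exact binomial test, two-sided, with Benjamini-Hochberg adjustment over the 16 motifs). By the same exact test, the enrichment was 2.03-fold for TΨG (p = 2.2e-28, adjusted p = 6.0e-28), 2.00-fold for GΨG (p = 2.0e-15, adjusted p = 3.5e-15) and 1.34-fold for TΨC (p = 1.3e-04, adjusted p = 1.4e-04). GΨA (1.64-fold), GΨC (1.55-fold) and AΨC (1.46-fold) lay between GΨG and TΨC. Placement of gaps in runs of U may affect the values of motifs with U beside Ψ, among them TΨG and TΨC. CΨA was not detectably enriched (1.15-fold, p = 0.24, adjusted p = 0.24, exact binomial test), and the other 8 motifs were less frequent among called sites than among U. A minimum Ψ fraction of 0.1 moved the enrichment of CΨC most, to 5.28-fold, took that of TΨC to 1.74-fold and that of GΨG to 1.16-fold (adjusted p = 2.7e-11 and 0.26, exact binomial test). With a minimum of 0.2, TΨC was at 2.24-fold and TΨG at 1.98-fold, and GΨG fell below the background at 0.800 of its share (adjusted p = 0.41, exact binomial test). With the 6920 exonic sites called in any of the 9 tissues, CΨA was enriched 1.33-fold (adjusted p = 1.1e-07, exact binomial test). GΨC (1.92-fold) and GΨG (1.83-fold) then lay above TΨG (1.68-fold), and CΨC was still the highest at 4.26-fold. From the motif proportions of the species in Fig. 4d, the paper proposes a divergence between monocots and dicots.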

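CΨC was the most frequent motif among the called sites of each of the 9 *Arabidopsis* tissues. Its share ranged from 26.8% (95% interval 24.7 to 29.0%) in silique to 17.7% (15.9 to 19.7%) in seed. For each tissue, the sites called there were compared with the sites called only in other tissues by Fisher's exact test (two-sided, with adjustment over the 9 tissues). A site enters the called group of each tissue where it was called. A motif called in more tissues can therefore raise the odds ratio in several tissues, and the test cannot separate this from a difference between tissues. By Fisher's test, the share was higher than among sites called only elsewhere in flower, seedling, silique, cauline leaf and rosetta leaf, with odds ratios from 1.18 in cauline leaf (p = 0.013, adjusted p = 0.020) to 1.37 in silique (p = 1.0e-06, adjusted p = 5.5e-06). It was lower in seed (odds ratio 0.708, Fisher p = 1.2e-06, adjusted p = 5.5e-06), where CΨC made up 21.4% of the called sites in protein-coding genes. Stem (odds ratio 1.13, adjusted p = 0.051), root (1.04, adjusted p = 0.50) and shoot (1.01, adjusted p = 0.83) did not pass an adjusted Fisher p of 0.05. With a minimum Ψ fraction of 0.1, the odds ratios of shoot and root changed direction, to 0.907 (adjusted p = 0.18) and 0.955 (adjusted p = 0.46), and stem passed at 1.23 (adjusted p = 0.0039, Fisher). In protein-coding genes alone, an alternative chosen after the data were seen, 8 of the 9 tissues passed, among them shoot at 1.14 (adjusted p = 0.048, Fisher) and stem at 1.19 (adjusted p = 0.0098). Genes with at least 10 TPM in each tissue, also chosen after the data were seen, hold fewer called sites. There, by Fisher's test, cauline leaf (1.16, adjusted p = 0.18), rosetta leaf (1.15, adjusted p = 0.19) and seed (0.890, adjusted p = 0.26) did not pass. Flower, seedling, silique and stem passed.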

Noticeably, the most prevalent motif, CΨC, is a new modification motif and has not been reported previously. 

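Over the called sites of the 9 *Arabidopsis* tissues, GCΨCT was the context of 1017 of 1845 CΨC sites (55.1%), followed by GCΨCG with 259 (14.0%) and CCΨCT with 142 (7.70%). In the shoot alone, GCΨCT made up 66.8% of the CΨC sites. The most frequent TΨG contexts were GTΨGT, with 302 of 1117 sites (27.0%), and TTΨGT, with 228 (20.4%). The most frequent TΨC contexts were TTΨCT, with 214 of 1031 sites (20.8%), TTΨCC, with 135 (13.1%), and GTΨCG, with 122 (11.8%). The median Ψ fraction, over each site in each tissue where it was called, was 0.153 for GCΨCT, 0.254 for GCΨCG, 0.173 for GTΨGT, 0.141 for TTΨGT, 0.197 for TTΨCT and 0.854 for GTΨCG. In protein-coding genes alone, TΨC sites with G before the motif had a median of 0.144 (244 sites) and those with another base before it 0.268 (579 sites). Fractions above 0.5 made up 33.9% of the calls at TΨC, 11.0% at TΨG and 1.44% at CΨC.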

Viewing all deposition sequences of the CΨC (Fig. 4f,g), TΨG (Extended Data Fig. 7a,b) and TΨC (Extended Data Fig. 7c,d) motifs using a sliding window of one nucleotide (one nucleotide upstream and one nucleotide downstream of the given three-nucleotide motif), the motif types are largely conserved between rice and *Arabidopsis*, although with different abundances (Extended Data Fig. 8e,f).

### mRNA Ψ profile is highly diverse between tissues

The poly(A)-tailed RNA of each biological replicate was purified and subjected to liquid chromatography tandem mass spectrometry (LC–MS/MS) to measure the ratio of Ψ to U. The ratio of Ψ to U in poly(A)-tailed RNA from these different tissues varies from 0.31% to 1.89% in rice (Extended Data Fig. 8a) and from 0.21% to 0.79% in *Arabidopsis* (Extended Data Fig. 8b), whereas the ratio in shoot is rather high in soybean and maize (Extended Data Fig. 8c). 

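The 9 *Arabidopsis* tissues were flower, seedling (7 days), silique, cauline leaf, stem, rosetta leaf (30 days), seed, shoot and root (14 days). They were sequenced in 72 libraries, 56 treated and 16 input. Flower, seedling, stem and rosetta leaf had 7 treated libraries, silique, cauline leaf and root had 6, and seed and shoot had 5. Rosetta leaf and seed had 1 input library and the other tissues had 2. One list of sites holds the fraction of each tissue, so a tissue can have a value at a site that was called only elsewhere. Seed lacked a value at 648 sites, and the other tissues lacked one at 76 (flower) to 203 sites (rosetta leaf and root). The 7567 sites with a value in each tissue were used for a principal component analysis of the centred fractions. The first component held 26.2% of the variance and the second 15.1%. Seed lay at 13.0 on the first component and the other 8 tissues between -3.15 (rosetta leaf) and 0.263 (root). On the second component, root lay at 8.34 and cauline leaf at -5.62, with the rest between -2.05 and 2.11. The mean Spearman rho of a tissue with the other 8 was 0.323 for seed and between 0.469 (root) and 0.558 (flower) for the rest. These correlations are across sites, which are not independent replicates, and no test was made on the 9 profiles.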

BID-seq enables detection of abundant Ψ sites in various plant tissues of rice and *Arabidopsis* using poly(A)-tailed RNA (Extended Data Fig. 8d,e). 

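The site list of the 9 *Arabidopsis* tissues held 8512 sites, of which 8283 were called in at least 1 tissue and 229 in none. They lay in 5474 genes of the authors' expression table, with 8149 sites in 1 gene, 63 in 2 genes and 300 in no gene of that table. By TAIR10 annotation, 7772 sites lay in protein-coding genes, 159 in tRNA genes, 52 in snoRNA genes, 51 in snRNA genes, 45 in rRNA genes and 176 in other non-coding genes or pseudogenes. A further 3 overlapped a protein-coding and another gene, 156 lay in no annotated gene and the 98 mitochondrial sites were not placed. Sites with a Ψ fraction above 0 numbered 7406 in flower, 7225 in seedling, 7112 in shoot, 7061 in stem, 7054 in silique, 6905 in root, 6680 in cauline leaf, 6640 in rosetta leaf and 4940 in seed. Called sites numbered from 1546 in seed to 2712 in root. Of the 6 alternatives computed for the total of called sites, a minimum Ψ fraction of 0.1 moved it most, to 6284.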

We obtained 8,512 mRNA Ψ sites from 5,739 gene transcripts through combining all the sites detected from all *Arabidopsis* tissues in this study, with the number of Ψ sites among nine *Arabidopsis* tissues ranging from 6,640 in rosetta leaf to 7,406 in flower (Supplementary Table 2). In rice, a total of 9,126 Ψ sites were detected from 5,876 gene transcripts across tissues, whereas the number of Ψ sites from ten different rice tissues ranges from 6,463 in radicle to 7,212 in seedling 2W (Supplementary Table 3).

The stoichiometry information facilitates the calculation of Ψ deposition fractions^13^. We found that more than two-thirds of all Ψ sites have a low Ψ fraction (<20%), and far fewer Ψ sites are highly modified (Ψ fractions >50%) in different tissues of both rice (Extended Data Fig. 9a) and *Arabidopsis* (Fig. 5a). This differs from mammals, in which we observed a higher percentage of highly modified mRNA Ψ sites (Ψ fractions >50%)^8,29^. 

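Counting each *Arabidopsis* site in each tissue where it was called gave 17878 fractions. Of these, 10518 (58.8%) were below 0.2 and 14.7% were above 0.5. The share below 0.2 was lowest in seed (50.4%, 95% interval 47.9 to 52.9%) and highest in rosetta leaf (63.6%, 61.3 to 65.9%). The share above 0.5 was highest in seed (23.0%, 21.0 to 25.2%) and lowest in rosetta leaf (10.8%, 9.36 to 12.3%). Over all 61023 fractions above 0, called or not, 72.8% were below 0.2 and 9.91% above 0.5. In protein-coding genes, 7.48% of the called fractions were above 0.5, against 69.4% at all other sites. A fraction of 0 was listed for 78 of the calls, at 58 sites, and a fraction of 1 for 66.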

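The authors deposited the expression of each gene as TPM, in 2 columns per *Arabidopsis* tissue and 1 for rosetta leaf and for seed. The Pearson r between the columns of a tissue was 0.994 (root) to 0.997 (stem) across genes on the log2 scale. The columns of a tissue were averaged. At least 1 TPM in each of the 9 tissues was found for 13317 genes. Of the sites called in only 1 tissue, 3665 (74.3%, 95% interval 73.1 to 75.5%) lay in these genes. This share ranged from 63.1% (58.1 to 67.9%) for sites called only in silique to 82.4% (78.7 to 85.5%) for sites called only in seedling. Of the sites called in each of the 9 tissues, 90.2% (83.6 to 94.3%) lay in genes with at least 1 TPM in each tissue. Raising the minimum to 5 TPM left 8589 genes and moved the share of the sites called in 1 tissue to 54.9%.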

To rule out potential bias caused by tissue-specific transcripts in understanding the regulation of Ψ sites, we used only genes expressed in all the samples and/or tissues to compare Ψ modifications among tissues; no sample-specific and/or tissue-specific genes were considered in the analysis. In addition, we calculated the modification ratio but not coverage of the site, so the expression level of the gene did not affect the modification ratio. 

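Over the called sites of each *Arabidopsis* tissue, the Ψ fraction was lower where the TPM of the gene was higher. Spearman's rho across sites was between -0.529 in flower (2411 sites) and -0.749 in seed (1457 sites), with p = 1.0e-05 in each of the 9 tissues, the smallest that 100000 permutations can give (two-sided, adjusted p = 1.0e-05 over the 9 tissues). Sites are not independent replicates. Over all sites with a fraction above 0, rho was between -0.272 in root and -0.429 in seed. Over called sites in protein-coding genes, it was between -0.476 in flower and -0.679 in seed. When each site was followed across the 9 tissues instead, the median rho between its fraction and the TPM of its gene was 0.183 over 7263 sites, and 32.6% of the sites had a negative rho. Fractions listed at 0 enter this comparison. Over the 3183 sites with a fraction above 0 in each tissue, the median rho was 0.000, and over the 112 sites called in each tissue it was -0.084.

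**Figure D1:**
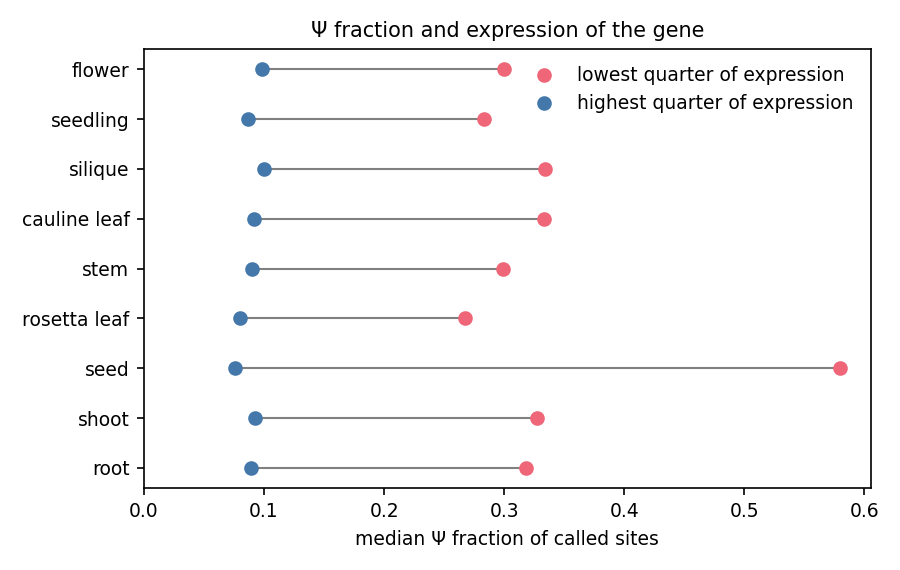
Median Ψ fraction of called sites (horizontal axis, 0 to 1) in each of the 9 tissues (vertical axis), for sites in the lowest (red) and highest (blue) quartile of TPM of the gene. The red point lies to the right of the blue point in each tissue, from 0.267 against 0.0800 in rosetta leaf to 0.580 against 0.0759 in seed.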

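In *Arabidopsis*, the mean Ψ fraction over called sites was highest in seed, at 0.316 (95% bootstrap interval over sites 0.302 to 0.330, 2000 resamples), and lowest in rosetta leaf, at 0.222 (0.212 to 0.233). The other 7 means lay between 0.236 (seedling) and 0.274 (shoot). In protein-coding genes alone, an alternative chosen after the data were seen, the mean was 0.219 in seed, 0.218 in cauline leaf and 0.221 in silique. The tissues were then compared at the sites called in both tissues of a pair, with 297 to 1048 sites per pair. A two-sided sign-flip permutation test over sites, which are not independent replicates, gave an adjusted p under 0.05 in 25 of the 36 pairs and an unadjusted p under 0.05 in 26. Seed was higher in 8 of its 8 pairs, by 0.0276 (cauline leaf) to 0.0552 (shoot), with a permutation p = 1.0e-05, the smallest possible, and adjusted p = 2.8e-05 in each. The largest difference between other tissues was between shoot and root, where shoot was lower by 0.0197 (permutation test, adjusted p = 2.8e-05). Sites called in both tissues have passed the filter in seed. Over sites called in at least 1 of the other 7 tissues, whatever the call in the pair, a comparison added after the data were seen, seed was higher with an adjusted p under 0.05 in 1 of 8 pairs and lower in 3. The alternative that moved the number of pairs most was the use of only those sites called in each of the 9 tissues, with 11 of 36 pairs.

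**Figure D2:**
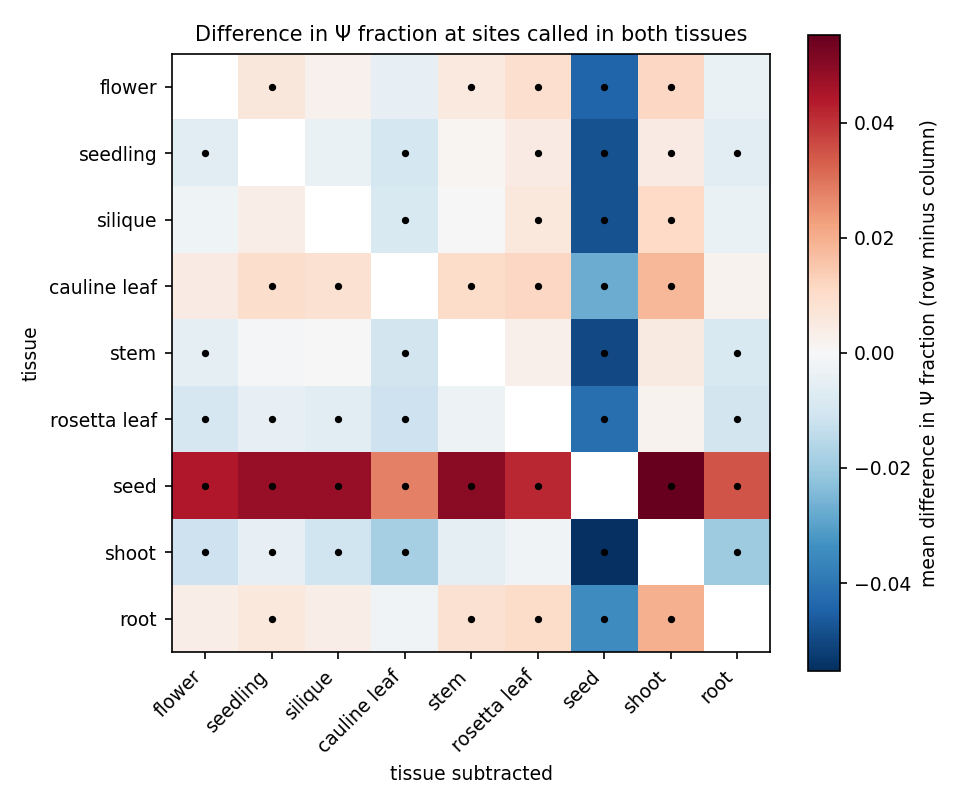
Mean difference in Ψ fraction at sites called in both tissues (colour, tissue on the vertical axis minus tissue on the horizontal axis), with a dot where the adjusted p is under 0.05. Seed is higher than each of the other 8 tissues, by 0.0276 to 0.0552, and has the darkest cells.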

Noticeably, the average Ψ fraction in mRNA isolated from different tissues varies in both *Arabidopsis* (Fig. 5b) and rice (Extended Data Fig. 9b), implying tissue-specific mRNA Ψ modifications.

Given that the Ψ to U ratio and Ψ site number vary among tissues, we asked whether mRNA Ψ sites could be differentially modified in tissues and potentially distinguish tissue type in plants. We analysed differentially modified and commonly shared Ψ sites among all the tissues in rice and *Arabidopsis*, respectively. A total of 54 and 122 shared Ψ sites were identified among all rice and *Arabidopsis* tissues (Fig. 5c,d). By contrast, larger numbers of tissue differentially modified Ψ sites were identified in mRNAs from rice and *Arabidopsis* when compared with shared sites (Fig. 5c,d). This observation may suggest roles for differentially modified Ψ in regulating tissue differentiation and development. 

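In *Arabidopsis*, 122 sites were called in each of the 9 tissues, 1.47% of the sites called anywhere. Of these, 84 lay in protein-coding genes, 13 in tRNA genes, 8 in snRNA genes, 5 in rRNA genes and 6 in other non-coding genes or pseudogenes, while 4 lay in no annotated gene and 2 on the mitochondrial genome. A mean Ψ fraction above 0.5 over the tissues was found at 42 shared sites, 33 of them outside protein-coding genes. The highest mean, 0.974, was at position 2406893 of chromosome 1 (TAIR10) on the minus strand, in the tRNA gene AT1G07760, with fractions from 0.936 in root to 1.00 in flower and rosetta leaf. The U lies in the middle of the 41-nucleotide sequence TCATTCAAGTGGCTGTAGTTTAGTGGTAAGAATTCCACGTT. The next mean, 0.962, was at position 8747 of chromosome 2 on the plus strand, in AT2G03875, a non-coding gene or pseudogene, with the sequence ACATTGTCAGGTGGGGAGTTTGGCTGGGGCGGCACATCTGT. The 31 nucleotides around this site occur 2 times in the genome. The third mean, 0.955, was at position 35330 of the chloroplast genome on the minus strand, in *trnS* (ArthCt117), with fractions from 0.854 in flower to 1.00 in seed and the sequence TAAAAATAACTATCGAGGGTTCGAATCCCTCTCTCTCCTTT. Over the placed sites, 26 of 120 shared sites (21.7%) and 5.14% of the sites called in 1 tissue lay in a sequence of 31 nucleotides that occurs more than once. Leaving out seed moved the number of shared sites most, to 216 called in each of the other 8 tissues.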

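In *Arabidopsis*, 4933 sites were called in exactly 1 tissue, 59.6% (95% interval 58.5 to 60.6%) of the called sites. They numbered 1159 in root, 711 in seed, 705 in flower, 477 in seedling, 415 in stem, 399 in shoot, 384 in rosetta leaf, 369 in silique and 314 in cauline leaf. Such tissue-unique sites made up 46.0% (43.5 to 48.5%) of the called sites of seed, 42.7% (40.9 to 44.6%) of root and 19.6% (17.7 to 21.6%) of cauline leaf. Another tissue, in which the site was not called, had a fraction at least as high at 2242 (45.4%) of them, and 1281 (26.0%) had a fraction above 0 in each of the 9 tissues. When a tissue-unique site also had to be below 0.1 in each other tissue, 1706 sites met the rule, and when its fraction had to be more than 2 times the highest other fraction, the number moved most, to 734. In both cases root and seed had the highest numbers, at 482 and 264 under the first rule and 184 and 180 under the other. From the larger number of tissue-unique than of shared sites in Fig. 5c, the paper proposes roles for differentially modified Ψ in tissue differentiation and development.

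**Figure D3:**
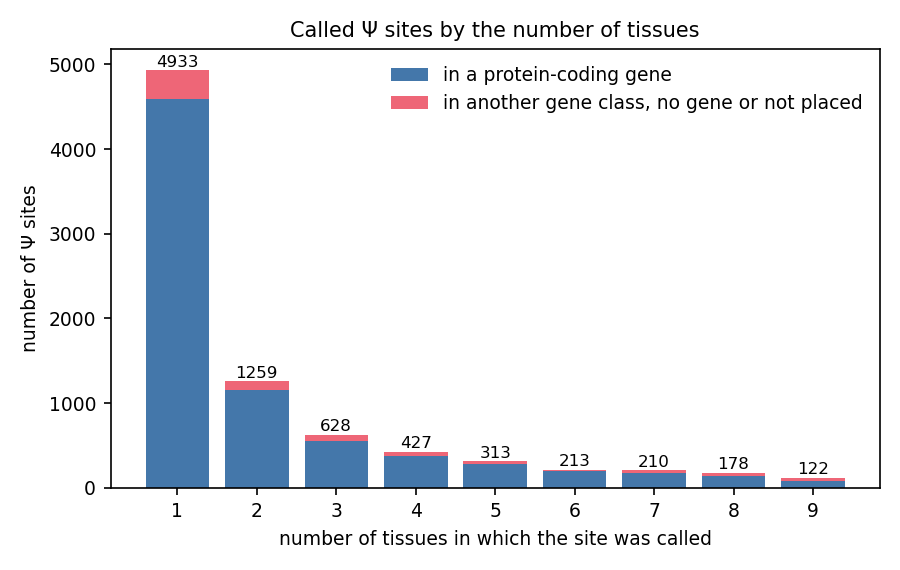
Number of *Arabidopsis* Ψ sites (vertical axis) by the number of tissues in which the site was called (horizontal axis), with sites in protein-coding genes in blue and the others in red. The bars fall from 4933 sites in 1 tissue to 1259 in 2 tissues and 122 in 9.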

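The gap between the fraction in the tissue of the call and the highest fraction elsewhere was largest in seed at position 22304627 of chromosome 1 (TAIR10), in AT1G60545, a non-coding gene or pseudogene, with 0.922 in seed and 0 in the other 8 tissues. The gene had 3.14 TPM in seed and 3.59 to 7.70 TPM elsewhere. Next was position 11245552 of chromosome 4, in AT4G06980, a non-coding gene or pseudogene, with 0.891 in seed and 0 elsewhere, in a gene with 0.149 TPM in seed. In root, the largest gap was at position 11561614 of chromosome 4, in an intron of *BGLU47* (AT4G21760), with 0.760 in root, 0 in seedling and no value in the other 7 tissues. This gene had 107.5 TPM in root and at most 8.48 TPM elsewhere. Position 13562651 of chromosome 4, in the CDS of *EMB2788* (AT4G27010), had 0.755 in root, no value in rosetta leaf and 0 in the other 7 tissues, with 6.54 TPM in root. Over all genes with a tissue-unique site, expression in that tissue was compared with the median of the other 8 tissues, with 1 TPM added to each. The median log2 ratio was between 0.35 in seedling (438 genes) and 2.17 in seed (510 genes), and was 1.10 in root (954 genes). In each of the 9 tissues it lay above all 10000 random lists of as many genes with a called site, matched on mean expression. Seed and rosetta leaf have 1 column of expression, so no test between libraries was made.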

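In *Arabidopsis*, 544 of the 688 seed-unique sites in a gene (79.1%) lay in a gene whose TPM was highest in seed, against 18.2% of all genes with a called site. Expression in seed rests on 1 column. *CRA1* (AT5G44120, chromosome 5, 17756238 to 17758336, minus strand, TAIR10) had 5226 TPM in seed and 2189 ± 32.3 (SD, n = 2) in silique, the next tissue. Its 3 seed-unique sites, all in the CDS, had fractions of 0.0602, 0.0836 and 0.0997 in seed. Each had a higher fraction in another tissue where it was not called, up to 0.208 in root at 17757957. The gene had 49.9 TPM in root. In silique the 3 sites were lower than in seed, at 0.0227, 0.0731 and 0.0675. *CRU3* (AT4G28520, chromosome 4, 14087556 to 14089796, plus strand) had 5027 TPM in seed and 2475.5 ± 30.7 (SD, n = 2) in silique. Of its 3 sites, position 14089532 was called only in seed, at 0.0312 against 0.0774 in root, while 14088351 was called only in silique and 14088032 in silique and seed. Position 14089532 had 0.0114 in silique, and the gene had 52.9 TPM in root. *PER1* (AT1G48130, chromosome 1, 17780429 to 17781727, plus strand) had 3598 TPM in seed and 217.0 ± 17.7 (SD, n = 2) in silique, and its pair of seed-unique sites lay in the 3′-UTR at 17781626 (0.0163) and 17781662 (0.0498, against 0.516 in shoot, where it was not called). In silique these sites had 0.00878 and 0, and *PER1* had 3.71 TPM in shoot. *SUS3* (AT4G02280, chromosome 4, 994726 to 998991, plus strand) had 811 TPM in seed and 15.9 in seedling, the next tissue, with CDS sites at 998184, called in seed at a listed fraction of 0, and at 998519 (0.0793 in seed, 0.213 in shoot). The CDS site of AT1G29760, at position 10424042 of chromosome 1, had 0.130 in seed and at most 0.102 elsewhere, and that of *ACBP1* (AT5G53470), at position 21712095 of chromosome 5, had 0.201 in seed and at most 0.192 elsewhere. The CDS site of *TFIIS* (AT2G38560), at position 16135593 of chromosome 2, had 0.171 in seed and 0.174 in root. These last genes had 119.9, 177.9 and 150.3 TPM in seed and at most 48.1, 31.8 and 45.3 TPM elsewhere. The sequences around the sites of *PER1* were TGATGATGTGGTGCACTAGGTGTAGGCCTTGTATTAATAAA and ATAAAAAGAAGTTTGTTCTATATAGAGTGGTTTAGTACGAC, with the modified U in the middle.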

For example, in *Arabidopsis*, mRNA with seed-specific Ψ sites is markedly enriched in the seed maturation pathway, including the genes *AT1G29760*, *AT1G48130*, *AT2G38560*, *AT4G02280*, *AT4G28520*, *AT5G44120* and *AT5G53470* (Fig. 5e). Meanwhile, transcripts modified with specific Ψ sites in embryo are markedly enriched during post-embryonic plant organ development in rice (Fig. 5f). 

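Within each *Arabidopsis* tissue, the fractions of sites called in all 9 tissues were compared with those of the sites called only in that tissue by a two-sided permutation test of the rank sum (100000 permutations, adjusted over the 9 tissues). The median of the shared sites was higher in 9 of 9 tissues. The difference of medians was largest in seed, 0.321 against 0.154 (permutation p = 1.0e-05, the smallest possible, adjusted p = 1.5e-05), and smallest in shoot, at 0.0548 (p = 0.0028, adjusted p = 0.0028). In the other 7 tissues it was between 0.0880 in silique (permutation p = 2.0e-05, adjusted p = 2.2e-05) and 0.140 in root. Sites are not independent replicates, and the filter behind the calls may depend on the fraction. The alternative that moved the result most, chosen after the data were seen, kept only protein-coding genes, with 84 shared sites. The shared sites then had the higher median in 8 of 9 tissues, and the adjusted p was under 0.05 in flower, stem, seed and root. In seed the medians were then 0.231 and 0.133 (permutation test, adjusted p = 4.5e-05). In shoot the direction changed, with a difference of -6.44e-04 (permutation test, adjusted p = 0.85). When shared meant called in at least 8 tissues, shoot no longer passed, with a difference of 0.00552 (permutation test, adjusted p = 0.30).

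**Figure D4:**
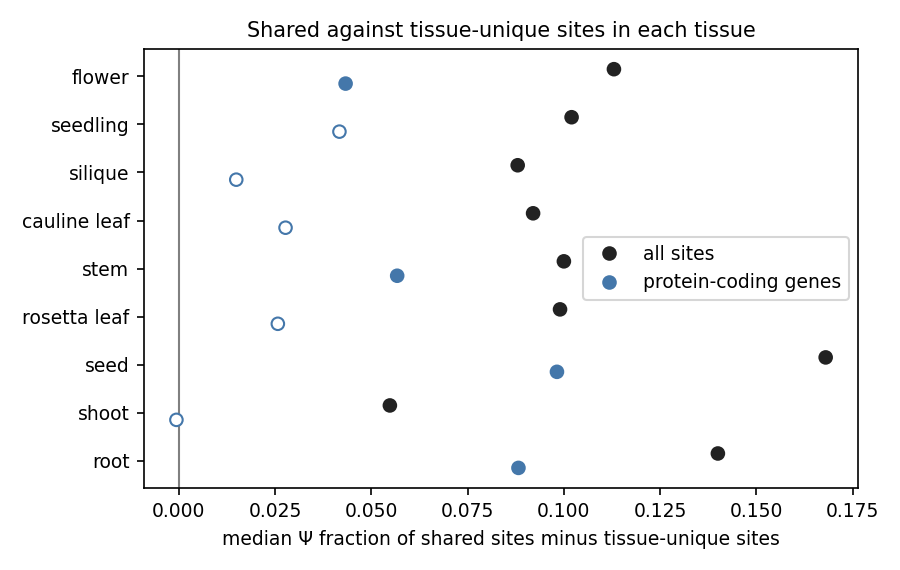
Median Ψ fraction of shared sites minus that of tissue-unique sites (horizontal axis) in each of the 9 tissues (vertical axis), over all sites (black) and in protein-coding genes (blue). Filled points have an adjusted p under 0.05. Black points lie between 0.0548 in shoot and 0.168 in seed, and blue points between -6.44e-04 in shoot and 0.0982 in seed.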

Note that we observed greater fractions of tissue shared Ψ sites than tissue differentially modified sites (Extended Data Fig. 9c,d), probably indicating important roles for these shared Ψ sites among tissues in maintaining plant transcriptome metabolism across the entire life cycle.

### Ψ correlates with mRNA stability and translation efficiency

mRNA pseudouridylation has been reported to increase the lifetime and translation of target mRNA in mammals^42^ and parasites^17^. Ψ installed by the pseudouridylation writer TRUB1 stabilizes its target mRNA in mammals^10^. However, the effects of pseudouridylation in plant tissues have yet to be examined. We retrieved publicly available mRNA lifetime data for 7-day-old *Arabidopsis* seedlings^43^, which are at the same growth stage as the Ψ profile of *Arabidopsis* seedlings in this study. 

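In 7-day *Arabidopsis* seedlings, 2137 called sites lay in 1677 genes, and 1362 of these genes had 1 called site. The Ψ fractions of the called sites of a gene were summed, which gave a median of 0.189 and a maximum of 3.93, at up to 8 sites per gene. The quartiles of this sum held 420, 419, 419 and 419 genes, with median sums of 0.0826, 0.152, 0.238 and 0.541. From the lowest to the highest quartile, the mean number of called sites per gene was 1.04, 1.15, 1.28 and 1.63. The median expression in seedling was 144.4, 86.2, 55.1 and 42.4 TPM in the same order. The 25th to 75th percentiles were 75.1 to 296.0 TPM in the lowest quartile and 17.0 to 156.4 TPM in the highest. Spearman's rho between the sum and TPM was -0.345 across genes (p = 1.0e-05, the smallest that 100000 permutations can give, two-sided), and genes are not independent replicates. Treating each called site separately, an alternative chosen after the data were seen, moved rho most, to -0.549. Only called sites enter this relation. A filter that needs more modified reads at low coverage would also give a negative rho, so the relation cannot tell a filter effect from another cause. The mRNA lifetimes were not analysed here.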

To explore how Ψ fraction may correlate with mRNA stability, we divided mRNA carrying Ψ into four groups based on their integrated fractions for the individual transcripts in seedlings. We found that higher Ψ fractions are associated with lower mRNA stability in these transcripts (Fig. 6a). We then asked whether the position of Ψ sites could influence mRNA stability^44,45,46^. 

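Called seedling sites of *Arabidopsis* were assigned to a region on the TAIR10 transcript with the longest CDS, so that a gene can enter more than 1 group. The 3′-UTR held 133 called sites in 128 genes, the 5′-UTR held 83 in 80 genes, the CDS held 1686 in 1371 genes and introns held 117 in 107 genes. Genes with called sites in no other region numbered 93 for the 3′-UTR, 58 for the 5′-UTR, 1290 for the CDS and 65 for introns. With the first transcript model of each gene in place of the one with the longest CDS, the CDS group held 1365 genes.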

To answer this, we first clustered Ψ sites into groups of 3′-UTR Ψ, 5′-UTR Ψ, exon Ψ and intron Ψ, and compared the mRNA lifetime distribution. We observed that transcripts modified with 5′-UTR Ψ sites show low lifetime distribution in comparison with transcripts modified with 3′-UTR Ψ (Fig. 6b). Therefore, it is probable that 5′-UTR Ψ sites have a more important role in destabilizing mRNA in *Arabidopsis* seedlings.

We next explored the correlation between Ψ and translation in mRNA using the corresponding polysome datasets from *Arabidopsis* seedlings. To our surprise, we observed a positive correlation between Ψ level and translation efficiency in transcripts modified with Ψ (Fig. 6c). We also found that transcripts bearing 5′-UTR Ψ sites correlate more significantly with increased translation efficiency compared with transcripts with non-5′-UTR Ψ sites (Fig. 6d), contradicting the correlation observed for mRNA decay. Taken together, these observations suggest rather complex roles for Ψ modifications in regulating mRNA decay and translation in plants, which are affected by both the location and fraction of modified Ψ sites. The complex effects of Ψ sites in the 5′-UTR and 3′-UTR on controlling mRNA stability and translation prompted us to investigate whether the location of Ψ also correlates with different biological functions. Gene Ontology (GO) enrichment analysis showed that genes associated with either the 3′-UTR Ψ (Fig. 6e) or 5′-UTR Ψ (Fig. 6f) are enriched in stimulus responses; however, 3′-UTR Ψ-bearing mRNAs are specifically enriched in photosynthesis-related pathways in *Arabidopsis* (Fig. 6e).

## Discussion

Benefit from the advancements in quantitative sequencing methods for Ψ^13,29^, here, we report comprehensive maps of Ψ at single-base precision with stoichiometry information in ten rice tissues and nine *Arabidopsis* tissues spanning their life cycles, as well as shoots of maize and soybean. We provide in-depth resources for future investigations into Ψ functions of the whole transcriptome in the plant kingdom. We found that although rRNA and tRNA Ψ sites tend to be more conserved between plant species and among different plant tissues, their stoichiometry appears to be critical to translation regulation. By contrast, plant mRNA Ψ sites have more tissue-specific distribution, which may help regulate tissue-specific differentiation and development events.

mRNA levels do not simply reflect protein translation efficiency, with diverse features on rRNA, tRNA and mRNA all playing complex roles. Ψ is frequently distributed in evolutionarily conserved regions of non-coding RNA in mammals^47^. Ψ modification loss in the rRNA A-loop of the peptidyl transferase centre could lead to a substantial decrease in translation activity in yeast^48^. A Ψ site in the T-arm of tRNA regulates translation in *Escherichia coli*^41^. These results highlight the importance of Ψ in rRNA and tRNA for the regulation of translation efficiency in non-plant species. Here, we unveil a multilayered model of translation regulation through Ψ modifications on rRNA, tRNA and mRNA in plants. Ψ sites deposited in rRNA have a higher density of modifications in conserved regions than in variable regions in both plant species and mammals. We uncover evolutionary conservation of rRNA Ψ sites between monocots and dicots. Combining Ψ modifications with RNA abundance and polysome profiling data, we noticed that high Ψ stoichiometry on mRNA correlates with high translation efficiency and probably acts as a contributor to tissue-selective translation control in *Arabidopsis*. Features of the 5′-UTR, such as length, can have particular roles on translation efficiency control^49^. We observed that gene transcripts with a longer 5′-UTR show more positive correlation between their translation efficiency and Ψ level for rRNA Ψ sites at the ribosomal initiation centre, and gene transcripts with a longer CDS show more positive correlation between their translation efficiency and Ψ level for rRNA Ψ site at the ribosomal decoding centre. Although the rRNA Ψ level could control translation globally, stronger effects were observed on transcripts with a long 5′-UTR or CDS, correlating with Ψ deposition at either the ribosomal initiation or decoding centre, respectively.

In tRNAs, modifications in the anticodon stem-loop are generally considered to have direct roles during translation; however, the functional effects on translation of modifications like Ψ in the rest of tRNA remain elusive. Our analysis uncovered that the tRNA Ψ modification stoichiometry, especially for the tRNA loop regions, positively correlates with the translation efficiency of their respective codons, although no strong correlation was observed for tRNA elbow regions. To our surprise, we found that the correlation in the T-arm loop is much stronger than in the anticodon-arm loop, at least for Ψ modification. This might suggest that Ψ modification in the T-arm loop is critical for the tRNA molecule to modulate its recognition by ribosomes, becoming a requisite to guide translation through the anticodon-arm loop. This pathway offers a new layer of global translation tuning through tRNA pseudouridylation. Therefore, Ψ modification on both rRNA and tRNA can impact the translation machinery, offering broad-scale regulation of the transcriptome. rRNA Ψ modifications globally regulate translation and the stoichiometry at individual sites can vary in translation control, whereas tRNA Ψ modifications in the loop region might be critical in translation efficiency control.

Our analysis also revealed prevalent Ψ sites in plant mRNA across different plant species and tissue types, although the average modification fraction in plant tissues is lower than that in mouse tissues. Different from rRNA and tRNA, we uncovered a large portion of tissue-specific mRNA Ψ sites. In comparison with tissue-shared mRNA Ψ sites, the differentially modified Ψ sites in various tissues are probably important in tissue-specific differentiation and development functions across plant life cycle. Although Ψ modifications on mRNA are abundant in all the plant species and tissues we tested, our analysis revealed that mRNA Ψ modifications are not evolutionarily conserved between plant species, further supporting plant- and tissue-specific functions of mRNA pseudouridylation.

Ψ extends the half-life of mRNA and complete substitution of uridines in mRNA with Ψ results in higher translation efficiency in human cells^23^. The replacement of uridines with Ψ in mRNA might lead to a more structured CDS that could, in part, stabilize mRNA in human cells^23^. However, mRNA Ψ may lead to mixed effects on translation that depend on the sequence context and local secondary structures^50,51^. We observed a complex effect of Ψ on target mRNA in *Arabidopsis*. The extent of the mRNA stabilization effect is negatively correlated with Ψ fraction such that a high Ψ fraction is linked to short lifetime in *Arabidopsis* seedlings. When examining the correlation between Ψ modification and translation efficiency, the Ψ fraction in mRNA is positively correlated with translation efficiency in *Arabidopsis* seedlings. Therefore, it is probable that Ψ-modified mRNA in *Arabidopsis* negatively affects mRNA stability, but the reduced stability may not necessarily cause reduced translation efficiency in *Arabidopsis* seedlings, warranting future investigation of individual pseudouridine synthetase and individual Ψ sites. Our findings highlight the importance of Ψ modification stoichiometry on rRNA, tRNA and mRNA contributing to diverse translation control in different plant tissues.

## Methods

### Plant material

For *Arabidopsis*, Col-0 accession was used in this study. Plants were grown at 20 °C with 16 h of light and 8 h of dark on 1/2 Murashige and Skoog medium (MS) plates. Seedlings were collected after growing for 7 days, whereas shoots and roots were collected separately after growing for 14 days. Plants were then transplanted to soil. Rosetta leaves were collected after growing for 30 days, whereas cauline leaf, flower, stem and silique were collected after flowering. *Arabidopsis* seeds were collected once they were completely mature and dried. For rice, Nipponbare was used in this study. Plants were grown at 28 °C with 14 h of light and 10 h of dark on 1/2 MS plates. Rice plumule and radicle were collected on 1/2 MS plates 48 h after germination. Rice plants were then transplanted to soil. Next, 8-day-old and 2-week-old seedlings were collected accordingly. Straw, flag leaf and panicles were collected at the heading stage. At 10 days after anthesis, flag leaf, endosperms and embryos were collected. Maize inbred line B73 seeds and soybean Williams 82 (W82) seeds were germinated in soil at 28 °C under 14 h of light per 24 h. Shoots of 7-day-old maize and soybean plants were harvested. Total RNA was extracted using TRIzol Reagent (Invitrogen, catalogue number 15596026) according to the manufacturer’s instructions. All plants were planted in the greenhouse of the University of Chicago.

### The *osrlua3* and *svr1* mutants in rice

We bought *osrlua3* mutant (BG101402C11) in the ZhongHua11 (ZH11) background and *svr1* mutant (BG101343B10) in the Nipponbare background from Biogle. CCAGGTCACTCACCCTCCCTCCAT in LOC_Os07g46600 and GATGTTGAAGTCCGGGGCGCTGG in LOC_Os03g05806 were selected, respectively, as the target sequence for the construction of *osrlua3* and *svr1* mutants. The forward primer of TGCGGTGTCCACCTCCG and reverse primer of CGTTTGGGATGCACATGAACC were used to verify mutation of the *osrlua3* mutant. The forward primer of GATAAACCCCCTCCCACACTCT and reverse primer of AAGGACCTTGGCGAGCC were used to verify the *svr1* mutant.

### mRNA capture from the extracted total RNA

We used 50 μg of total RNA for mRNA capture (Invitrogen, Dynabeads mRNA DIRECT Purification Kit, catalogue number 61012) for each biological replicate. Total RNA was denatured by incubating at 65 °C for 2 min in a 100 μl volume (dilute by RNase-free water), and then immediately moved onto ice for 2 min. We used 100 μl of Dynabeads for each sample for the mRNA capture procedure by washing twice with 200 μl of lysis/binding buffer provided in the above kit. The washed beads were then resuspended with 100 μl of lysis/binding buffer and mixed with the above denatured total RNA. The mixture was incubated on a rotor for 15 min at room temperature. After binding, beads were washed twice with buffer B (provided with the kit) and then eluted using 30 μl of H_2_O at 75 °C for 2 min. Next, the eluted mRNA collected from the beads was purified with one round of poly(A) enrichment and used in the sequencing library construction. One round of poly(A) enrichment could be used for rRNA Ψ mapping. The leftover rRNA after poly(A) enrichment still yielded sufficiently deep coverage for analysis based on comparison of total RNA BID-seq and one round poly(A) enrichment RNA BID-seq.

### Quantification of Ψ in RNA by LC–MS/MS

The mRNA capture process was repeated twice, as described above, to obtain more purified mRNA for LC–MS/MS. Fifty nanograms of poly(A)-enriched mRNA was digested into nucleosides, and the amount of Ψ was measured using a ZORBAX SB-Aq 4.6 × 50 mm column (Agilent, catalogue number AG835975) on ultra high-performance liquid chromatography coupled to a triple quadrupole mass spectrometer (Agilent 6460 Series Triple Quad MS-MS with 1290 Infinity Series LC). For each sample, RNA was digested using nuclease P1 (NEB) at 37 °C for 2 h. Then, 1 μl of shrimp alkaline phosphatase (NEB, catalogue number M0371L) and 3 μl of 10× rCutsmart buffer (NEB, catalogue number B6004S) was added, and the reaction was incubated at 37 °C for 2 h. Samples were then filtered through a 0.22 μm filter (Millipore, catalogue number GSWP04700) and injected into LC–MS/MS. Nucleosides were quantified using the nucleoside-to-base ion mass transitions of Ψ (245.1 to 125) to U (245 to 113.1) and compared with calibration curves. Three biological independent replicates were used for Ψ level quantification, and each sample was injected three times. The ratio of Ψ to U was calculated based on the calibrated concentrations. Note that we used RNA modifications (m^2^_2_G, m^2^G, m^6^_2_A and m^1^A), existing only on rRNA or tRNA species, to verify that two rounds of poly(A) enrichment could remove most non-poly(A) RNA species.

### BID-seq library construction

Fifty nanograms of mRNA (purified with one round of poly(A) enrichment) from each replicate was used for the library construction. Although for the total RNA of the nine *Arabidopsis* tissues, 100 ng of total RNA of each replicate was used. All libraries were constructed exactly following previously published protocols^29^. The constructed libraries were sequenced on the Illumina NovaSeq sequencing platform in single read mode with 100 bp per read.

### BID-seq data processing

After sequencing, the Ψ sites were detected using a previously published method (https://github.com/y9c/pseudoU-BIDseq). The analysis utilized the reference genome downloaded from the Ensemble database, with assembly versions TAIR10, IRGSP-1.0, Glycine_max_v2.1 and Zm-B73-REFERENCE-NAM-5.0 used for *Arabidopsis*, rice, soybean and maize, respectively. Replicates from one tissue are combined to calculate the Ψ stoichiometry. Briefly, gapped and non-gapped read counts for each site were summed, and the gap ratio was calculated as the proportion of gapped read counts over total read counts at each site. The gap ratio was then calibrated by fitting a calibration curve to calculate the Ψ stoichiometry. The high-quality sites were filtered using a *P* value-based method, as described previously^13^.

### Polysome profiling library construction

Polysome profiling was conducted with the nine *Arabidopsis* tissues based on a previously published sucrose gradient method^44^. Briefly, we first prepared the sucrose gradient buffer: 60 ml of 5% sucrose (5 ml of 60% sucrose + 49 ml of H_2_O + 6 ml of 10X buffer) and 50% sucrose (50 ml of 60% sucrose + 4 ml of H_2_O + 6 ml of 10X buffer) were each prepared in 1× sucrose gradient buffer + 100 μg ml^−1^ cycloheximide (C1988), 0.1% protease inhibitor and 0.1% SUPERaseIn (Invitrogen, catalogue number AM2696). Half of the 50% sucrose buffer was then placed at the bottom of a high-speed centrifuge tube (SETON 7042), half of the 5% sucrose buffer was placed above it and gradient sucrose buffer was made using a BioComp Gradient station. For sample preparation, lysis buffer with 20 mM HEPES, pH 7.6, 100 mM KCl, 5 mM MgCl_2_, 100 μg ml^−1^ cycloheximide, 1% Triton X-100, freshly added 1:100 protease inhibitor (Roche) and 40 U ml^−1^ SUPERaseIn was added to 0.3 g of freshly ground nine *Arabidopsis* samples with two biological replicates. After 30 min of lysis, samples were centrifuged at 16,000*g* for 15 min and the clear lysate was saved for further use. Then, 5 μl of Turbo DNase was added to 1 ml of the above lysate and incubated at room temperature for 15 min. The lysate was then carefully placed on top of the gradient sucrose buffer and centrifuged at 104,000*g* for 3 h at 4 °C. After centrifugation, we collected the fraction using the BioComp Gradient station and tubes 6, 7, 8 and 9–14 were collected. Finally, the collected tubes were mixed equally for further library preparation. The library preparation procedures were as follows. We first measured the optical density at 260 nm for the mixed fraction (300 μl) of each sample described in the last step and then added RNase I (that is, optical density = 1, add 2.7 U of RNase I), followed by incubation at 37 °C for 30 min. Three volumes of LS TRIzol were then added to the samples and mixed well for RNA extraction. Next, 300 μl of chloroform was added and mixed well for 5 min. The samples were then centrifuged for 15 min to collect the supernatant into a new 1.5 ml tube. Equal volumes of 2-propanol and 1 μl of GlycoBlue (AM9516) were added to the above supernatant and the mixture was kept at −80 °C overnight for RNA precipitation. After centrifuging for 15 min, the precipitation was washed with 70% EtOH and 15 μl of RNase-free H_2_O was added to resolve the RNA. The RNA was then run in 15% ten-well TBE-Urea Gel (Invitrogen, catalogue number EC6885BOX) to select RNA fragments between 20 and 40 nucleotides in size (prestained ladder (DM253S) was used for size reference). Libraries were then constructed following the procedures given in the preparation kit (NEB, catalogue number E7330S). The constructed libraries were sequenced on an Illumina NovaSeq sequencing platform in single read mode with 100 bp per read.

### Polysome profiling data processing

Sequencing data with read lengths between 29 and 35 bp were selected and mapped to the *Arabidopsis* reference genome (TAIR10) using HISAT2 aligner. After mapping, coverage at each position along the open reading frames was extracted using Ribotricer (https://github.com/smithlabcode/ribotricer), applying the recommended phase-score cut-off for *Arabidopsis* and default settings. Codon translation efficiency was defined as the reciprocal of the dwell time for each codon, calculated from the relative coverage of codons obtained from ribosome footprinting, and normalized by gene expression levels derived from RNA-seq.

### Correlation of Ψ stoichiometry with translation efficiency

Translation efficiencies were quantified at both gene (transcript) and codon level, and noted as *E*_transcript protein abundance_, *E*_transcript_ and *E*_codon_, respectively. Protein abundance aligns with gene expression level in general, but is affected by post-transcriptional regulation processes, such as RNA modification. The ratio of protein abundance to RNA abundance reflects the translation efficiency at the transcript level (*E*_transcript protein abundance_). Data for protein and RNA abundance at different tissues were downloaded from previous research^33^. In this study, intensity-based absolute quantification was used as the measure of protein levels, and transcripts per kilobase million (TPM) was used as the measure of RNA levels. We processed the data following the same approach^33^. We also calculated the translation efficiency for each gene by normalizing the ribosome-bound RNA level (with the polysome footprinting datasets) to the RNA level (*E*_transcript_). Translation efficiency can also be measured at the codon level and calculated using polysome footprinting data. Codon translation efficiency is regarded as a reciprocal of the dwell time of each codon, and was calculated using the relative coverage of codon from ribosome footprinting and normalized by gene expression level from RNA-seq.

### Identification of orthologous genes among four plant species

All Ensembl orthologous gene pairs were downloaded from the Plant Homologues database, using all annotated genes in the *Arabidopsis* TAIR10 database as a reference (*N* = 32,833). Specifically, 19,368 genes in maize, 15,039 genes in rice and 33,335 genes in soybean were identified as one-to-one or one-to-many orthologues, resulting in 37,294, 29,246 and 52,511 orthologous gene pairs, respectively. All orthologous genes were aligned to identify homologous sites using the Smith–Waterman algorithm. Site pairs can be categorized into four classes: Class 1, non-homologous sites (sites that do not show homologous sites in another species); Class 2, non-conserved homologous sites (sites that show homologous sites in another species, but not both sites are U); Class 3, one-to-one conserved sites (sites that have homologous sites in another species, with U conserved in both species); and Class 4, one-to-many conserved sites (sites that show multiple homologous U sites in another species). Classes 3 and 4 are defined as conserved sites, whereas classes 1 and 2 are defined as non-conserved sites.

### GO analysis

Functional GO enrichment analysis was performed using a web-based toolkit for the agricultural community agriGO v.2.038 (http://systemsbiology.cau.edu.cn/agriGOv2/). GO terms with a false discovery rate <0.05 were considered significantly enriched.

### Statistics and reproducibility

All experiments were repeated independently at least twice and showed similar results. GraphPad Prism v.9 and R studio were used for the figure plotting.

## Extended Data

**Extended Data Fig. 1 |:**
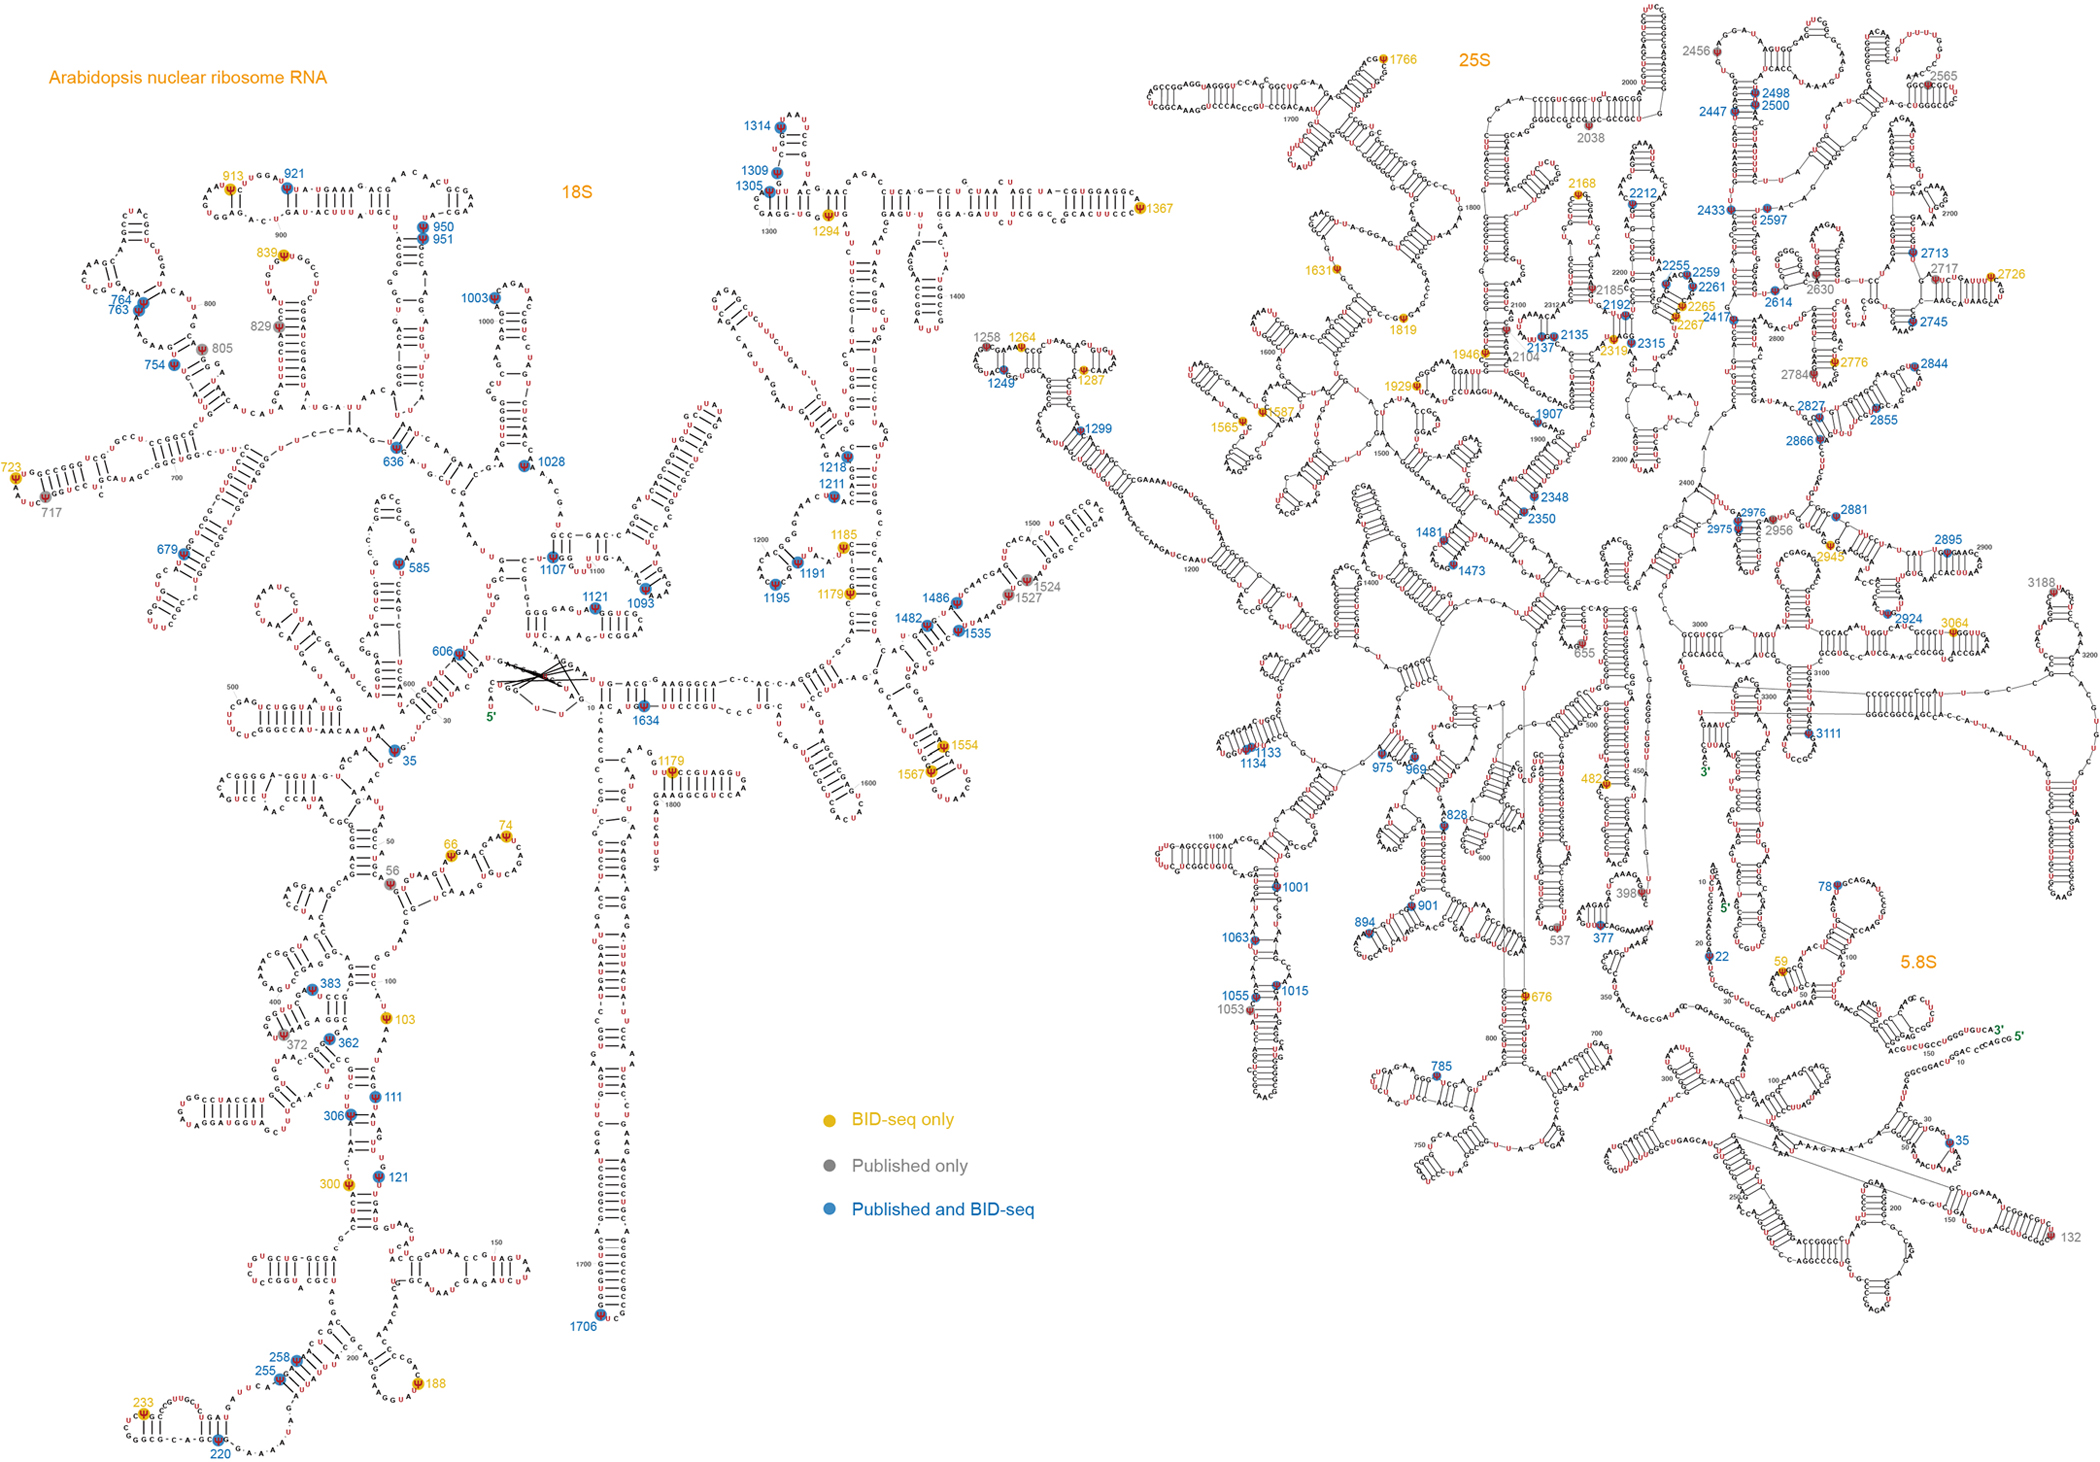
The rRNA Ψ sites in the rRNAs of nuclear 18S, nuclear 5.8S and nuclear 25S identified in *Arabidopsis* using BID-seq. The Ψ sites were accurately marked and compared with previously published sites. Yellow color marks the Ψ sites identified by BID-seq only; Grey color marks the Ψ sites only previously published, but not identified in this study; Blue color marks the Ψ sites that not only identified in this study but reported previously.

**Extended Data Fig. 2 |:**
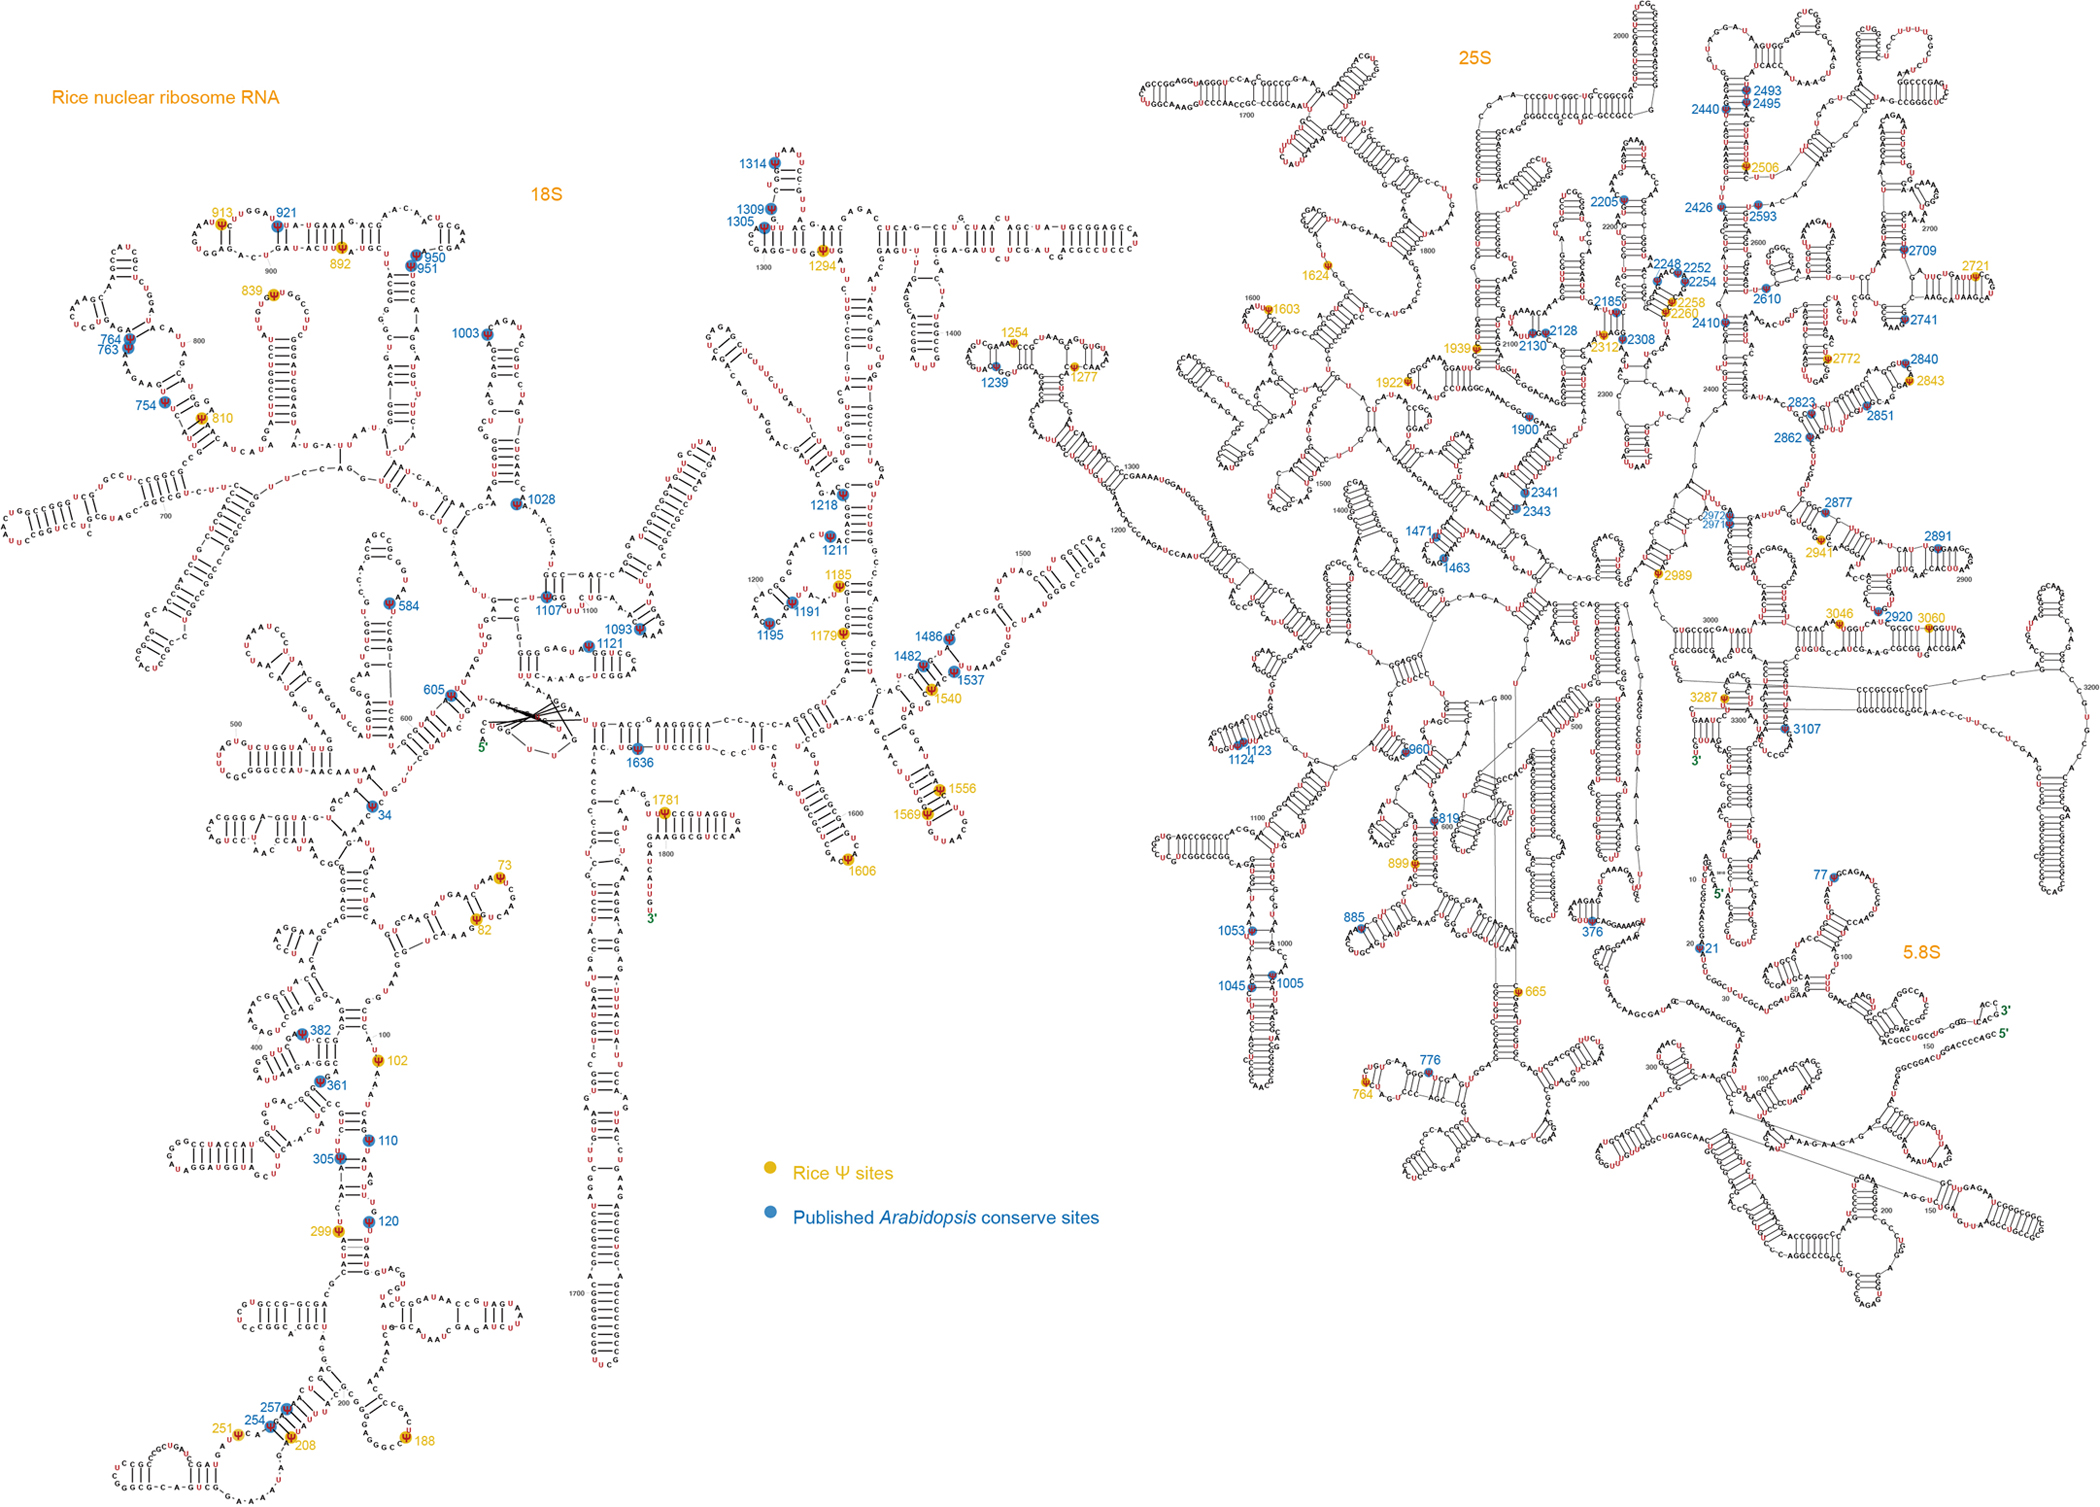
The conserved Ψ sites in the rRNAs of nuclear 18S, nuclear 5.8S and nuclear 25S in rice and *Arabidopsis.* The Ψ sites were accurately marked and compared with previously published sites. Yellow color marks the Ψ sites only in rice. Blue color marks the Ψ sites conserved in both rice and *Arabidopsis*.

**Extended Data Fig. 3 |:**
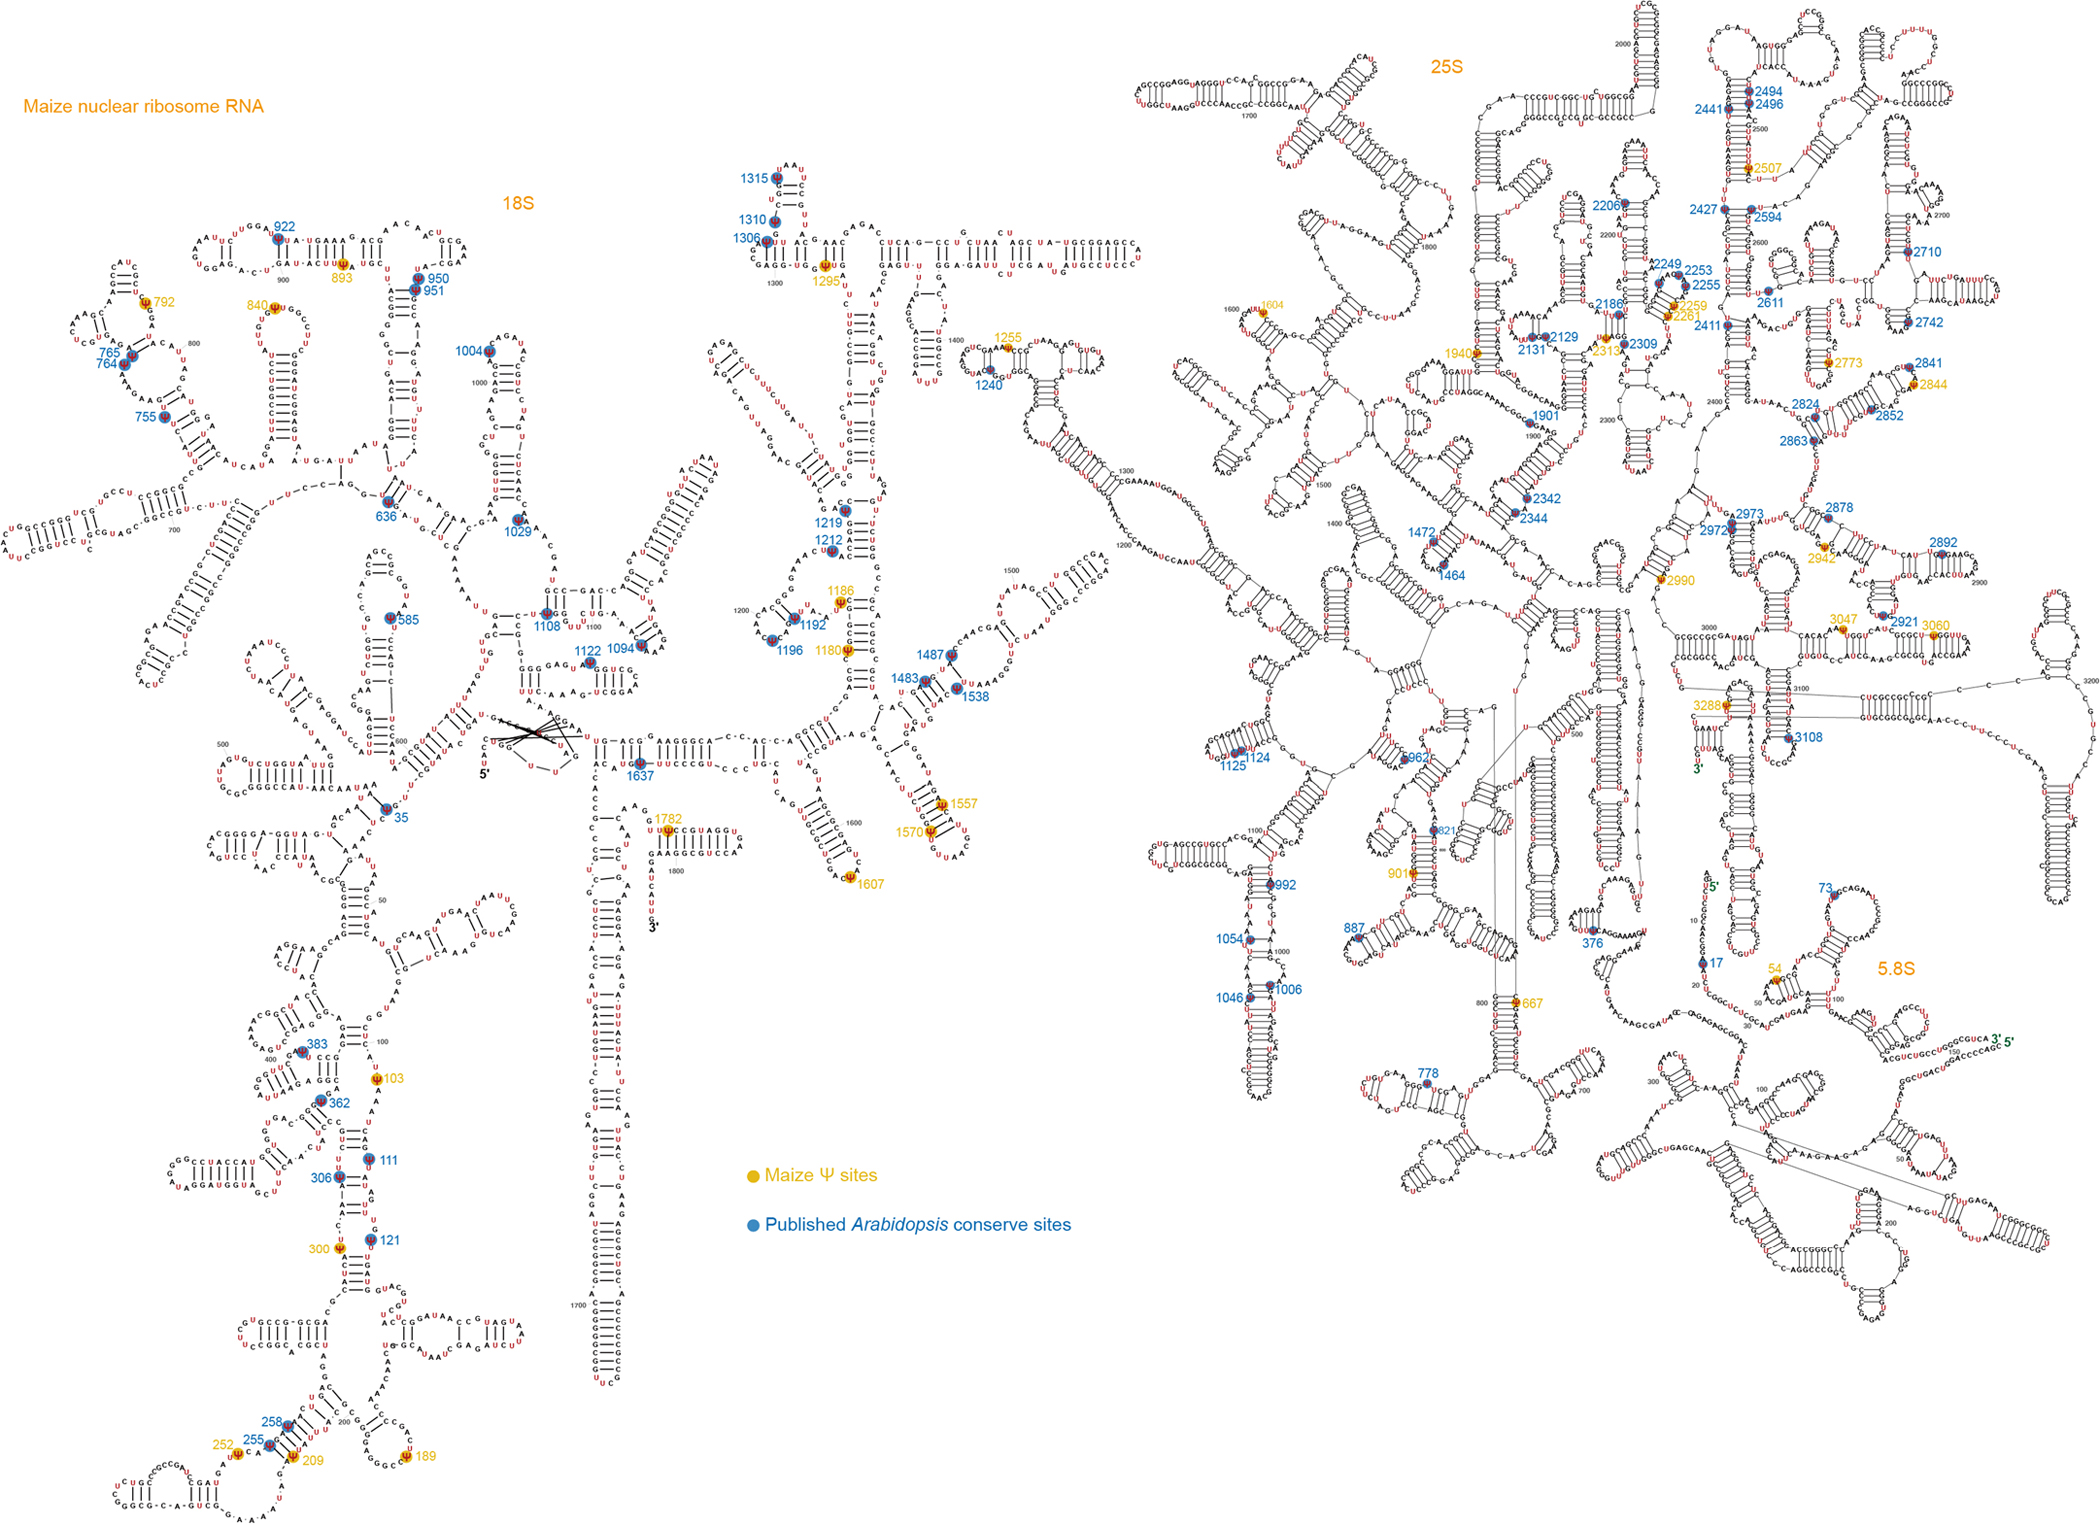
The conserved Ψ sites in the rRNA of nuclear 18S, nuclear 5.8S and nuclear 25S in maize and *Arabidopsis.* The Ψ sites were accurately marked and compared with previously published sites. Yellow color marks the Ψ sites only in maize. Blue color marks the Ψ sites conserved in both maize and *Arabidopsis*.

**Extended Data Fig. 4 |:**
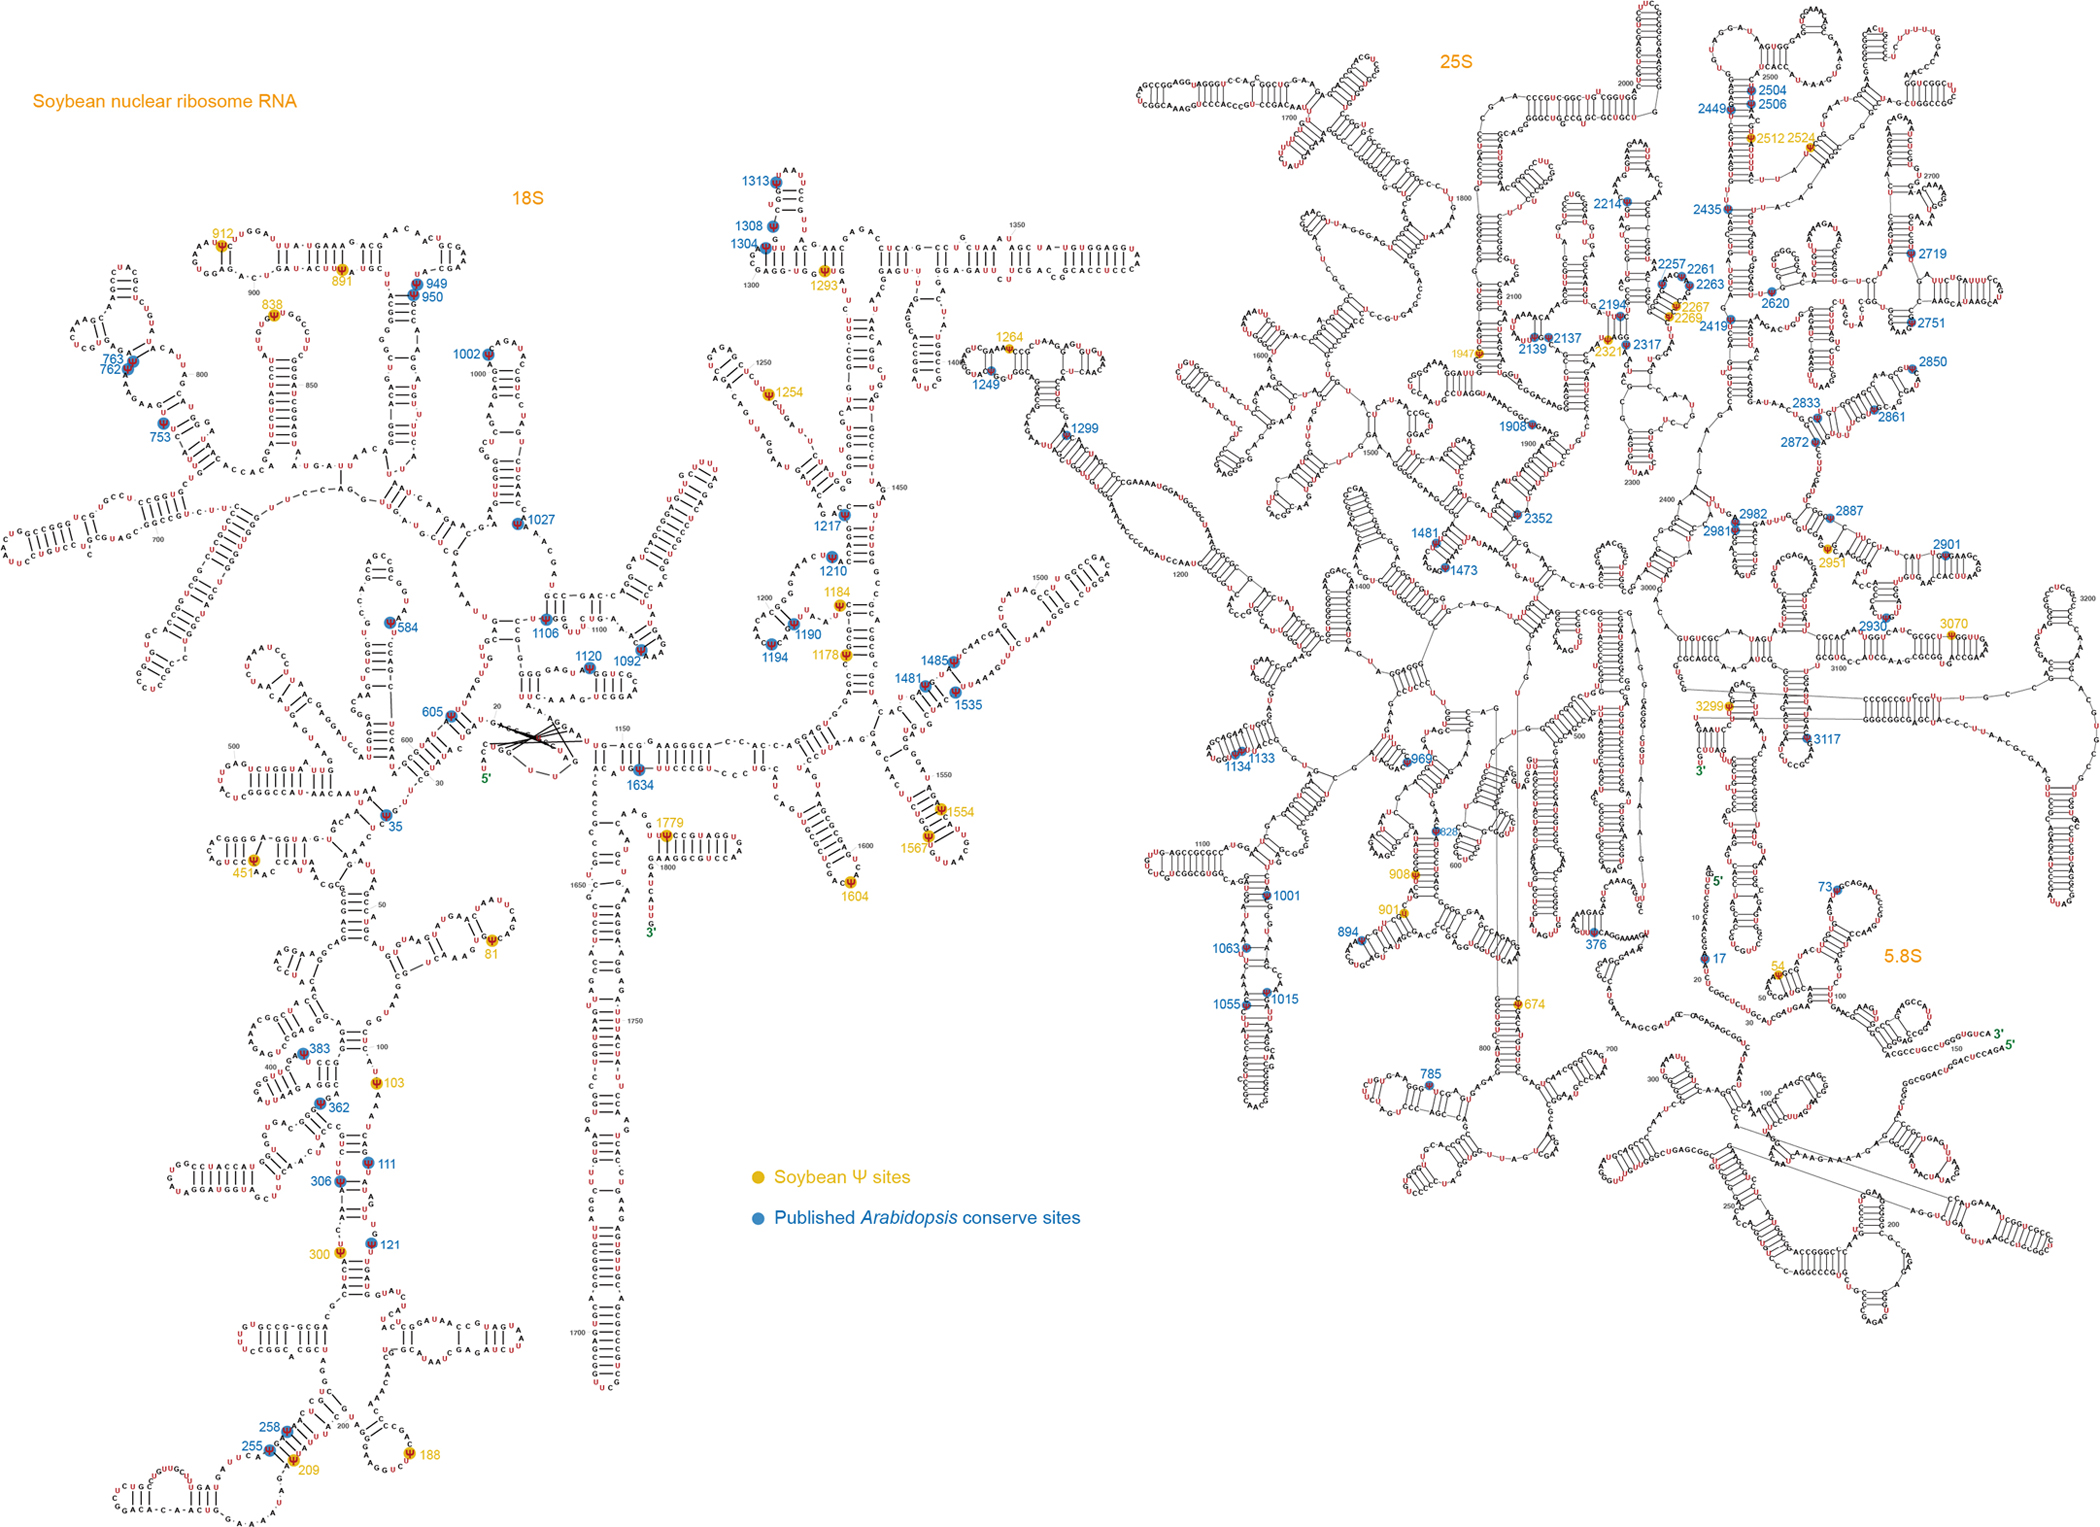
The conserved Ψ sites in the rRNAs of nuclear 18S, nuclear 5.8S and nuclear 25S in soybean and *Arabidopsis.* The Ψ sites were accurately marked and compared with previously published sites. Yellow color marks the Ψ sites only in soybean. Blue color marks the Ψ sites conserved in both soybean and *Arabidopsis*.

**Extended Data Fig. 5 |:**
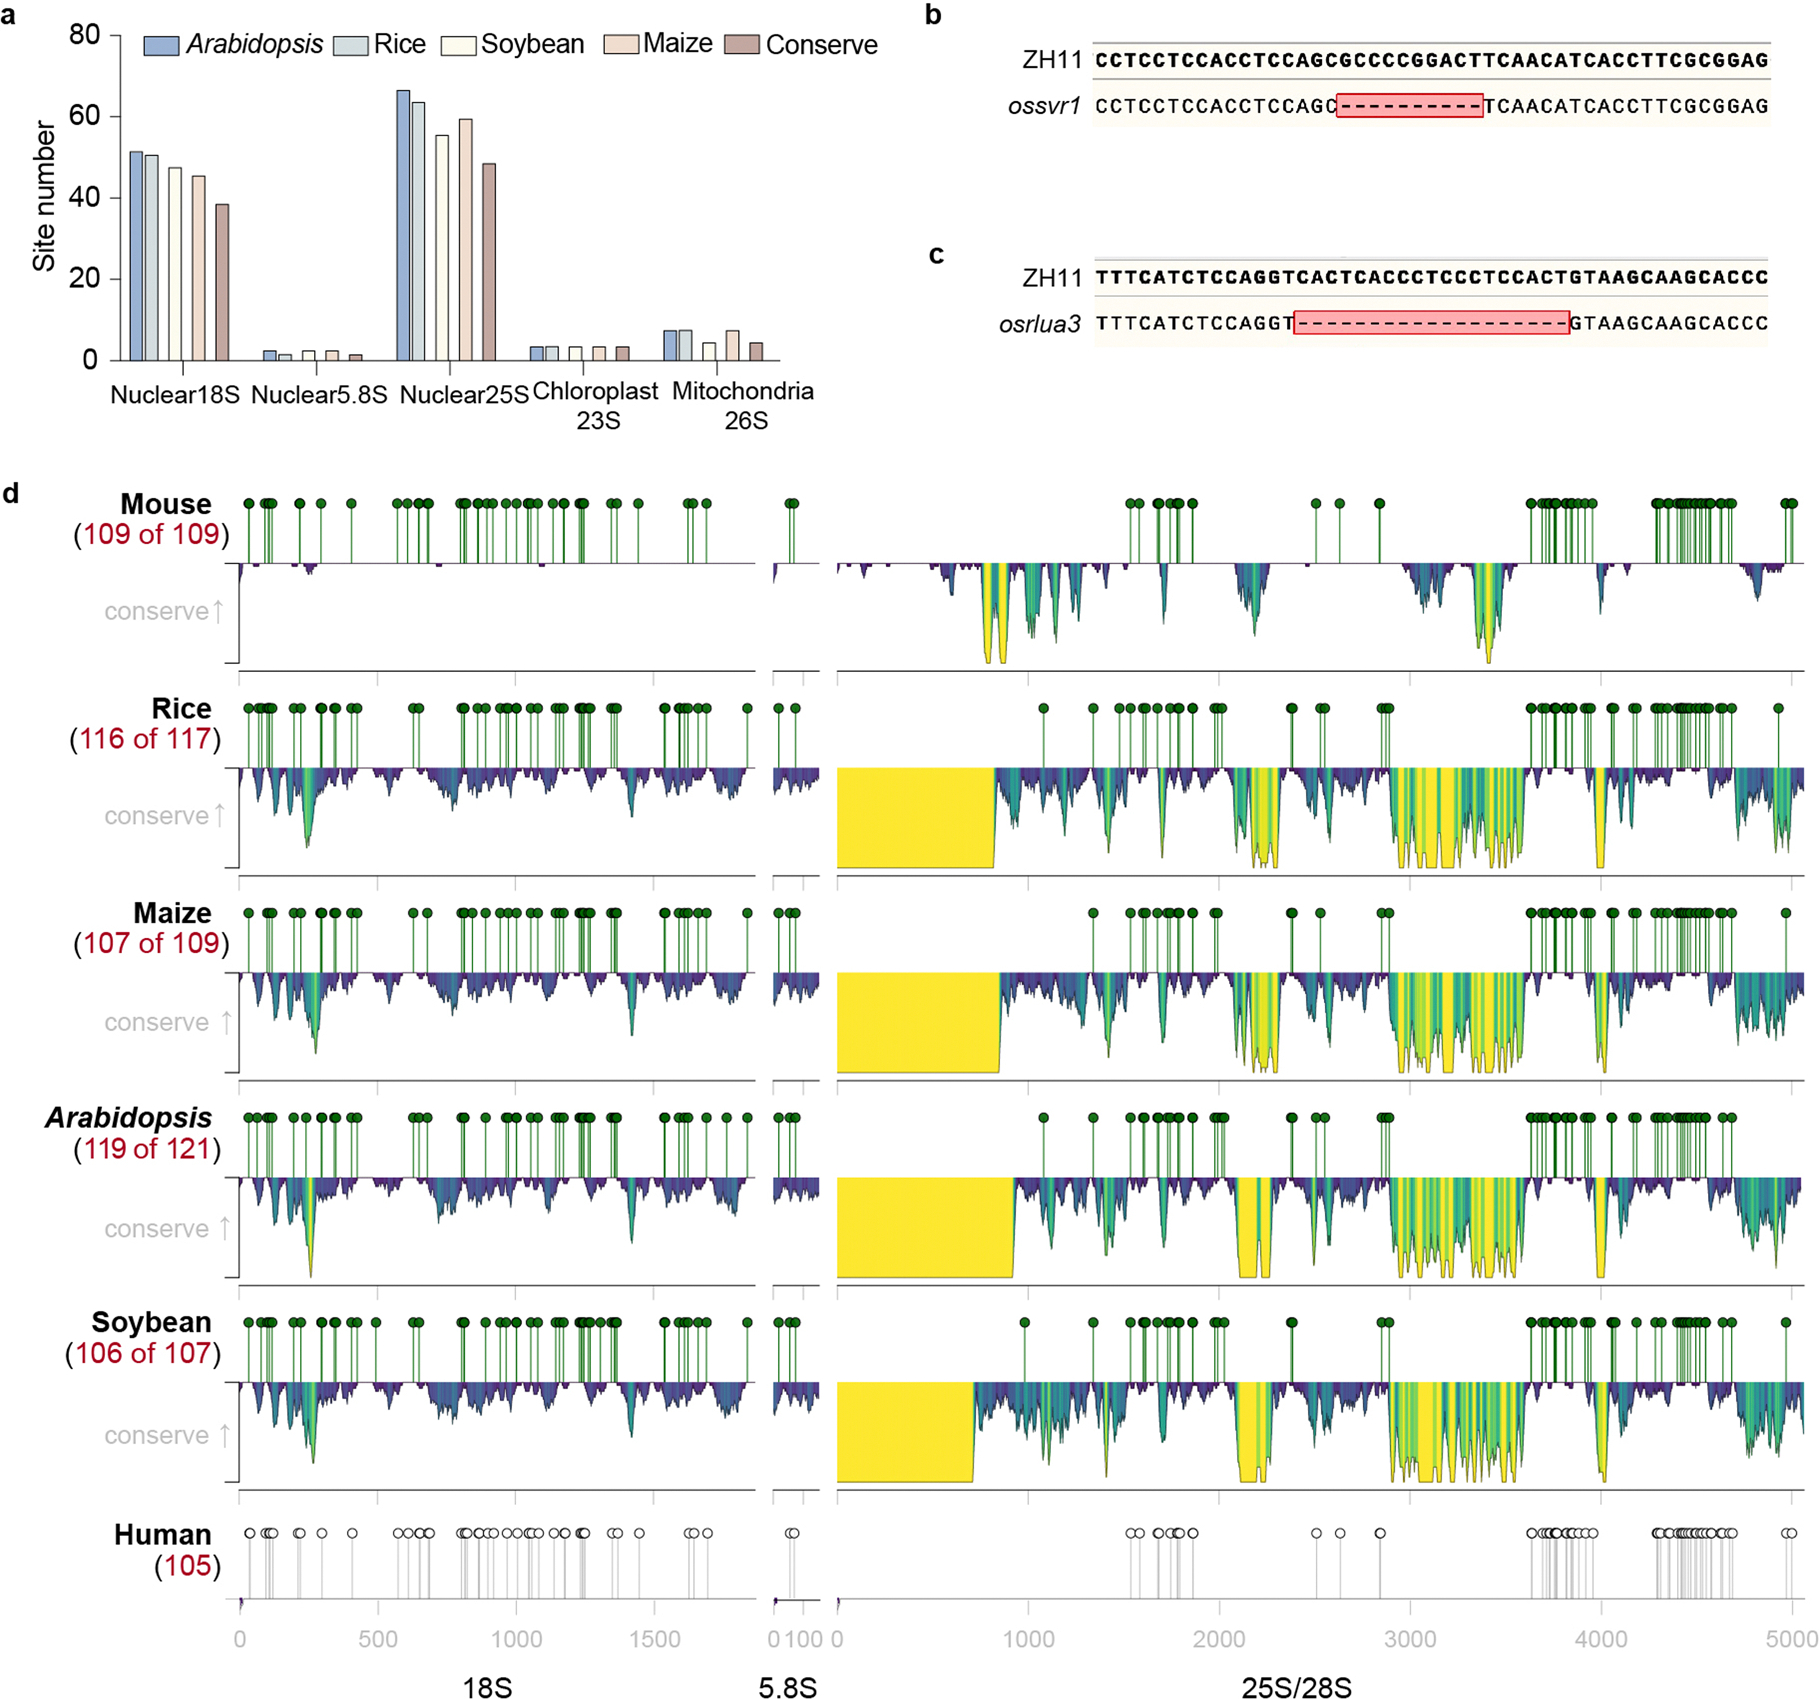
rRNA sequence conservation and rRNA Ψ sites among plant species and mammals. **a**, The number of total- and conserved Ψ sites in rRNAs of nuclear 18S, nuclear 5.8S, nuclear 25S, chloroplast 23S, and mitochondria 26S identified in the four plants. **b**, **c**, The mutation types of the *ossvr1* and *osrlua3* mutant lines, in the background of ZH11 using CRISPR-Cas9. **d**, Diagram comparing the rRNA sequence conservation and Ψ sites for nuclear encoded 18S, 5.8S and 25S/28S rRNAs in four plant species as well as mouse and human. The yellow to purple colors represent the rRNA sequence conservation scores ranging from low to high. Each spot represents a rRNA Ψ site in different species. The Ψ site numbers are labeled along with the species names. Number in red color stands for the number of Ψ sites aligned to human rRNA among the total number of nuclear encoded rRNA Ψ sites identified in corresponding species. A total of 105 Ψ sites are identified in nuclear encoded rRNA in human. The BID-seq datasets of mouse and human were downloaded from the Gene Expression Omnibus database under the accession number of GSE238245 and GSE179798 respectively.

**Extended Data Fig. 6 |:**
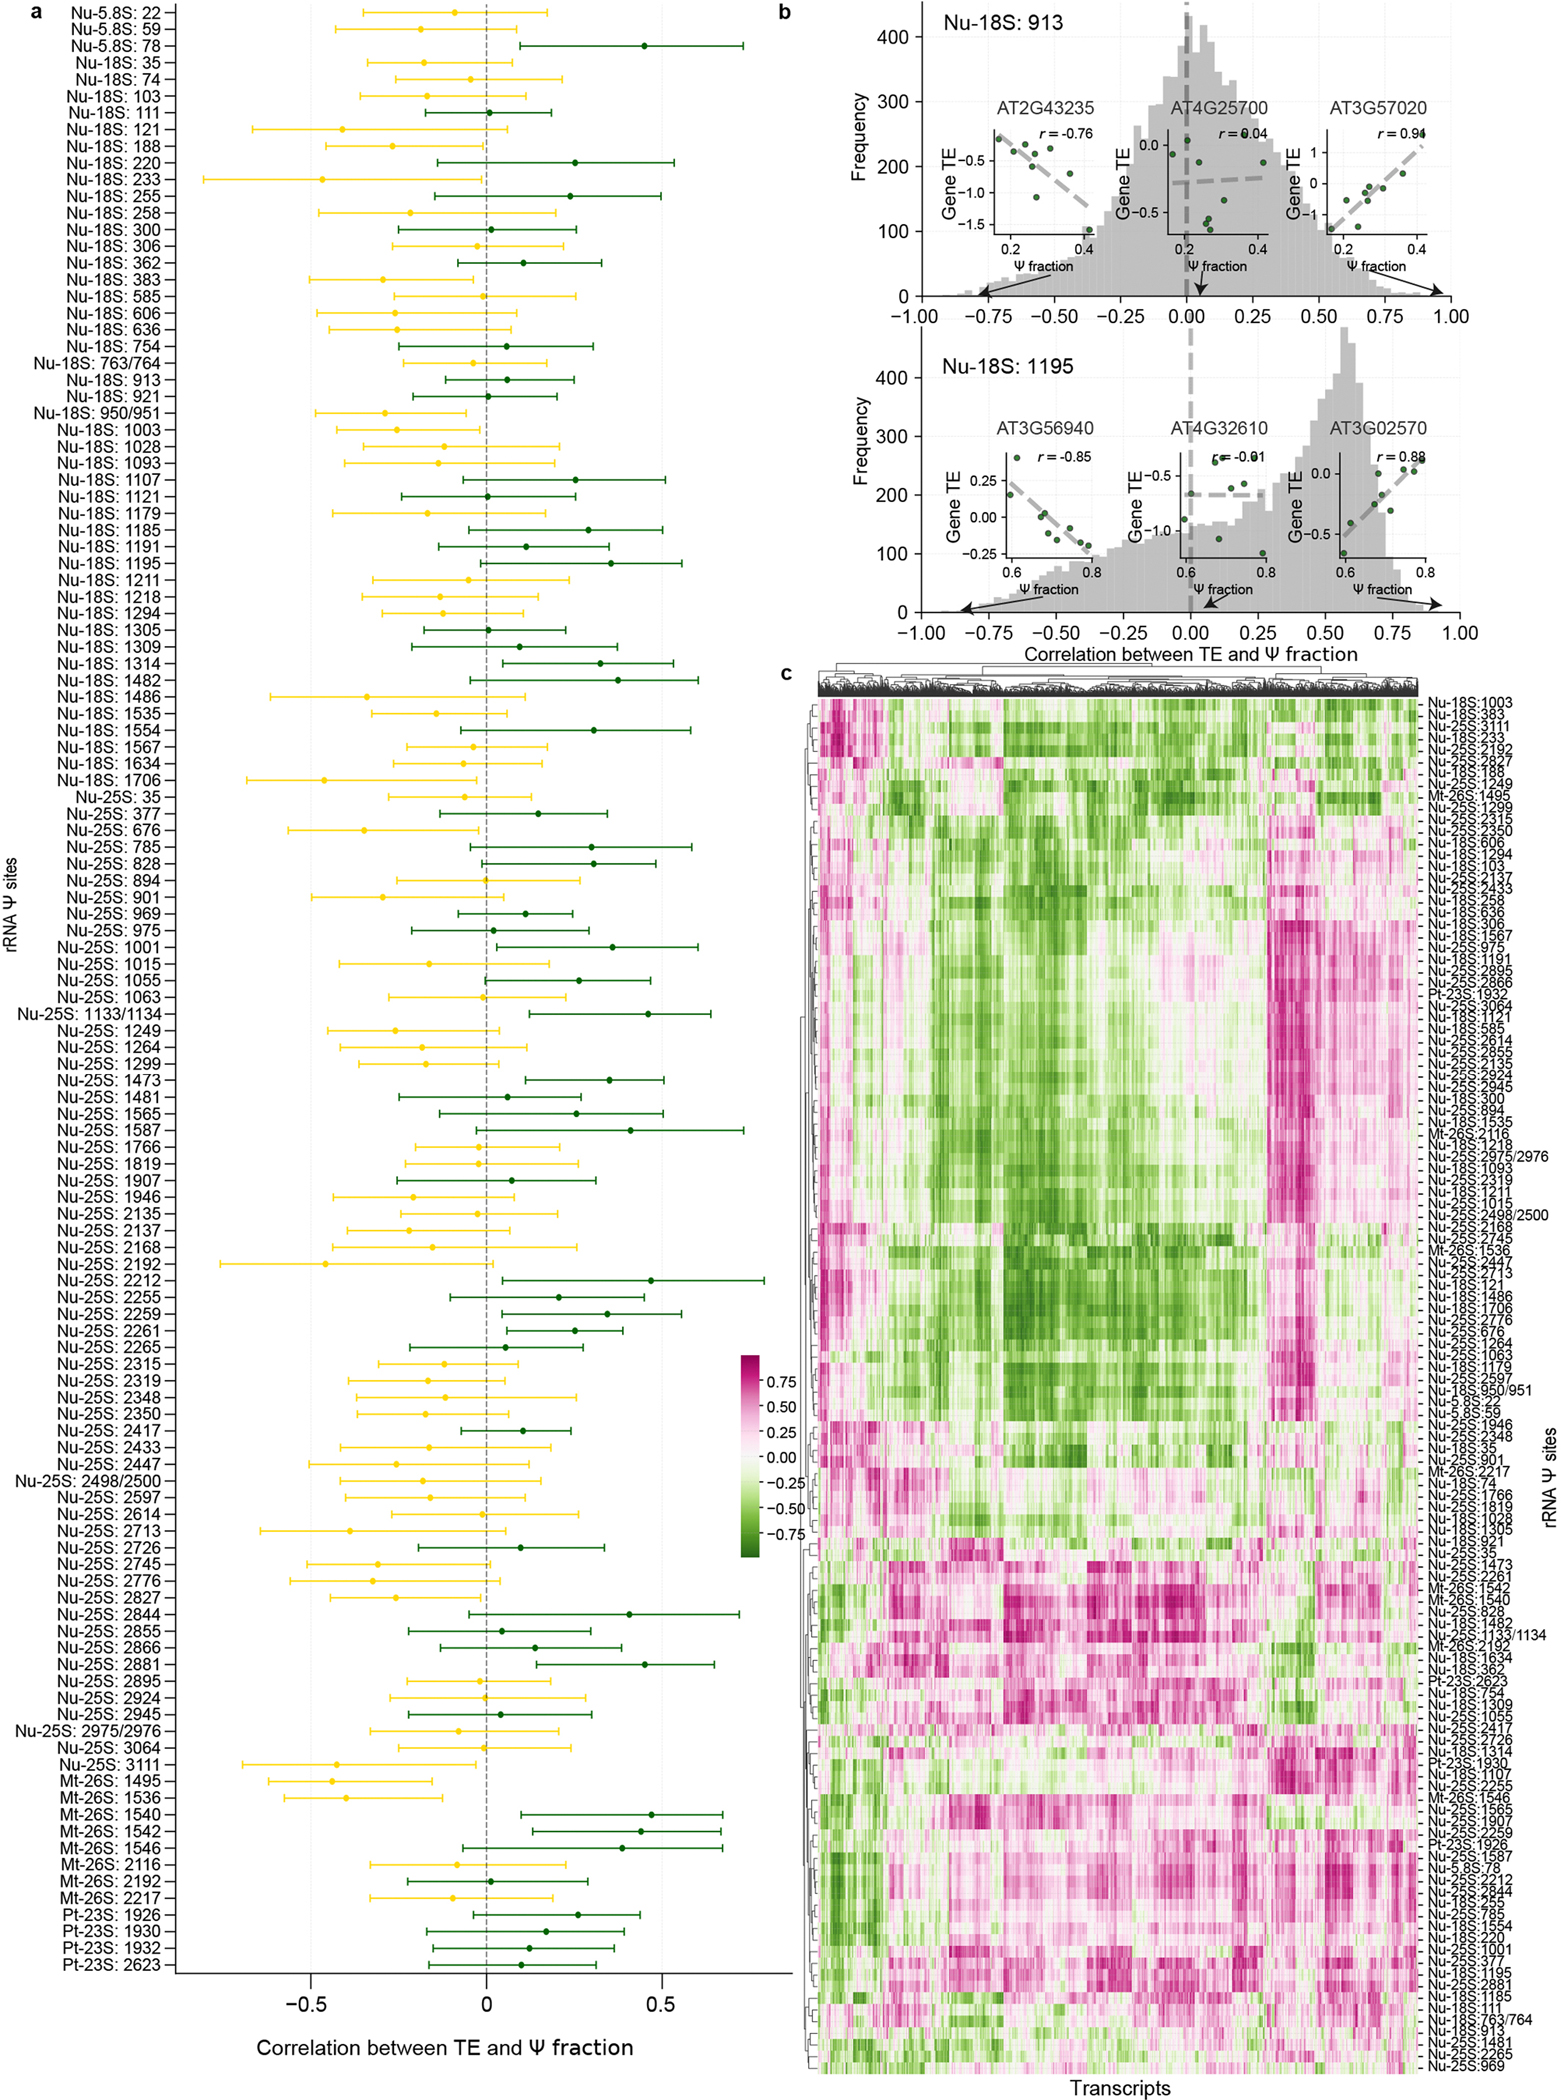
Correlation analysis of Ψ level with translation efficiency of genes across multiple tissues in *Arabidopsis.* **a**, Correlation analysis between Ψ level on each rRNA site and 977 transcripts’ translation efficiency at transcript level (E_transcript_). The median correlation value was shown by the yellow or the blue dot. The error bars represent the interquartile range (IQR). E_transcript_ were calculated by normaling ribosome-bound RNA (with polysome footprinting data) to the whole-cell mRNA level. **b**, Examples of Ψ sites on Nu-18S: 913 and Nu-18S: 1195 that calculated with the correlations between Ψ levels and translation efficiency (E_transcript_) among nine *Arabidopsis* tissues are shown. E_transcript_ were calculated by normaling ribosome-bound RNA (with polysome footprinting data) to the whole-cell mRNA level. Examples of correlations regarding to specific genes were also showed in **b**. Nu-18S: 913 belongs to the initiation region, and Nu-18S: 1195 belongs to the decoding region. **c**, Heatmap showing all the correlation value between the Ψ level of each rRNA site and the translation efficiency (E_transcript_) of each transcript. The correlation matrix was clustered by the similarities score among Ψ sites and 977 transcripts.

**Extended Data Fig. 7 |:**
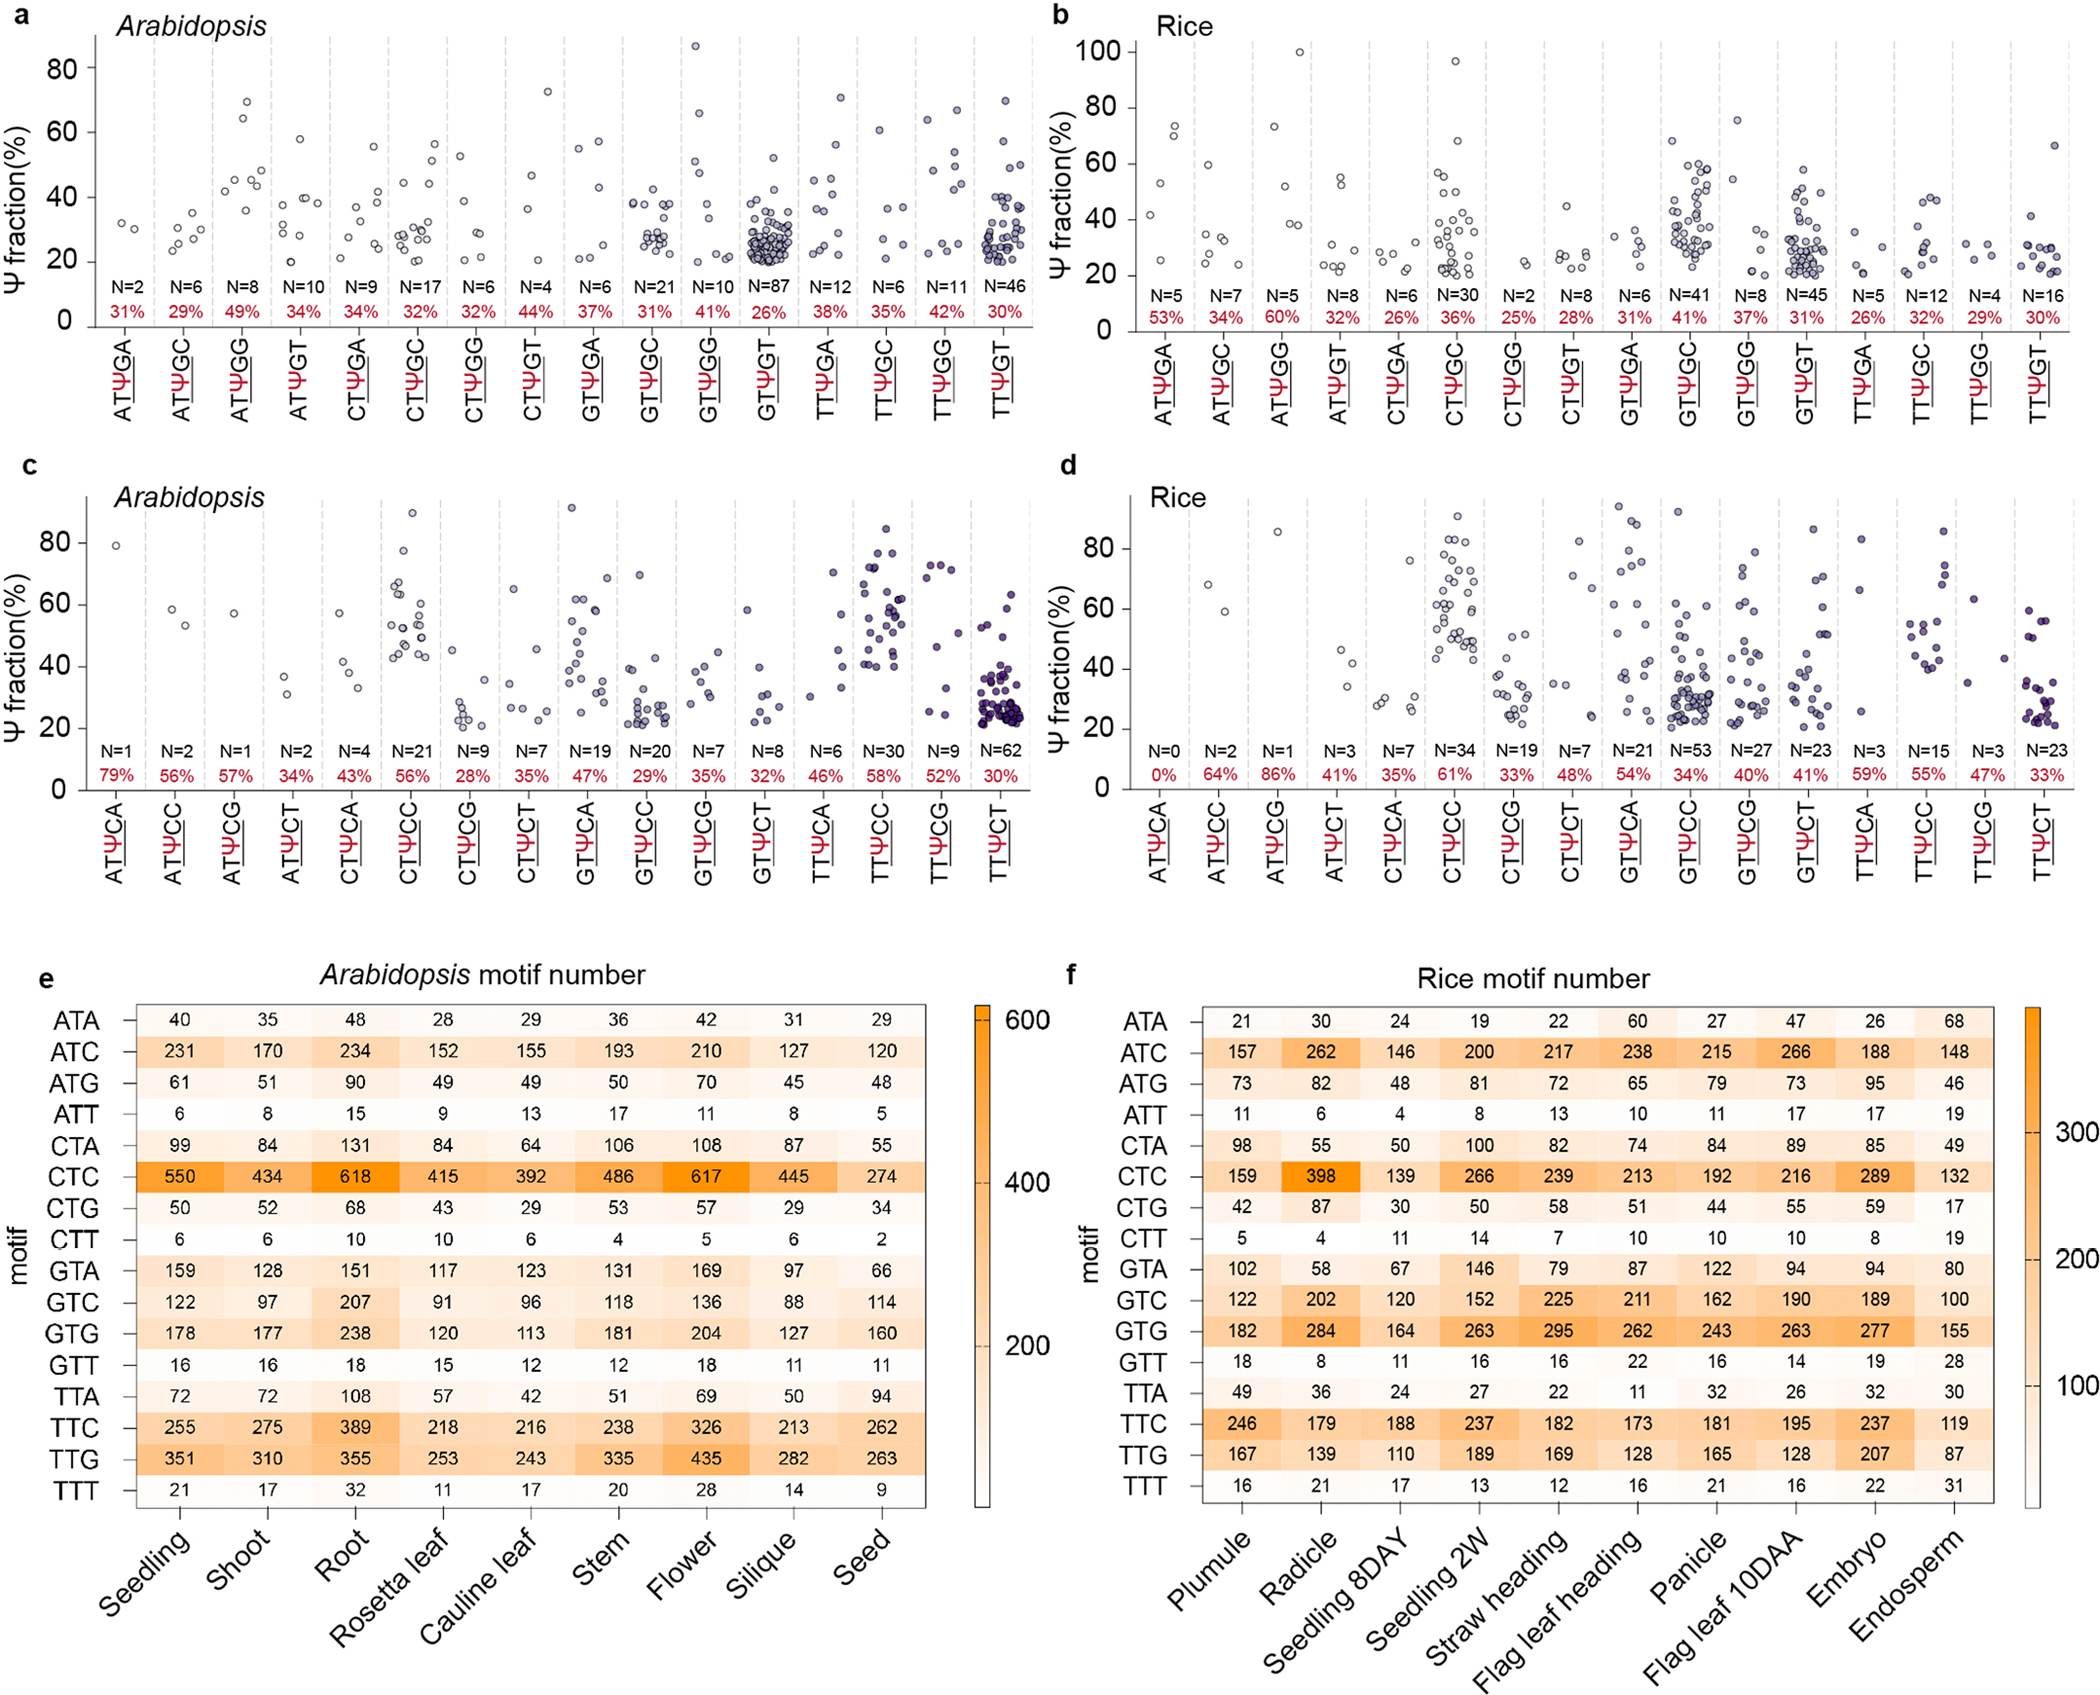
Ψ modification motifs in *Arabidopsis* and rice. **a**, **b**, All potential T**Ψ**G motif sequences with a sliding window of 1nt in *Arabidopsis* (**a**) and rice (**b**). Motifs with fractions over 20% were selected to plot the figure and the number of each motif (N) is shown. **c**, **d**, All potential T**Ψ**C motif sequences with a sliding window of 1nt in *Arabidopsis* (**c**) and rice (**d**). All the detected Ψ sites within tissues were combined to calculate the motifs. Motifs with fractions over 20% were selected to plot the figure and the number of each motif (N) is showed. The sliding window of 1 nt means 1 nucleotide upstream and 1 nucleotide downstream of the given motif. Combining with the motif length of 3 nt, the window size is 5 nt. **e**, **f**, Heatmap showing motif types and numbers of Ψ modifications in each tissue of *Arabidopsis* (**e**) and rice (**f**). All the detected Ψ sites within tissues were combined to calculate the motifs. 8DAY represents 8 days and 2 W represents 2 weeks. 10DAA represents 10 days after anthesis.

**Extended Data Fig. 8 |:**
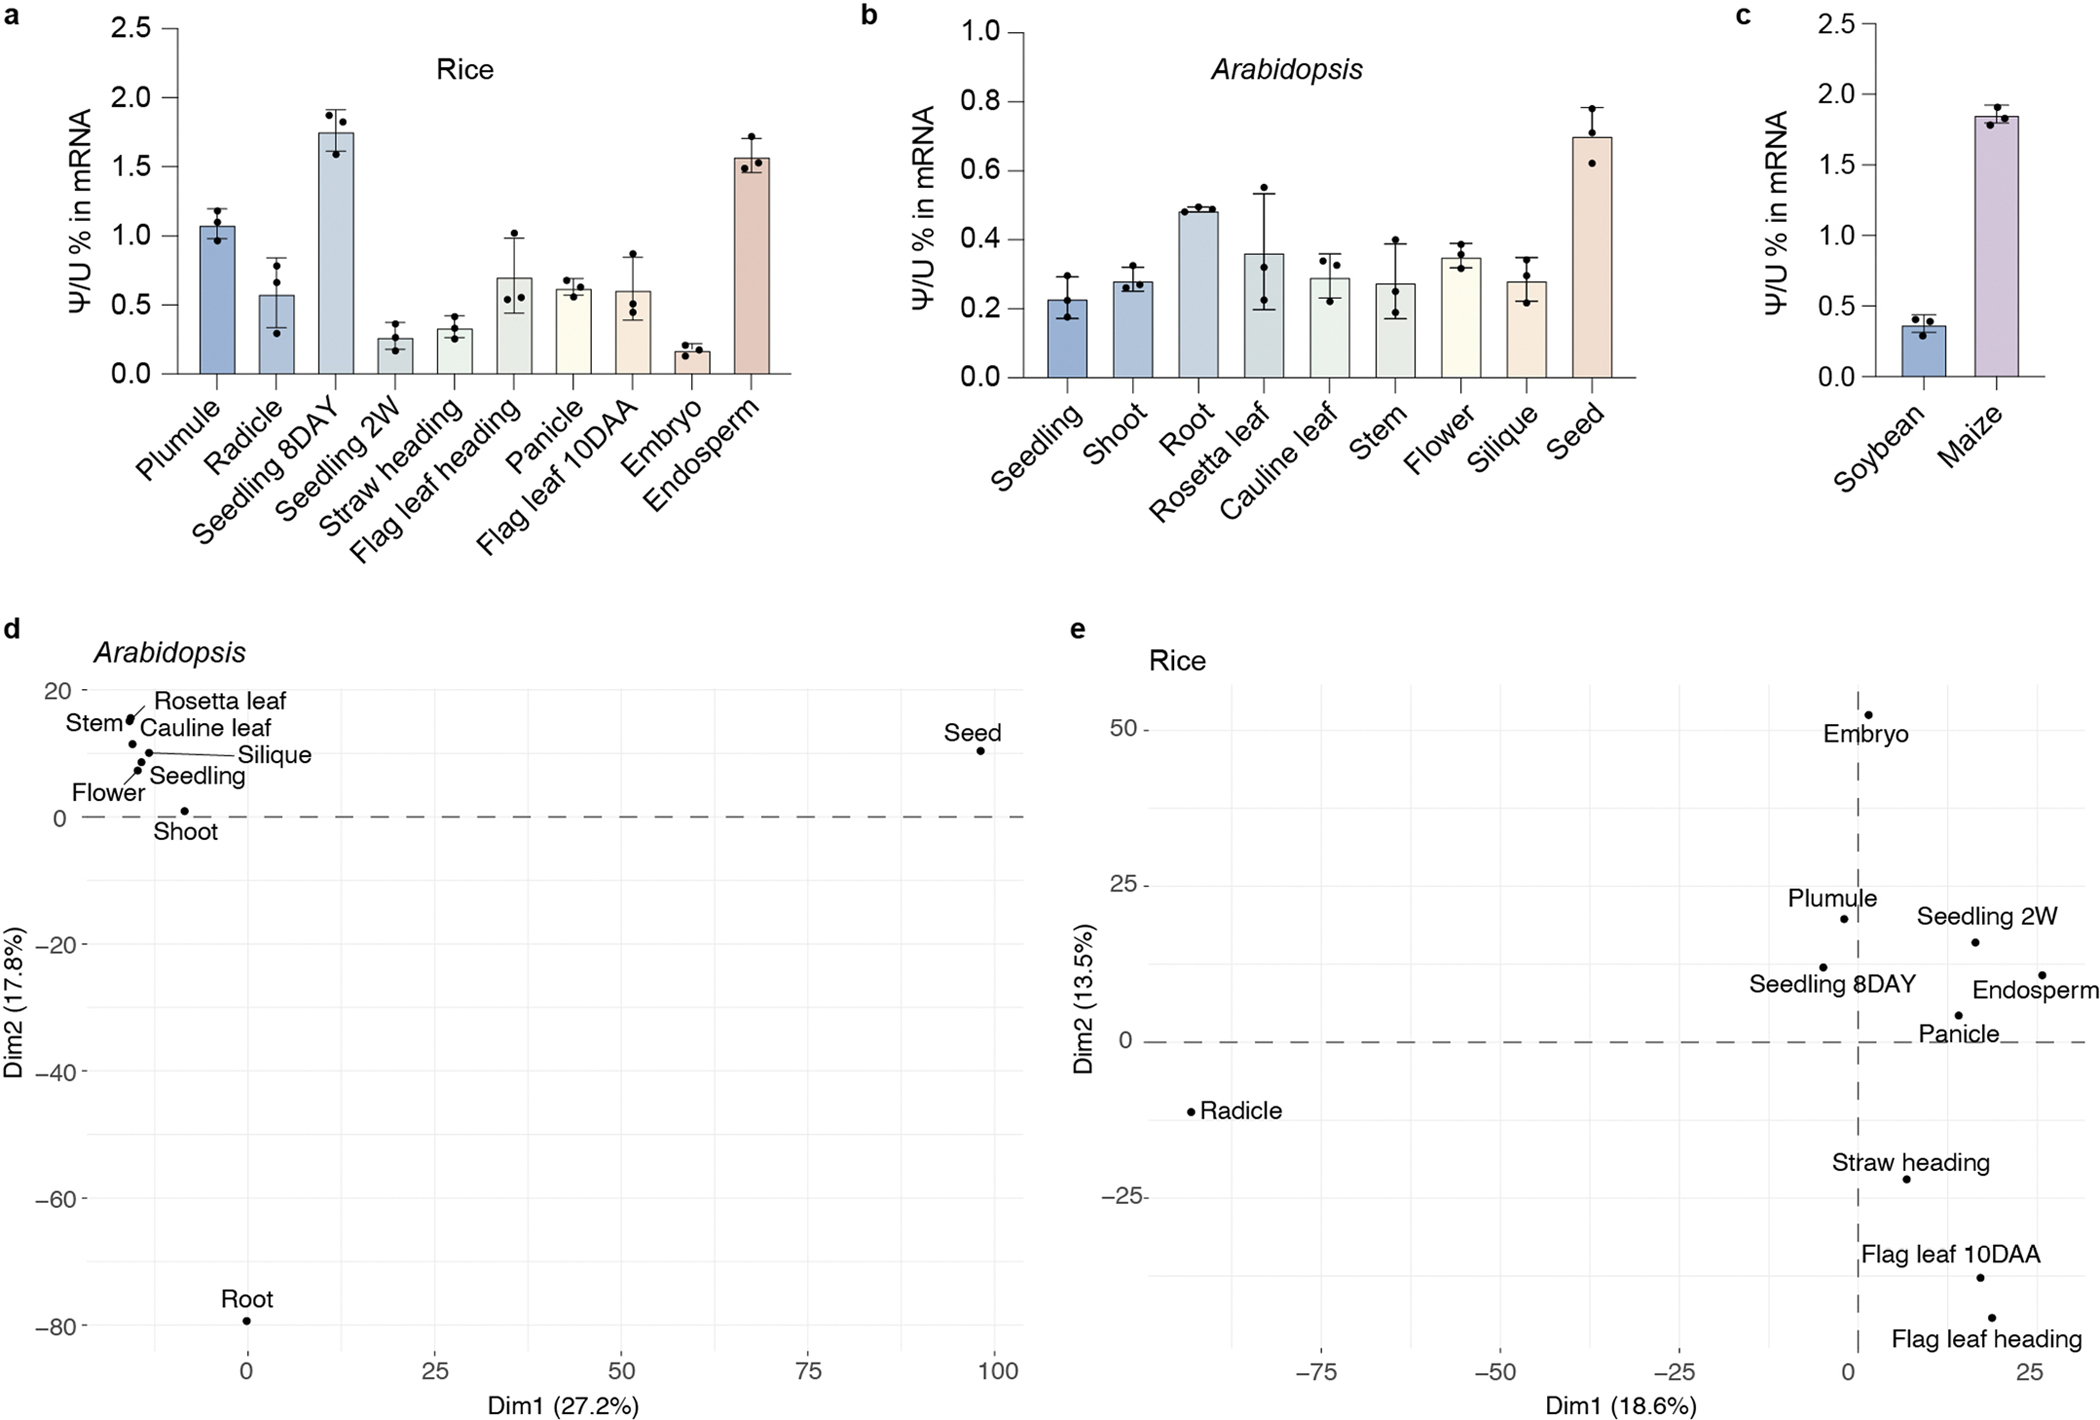
Overview of the quality of BID-seq data. **a**–**c**, mRNA Ψ levels in the harvested samples were quantified using LC-MS/MS for rice (**a**), *Arabidopsis* (**b**), maize and soybean (**c**). Three biological replicates were used. Data are means ± SD, *n* = 3. **d**, **e**, Principal component analysis (PCA) of Ψ fractions in *Arabidopsis* (**d**) and in rice (**e**) across different tissues. 8DAY represents 8 days and 2 W represents 2 weeks. 10DAA represents 10 days after anthesis.

**Extended Data Fig. 9 |:**
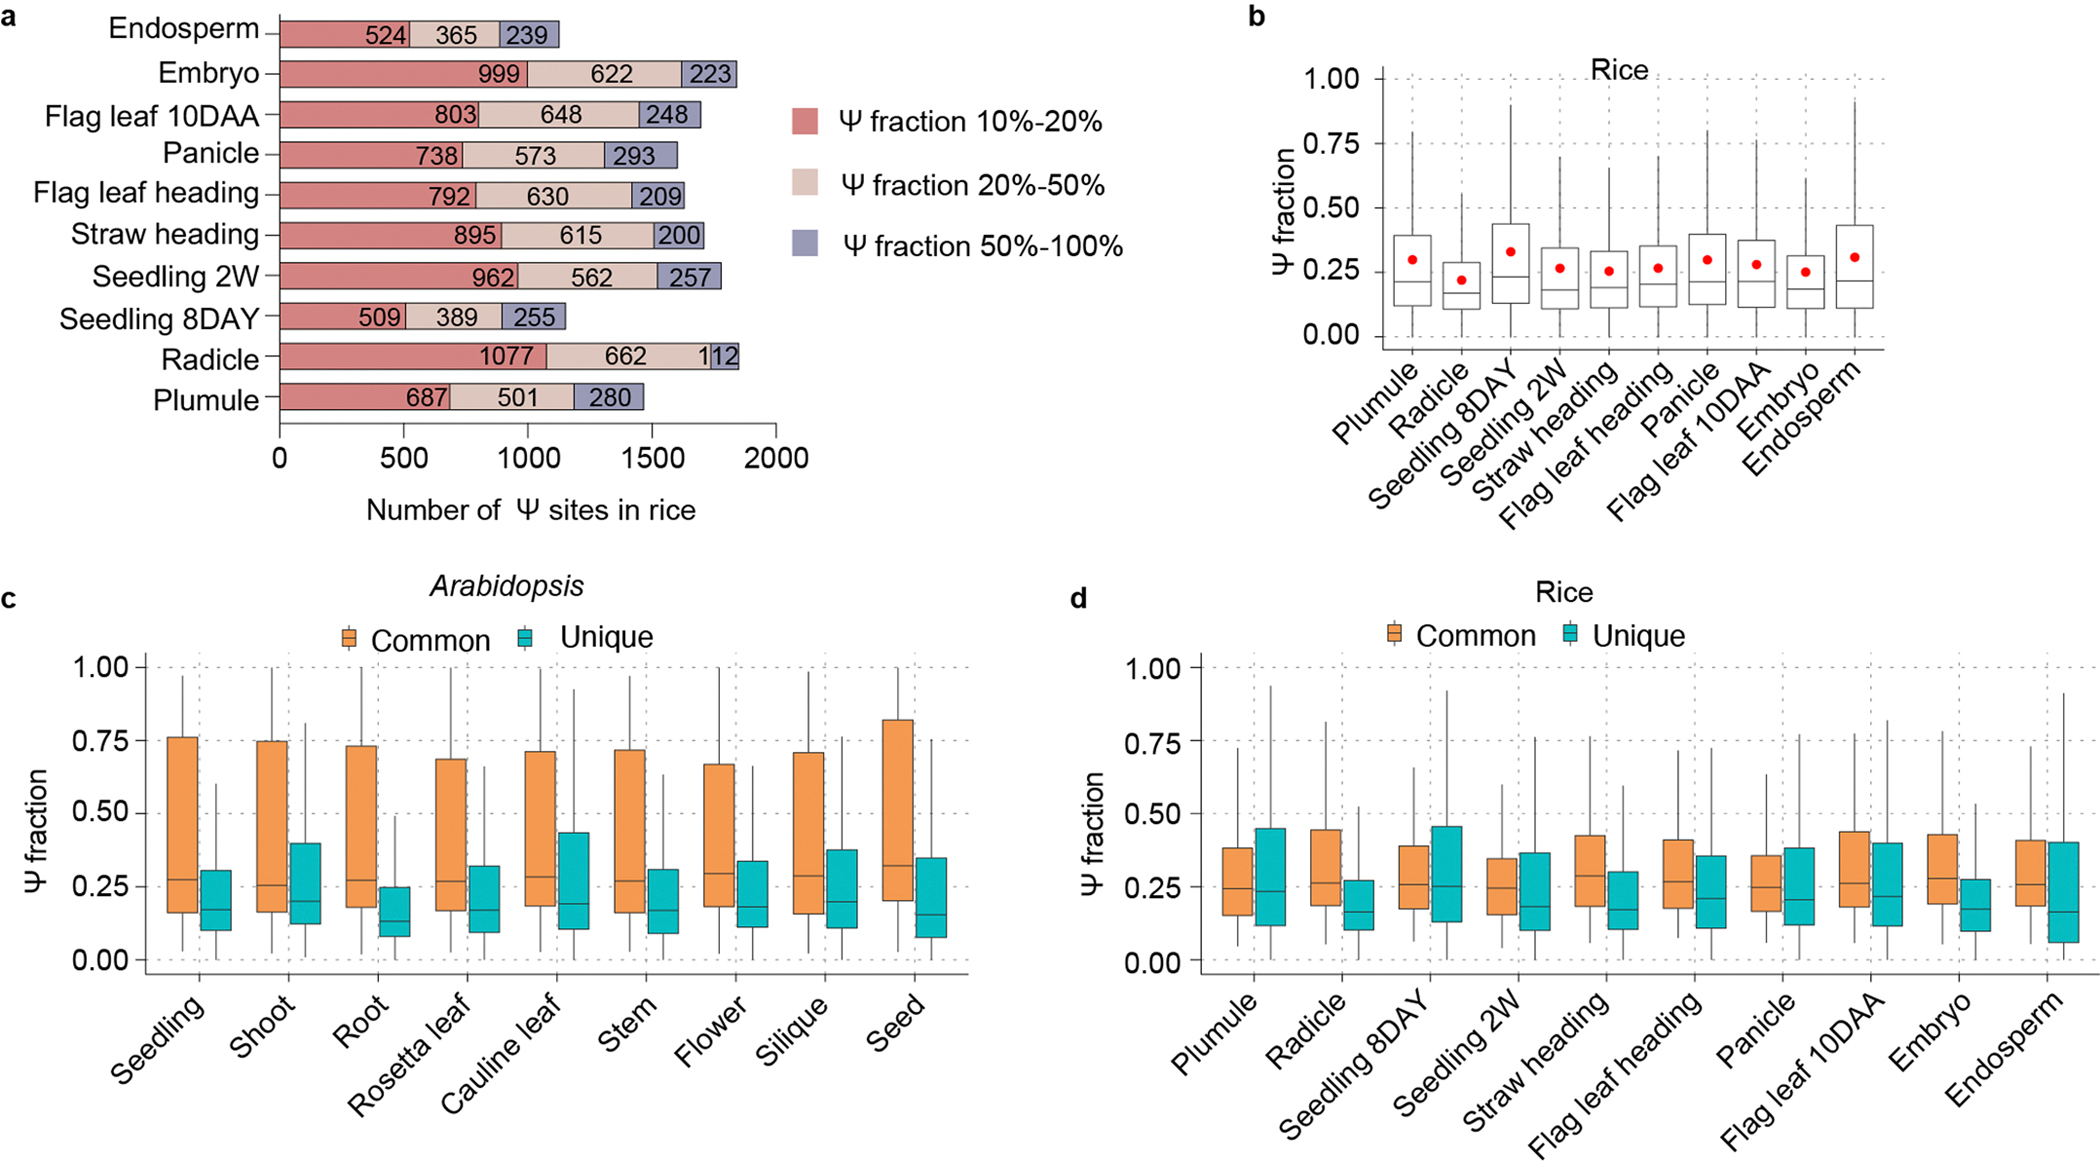
mRNA Ψ modification in various tissues of *Arabidopsis* and rice. **a**, BID-seq revealed a large number of mRNA Ψ sites in ten rice tissues. **b**, Diverse average Ψ fractions on mRNA across different tissues in rice, including plumule (*n* = 1,468), radicle (*n* = 1,851), seedling 8DAY (*n* = 1,153), seedling 2 W (*n* = 1,781), straw heading (*n* = 1,710), flag leaf heading (*n* = 1,631), panicle (*n* = 1,604), flag leaf 10DAA (*n* = 1,699), embryo (*n* = 1,844), and endosperm (*n* = 1,128) shown in boxplot. The red dots mark the mean, the lines show the median, the boxes represent the interquartile range (IQR), and the whiskers extend to 1.5× of the IQR. **c**, Boxplot showing fractions of tissue common (*n* = 123) and unique mRNA Ψ sites in *Arabidopsis*, including seedling (*n* = 478), shoot (*n* = 400), root (*n* = 1,160), rossta leaf (*n* = 385), cauline leaf (*n* = 315), stem (*n* = 416), flower (*n* = 706), silique (*n* = 370), and seed (*n* = 712). **d**, Boxplot showing fractions of tissue common (*n* = 55) and unique mRNA Ψ sites in rice, including plumule (*n* = 399), radicle (*n* = 1,042), seedling 8DAY (*n* = 200), seedling 2 W (*n* = 552), straw heading (*n* = 408), flag leaf heading (*n* = 509), panicle (*n* = 440), flag leaf 10DAA (*n* = 482), embryo (*n* = 728), and endosperm (*n* = 401). The lines show the median, the boxes represent the interquartile range (IQR), and the whiskers extend to 1.5× of the IQR. 8DAY represents 8 days and 2 W represents 2 weeks. 10DAA represents 10 days after anthesis.

## Supplementary Material

Supplementary Tables

Source Data

**Supplementary information** The online version contains supplementary material available at https://doi.org/10.1038/s41477-024-01894-7.

## Figures and Tables

**Fig. 1 |:**
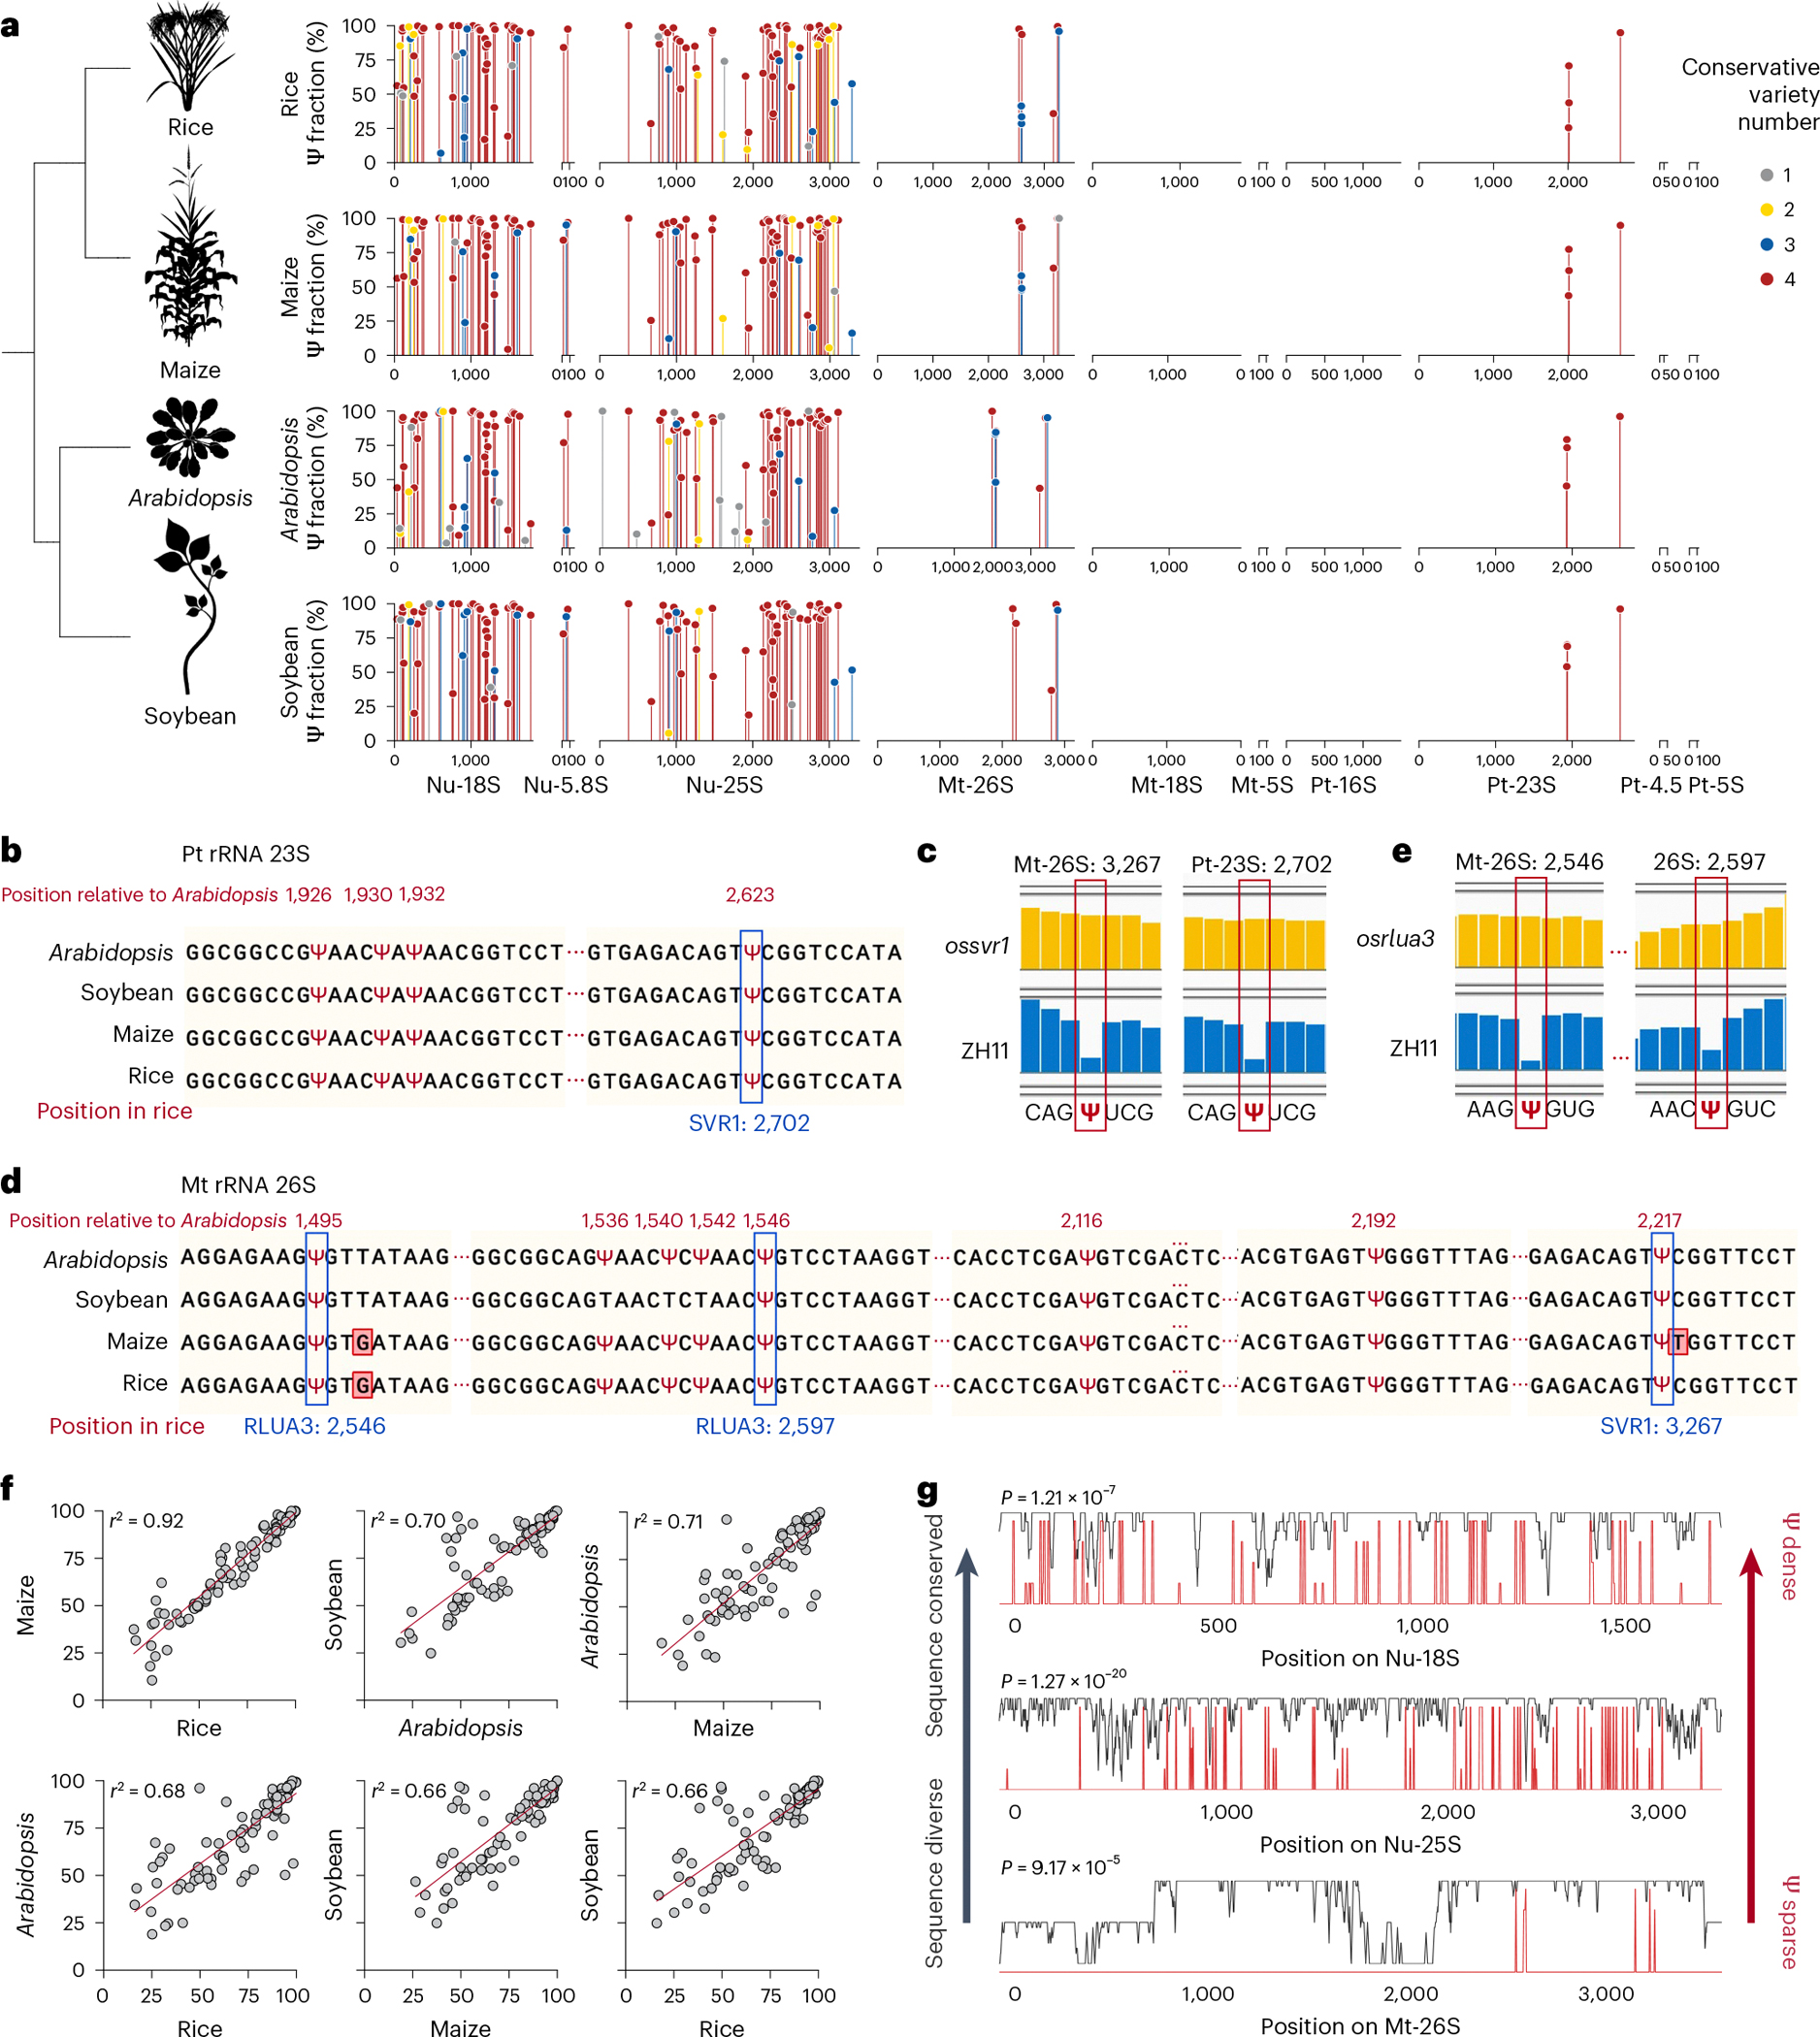
BID-seq reveals evolutionarily conserved pseudouridylation in rRNA across monocots and dicots. **a**, Exact positions and stoichiometry of Ψ sites in all rRNA genes across multiple plant species. Sites identified on nuclear-encoded rRNAs (Nu-18S, Nu-5.8S, Nu-25S), mitochondria-encoded rRNAs (Mt-26S, Mt-18S, Mt-5S) and chloroplast-encoded rRNAs (Pt-16S, Pt-23S, Pt-4.5S, Pt-5S). Grey dots denote Ψ sites on rRNA identified in only one species; yellow dots denote Ψ sites on rRNA conserved in two species; blue dots denote Ψ sites on rRNA conserved in three species; red dots denote Ψ sites on rRNA conserved in four species. **b**, Locations of the conserved rRNA Ψ sites in chloroplast-encoded 23S rRNA, with the Ψ sites deposited by OsSVR1 shown in the blue box. **c**, Integrative Genomics Viewer examples showing the OsSVR1-dependent Ψ sites in the Mt-26S rRNA and Pt-23S rRNA in rice, with the Ψ sites deposited by OsSVR1 shown in the red box. **d**, Location of the conserved rRNA Ψ sites in mitochondria 26S rRNA. The Ψ sites deposited by OsRLUA3 and OsSVR1 are shown in the blue box. **e**, Integrative Genomics Viewer examples showing the two OsRLUA3-dependent Ψ sites in the Mt-26S rRNA in rice, with the Ψ sites deposited by OsRLUA3 shown in the red box. **f**, Correlation of the Ψ fraction in rRNA between any two of the studied plant species. Grey dots denoted the Ψ sites in rRNA. Pearson’s *r* values are given above each panel. **g**, Diagram showing the rRNA sequence conservation (black line) for Nu-18S, Nu-25S and Mt-26S. Conservation scores were computed based on the similarity across the multiple sequence alignment of rRNA sequences from four species. Scores were scaled according to the maximum and minimum values observed. The red line shows that densely Ψ-modified regions correlate with more conserved rRNA sequences, whereas sparsely Ψ-modified regions correlate with the more diverse rRNA sequences. The *P* value was calculated by two-sided Pearson correlation test.

**Fig. 2 |:**
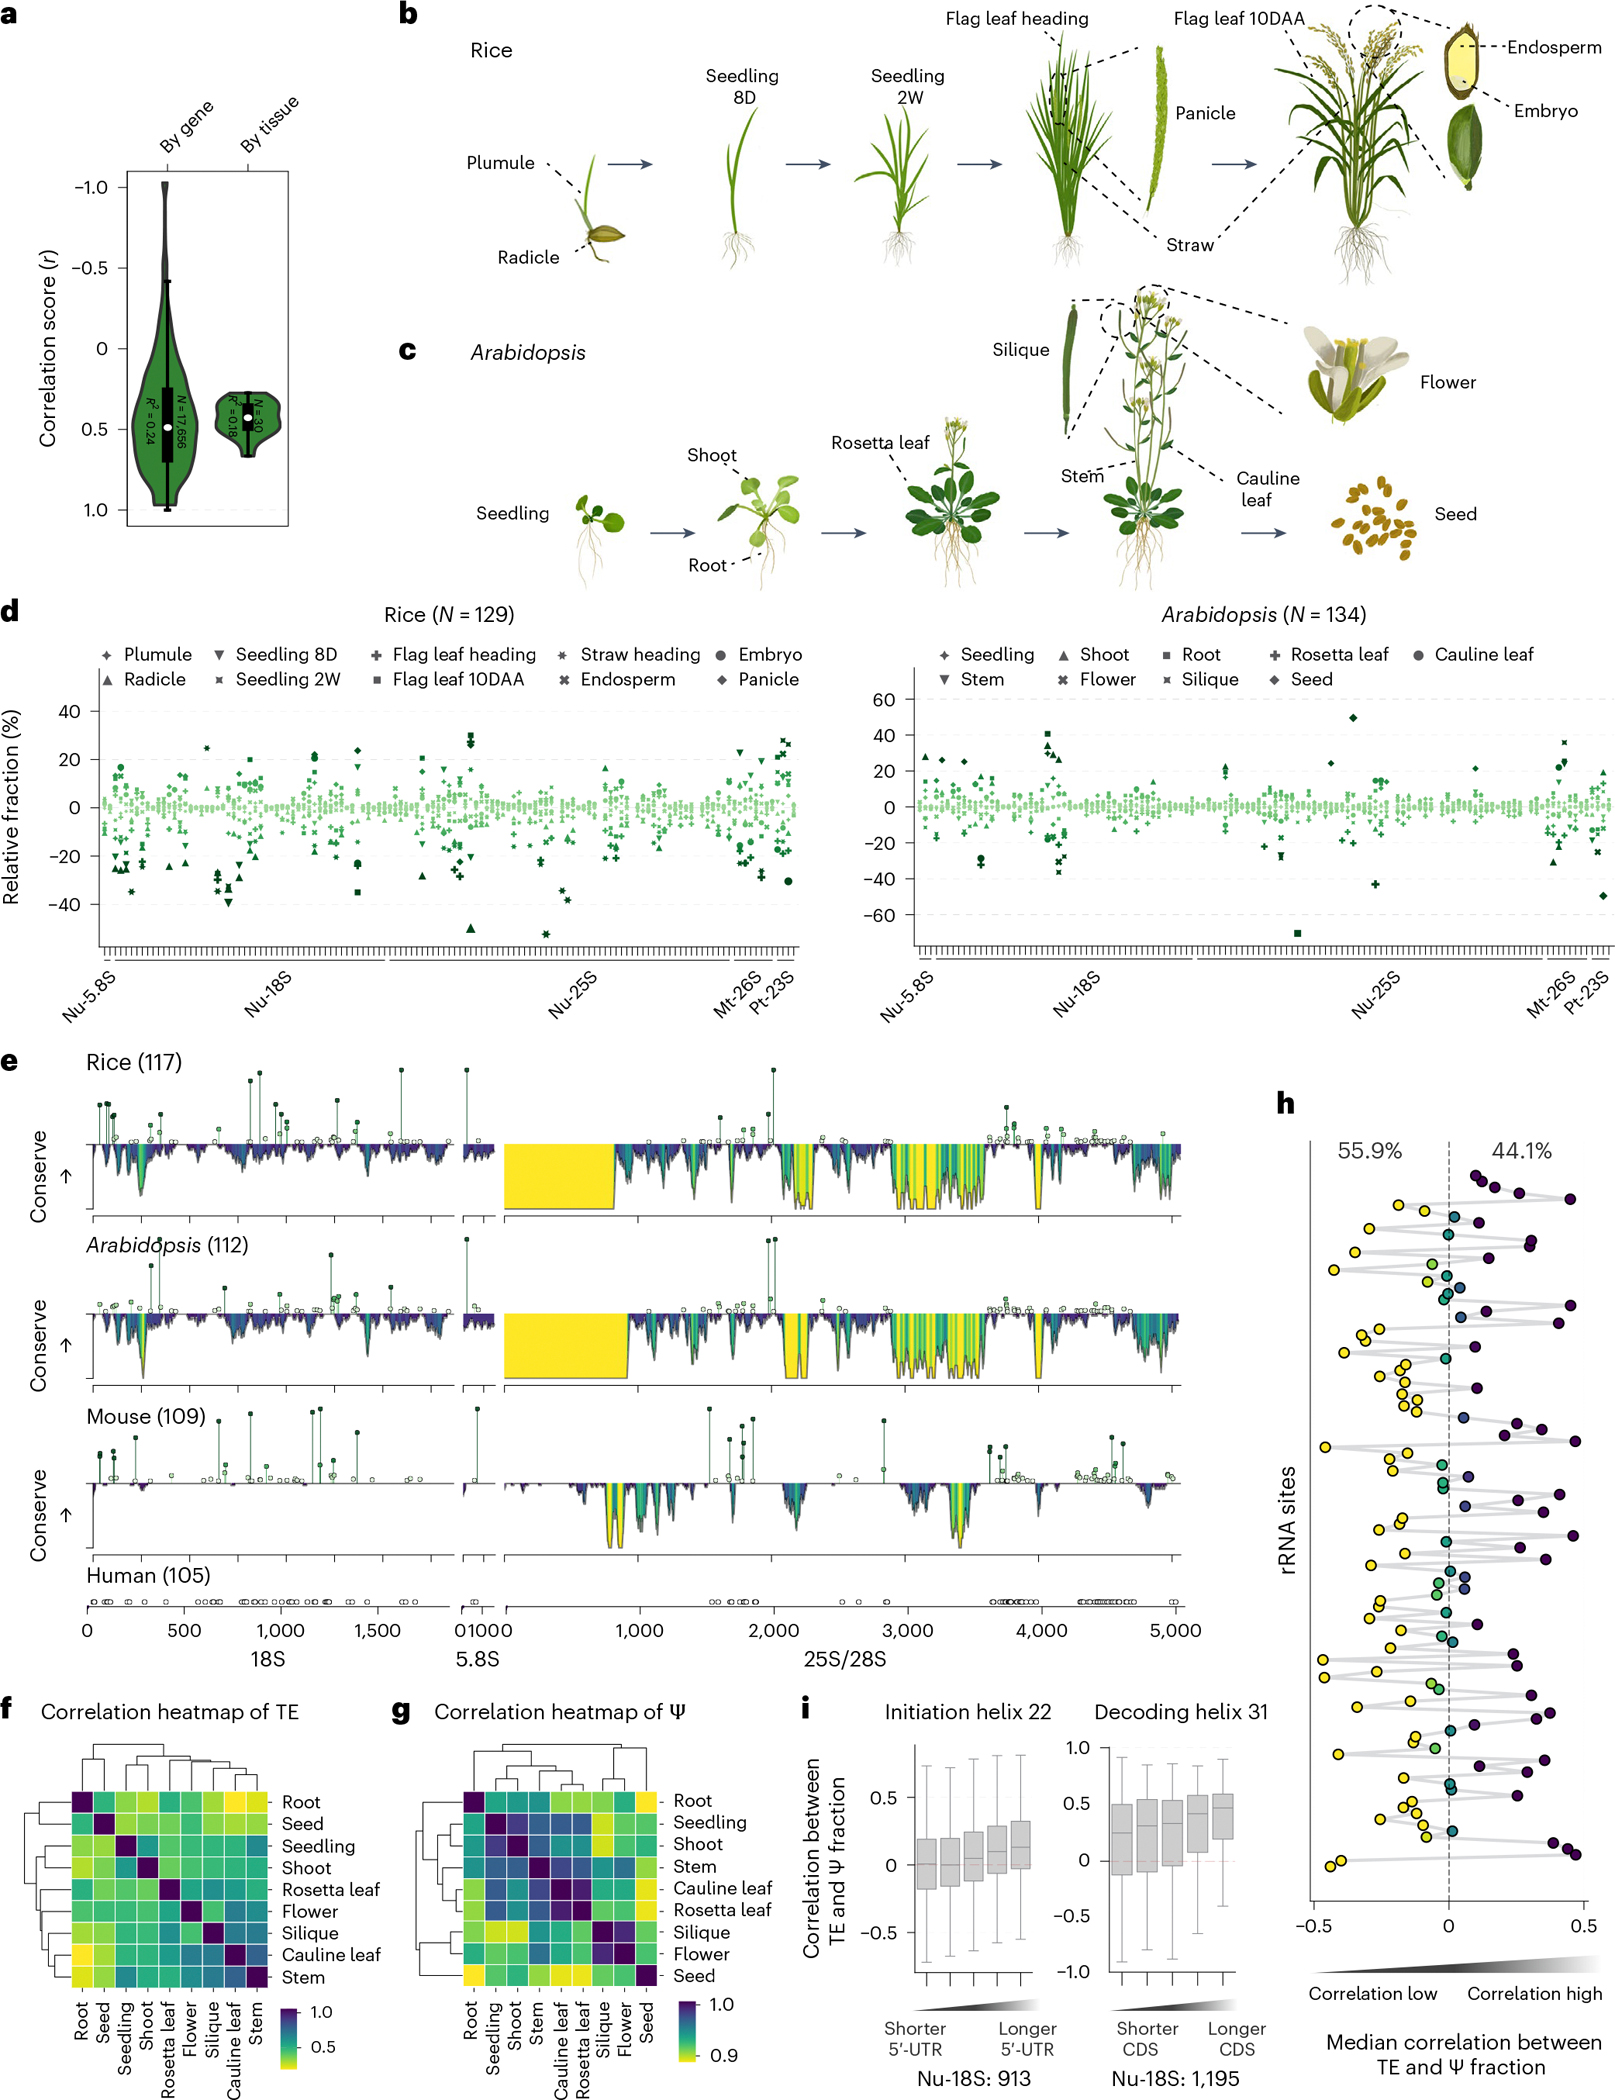
Ψ stoichiometries on rRNA modification sites affect translation across different tissues. **a**, The correlation between mRNA level and protein abundance in *Arabidopsis* is quantified at both the tissue level (determined by analysing all genes identified in *Arabidopsis*) and gene level (assessed across all tissue samples associated with a single gene in *Arabidopsis*). Proteome and RNA expression level data were downloaded from PXD013868 (ref. 33). **b**,**c**, Ten rice (**b**) and nine *Arabidopsis* (**c**) organs were subjected to BID-seq. **d**, Relative fraction of rRNA Ψ sites across different tissues in rice and *Arabidopsis*. **e**, Diagram comparing the nuclear rRNA sequence conservation with individual rRNA Ψ sites in rice, *Arabidopsis*, mouse and human. The yellow to purple colours represent the sequence conservation scores ranging from low to high. Each spot represents a rRNA Ψ site and spot height represents modification variations. The Ψ site number is labelled along with the species name. The BID-seq datasets of mouse and human were downloaded from GSE238245 and GSE179798, respectively. **f**, Correlation heatmap showing the translation efficiency (TE) of each *E*_transcript_ among *Arabidopsis* tissues. *E*_transcript_ was calculated by normalizing ribosome-bound RNA to the mRNA (TPM/TPM). **g**, Correlation heatmap showing distinct rRNA Ψ stoichiometry patterns observed in different *Arabidopsis* tissues. **h**, Correlation between modification fraction of all ribosomal Ψ sites with *E*_transcript_. The median correlation score of each site is shown. Yellow to purple dots represent the correlation score from small to large. **i**, Correlation between modification fraction of all ribosomal Ψ sites with *E*_transcript_ of different gene groups classified by relative length of 5′-UTR and CDS. A total of 977 genes were divided into five equal-sized groups based on their quantiles. Relative length of the 5′-UTR was defined as the value of the 5′-UTR length compared with its CDS length. The line shows the median, boxes represent the interquartile range (IQR) and whiskers extend to 1.5× IQR. 10DAA, 10 days after anthesis; 8D, 8 days; 2W, 2 weeks.

**Fig. 3 |:**
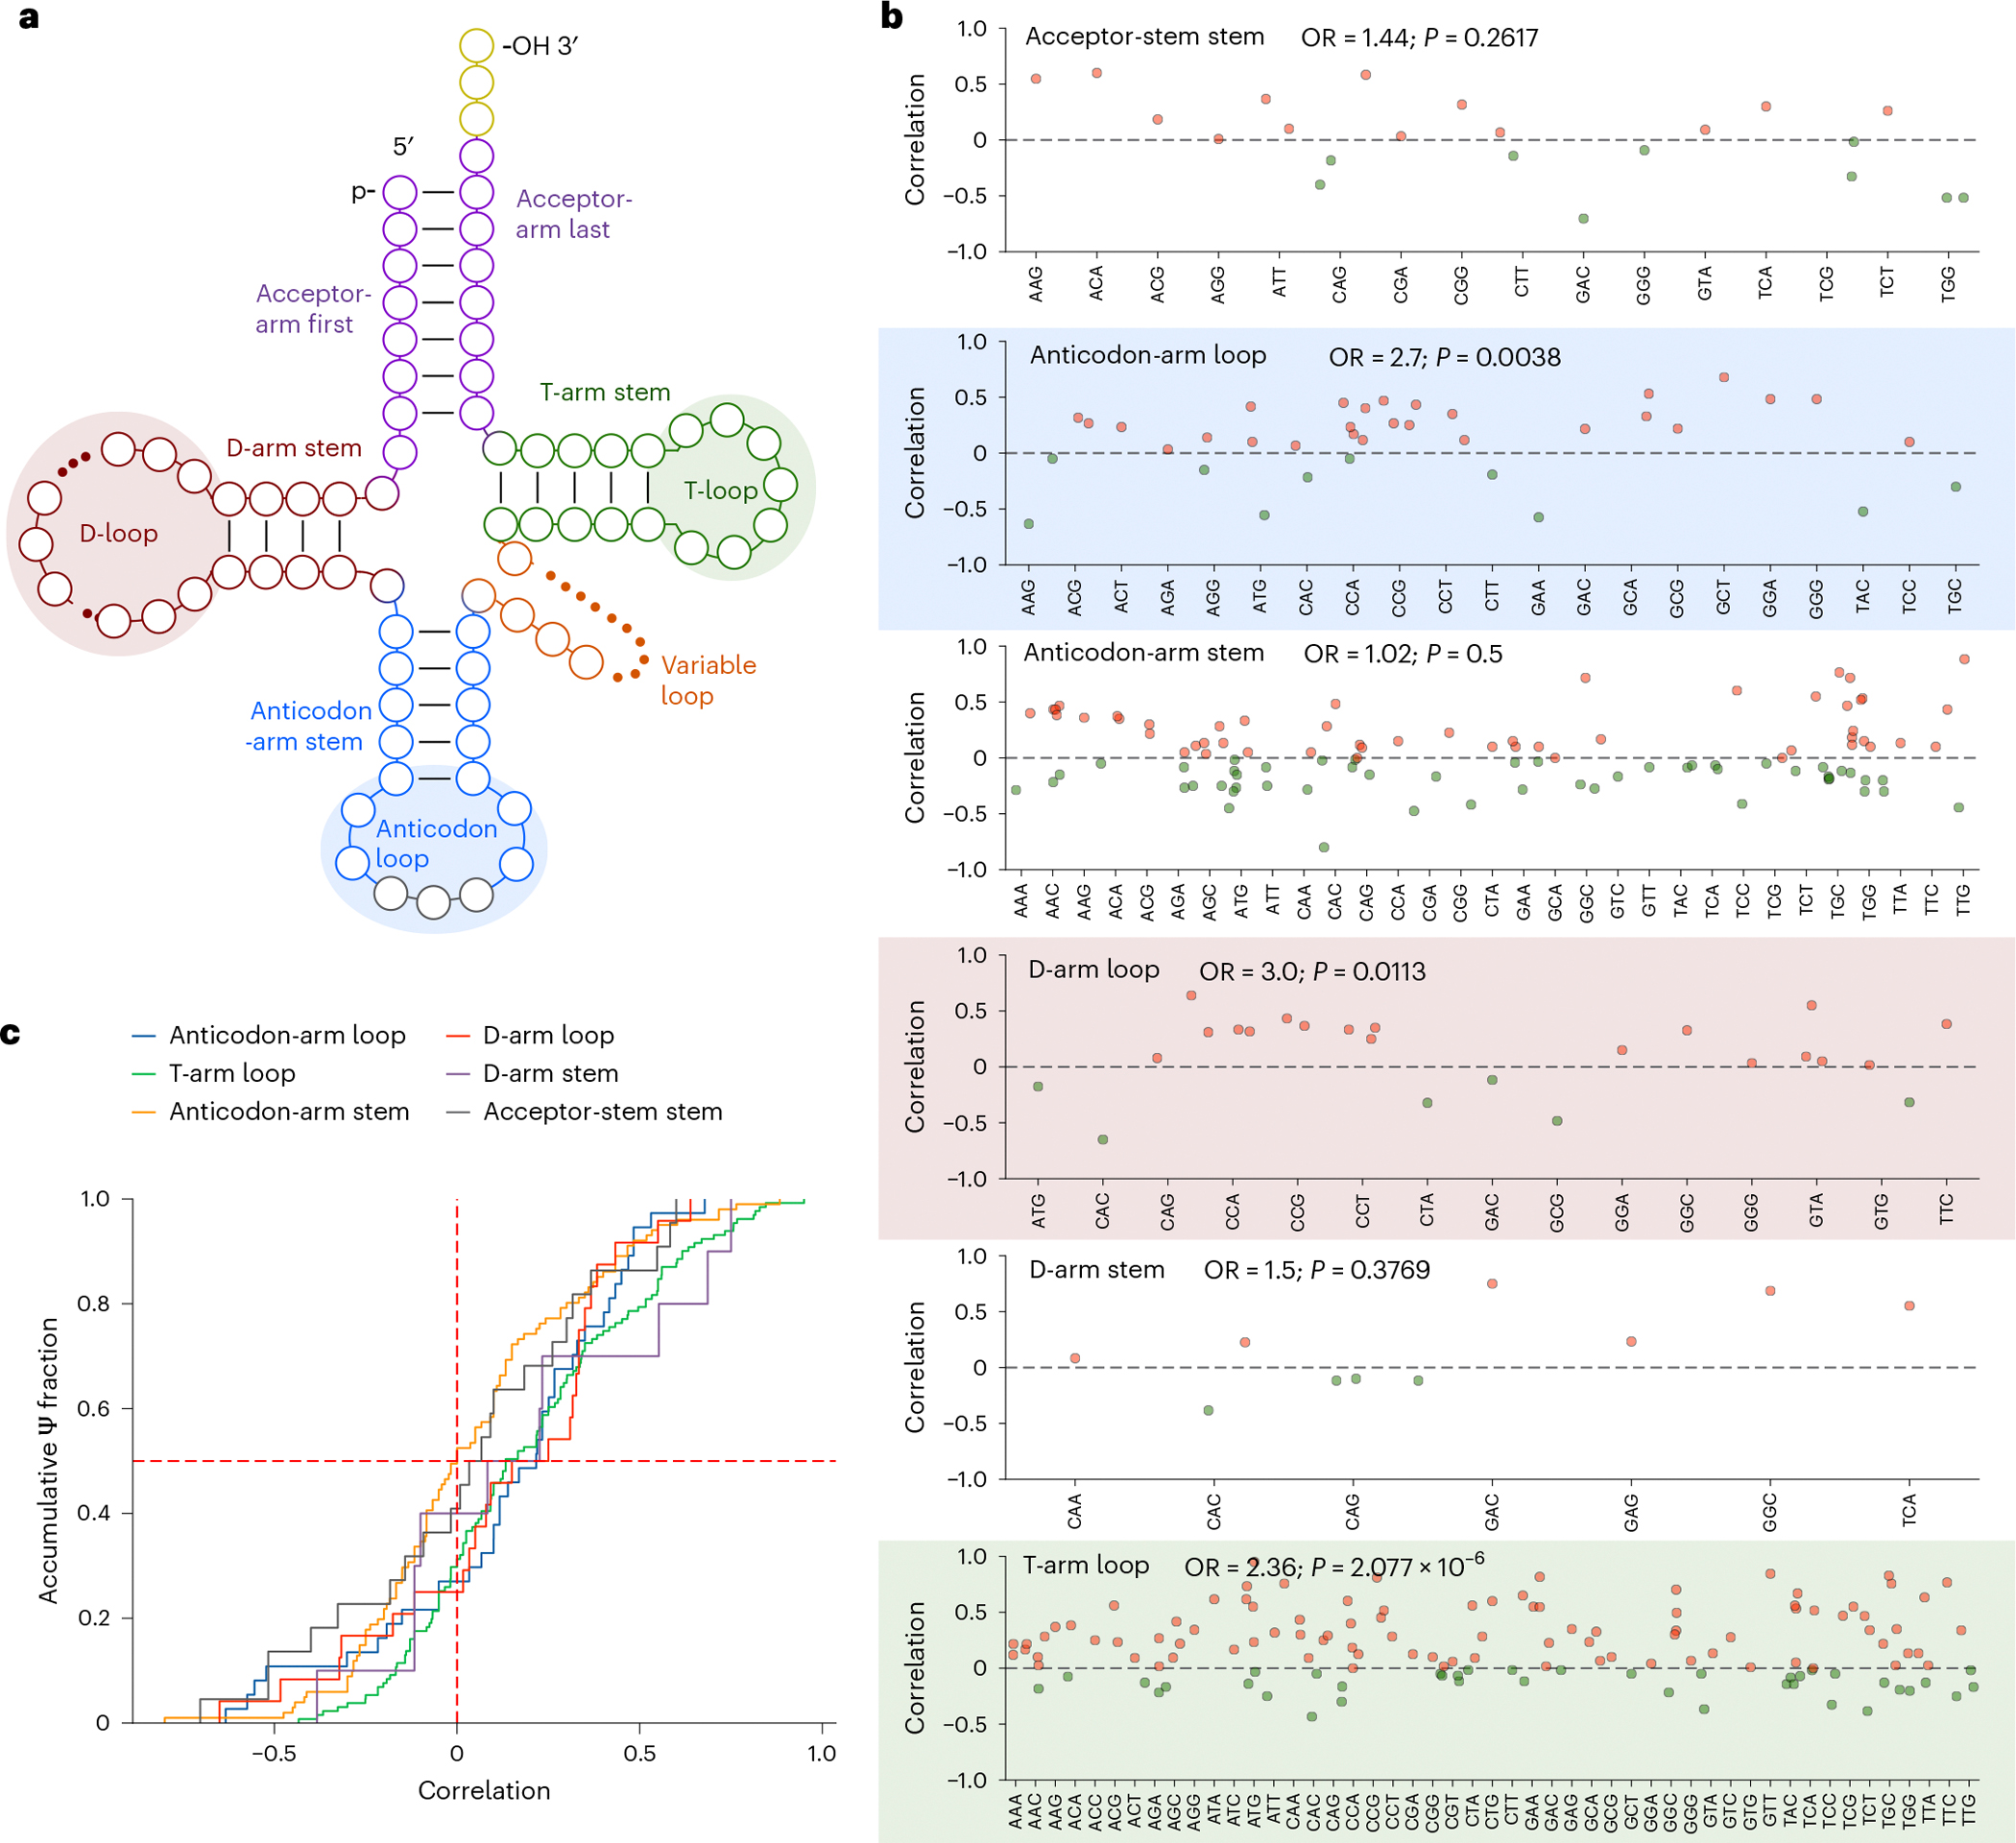
Ψ stoichiometries on tRNA affect translation across different plant tissues. **a**, tRNA two-dimensional structures. The loop and stem regions are shown. **b**, Correlations between Ψ stoichiometry in different tRNA regions and the translation efficiency of their respective codons. Ψ stoichiometry in different regions of tRNA in all the *Arabidopsis* tissues was used to calculate the correlation. Translation efficiency was calculated from the density of ribosomes bound to each mRNA molecule in the entire polysome profiling dataset with the codon frequency in the mRNA of the whole transcriptome. The labelled odds ratio (OR) was calculated from the number of positives (red) divided by the number of negatives (green). The *P* value was determined by one-tailed binomial test with a null hypothesis of 0.5. **c**, Accumulative fraction of the correlation between Ψ stoichiometry in different tRNA regions and the translation efficiency of their respective codons.

**Fig. 4 |:**
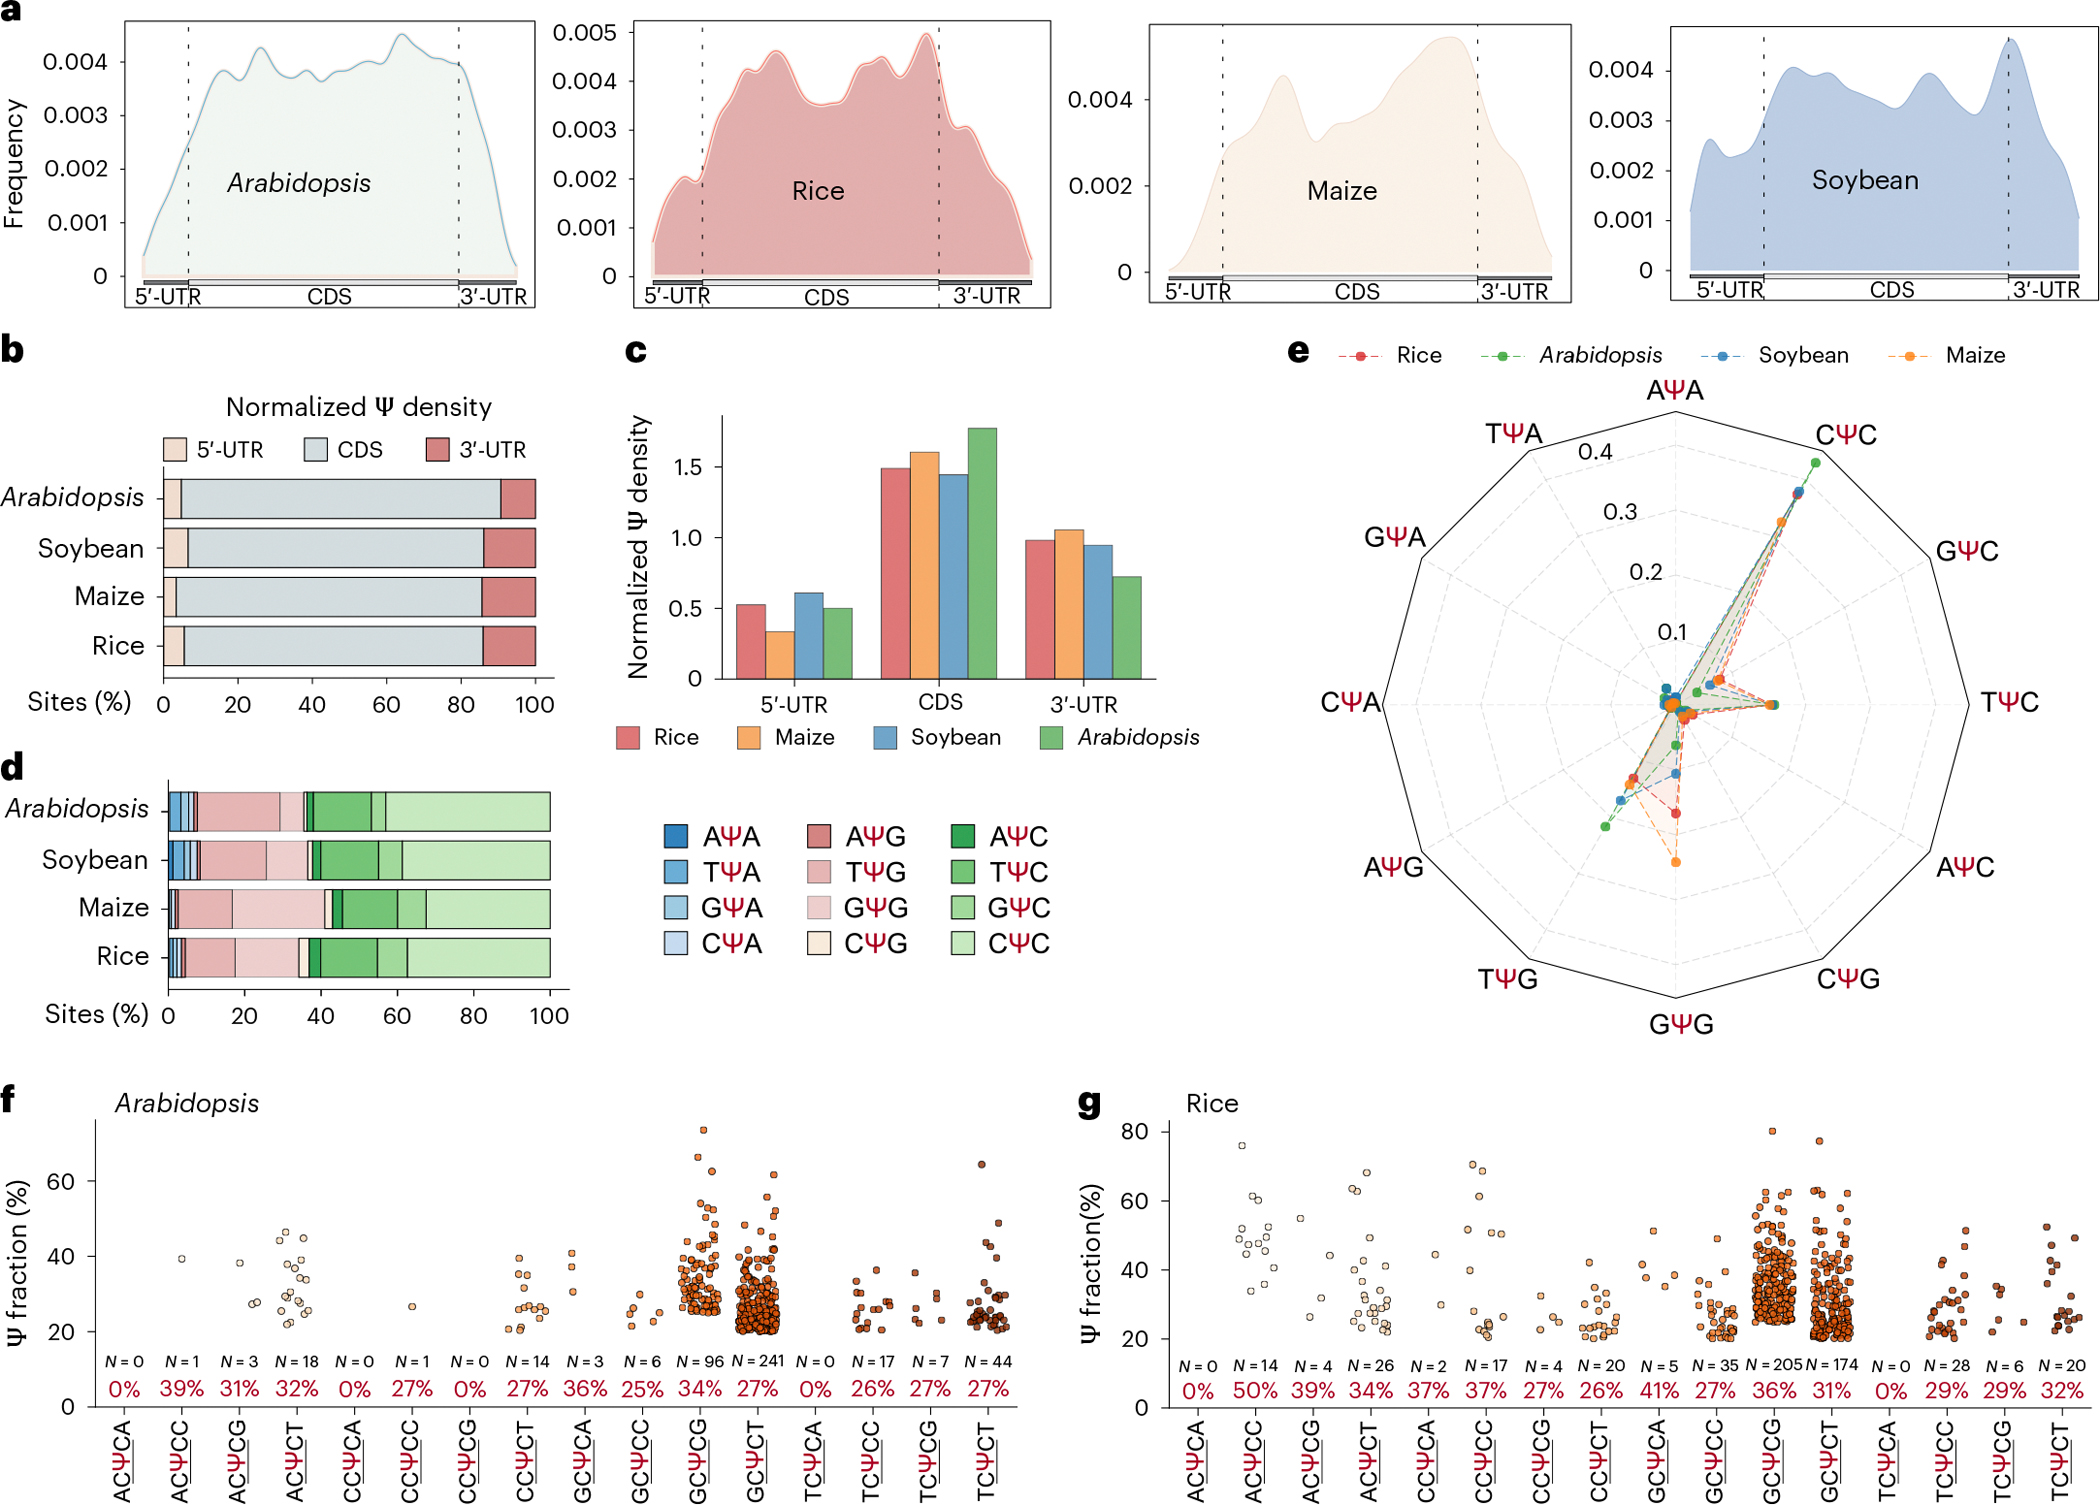
BID-seq identifies abundant mRNA Ψ sites across different plant species. **a**, Metagene profiles showing Ψ site distribution across transcripts in four plant species. Each transcript is segmented into three regions: 5′-UTR, CDS and 3′-UTR. We combined Ψ sites from all rice and *Arabidopsis* tissues to plot metagene profiles. **b**, Site percentage of normalized Ψ density distributed in 5′-UTR, CDS and 3′-UTR in the four plant species. **c**, Normalized Ψ density across 5′-UTR, CDS and 3′-UTR in the four plant species. **d**, Deposition motif types of the four plant species. The site percentages of each motif are shown. **e**, Average fractions of the enriched motifs. **f**,**g**, Five-nucleotide motifs in *Arabidopsis* (**f**) and rice (**g**) containing CΨC sequences. The sliding window of one nucleotide means one nucleotide upstream and one nucleotide downstream of the given motif (CΨC). Combined with the motif length of three nucleotides (underlined), the window size is five nucleotides. *N*, number of Ψ sites; %, average Ψ fractions.

**Fig. 5 |:**
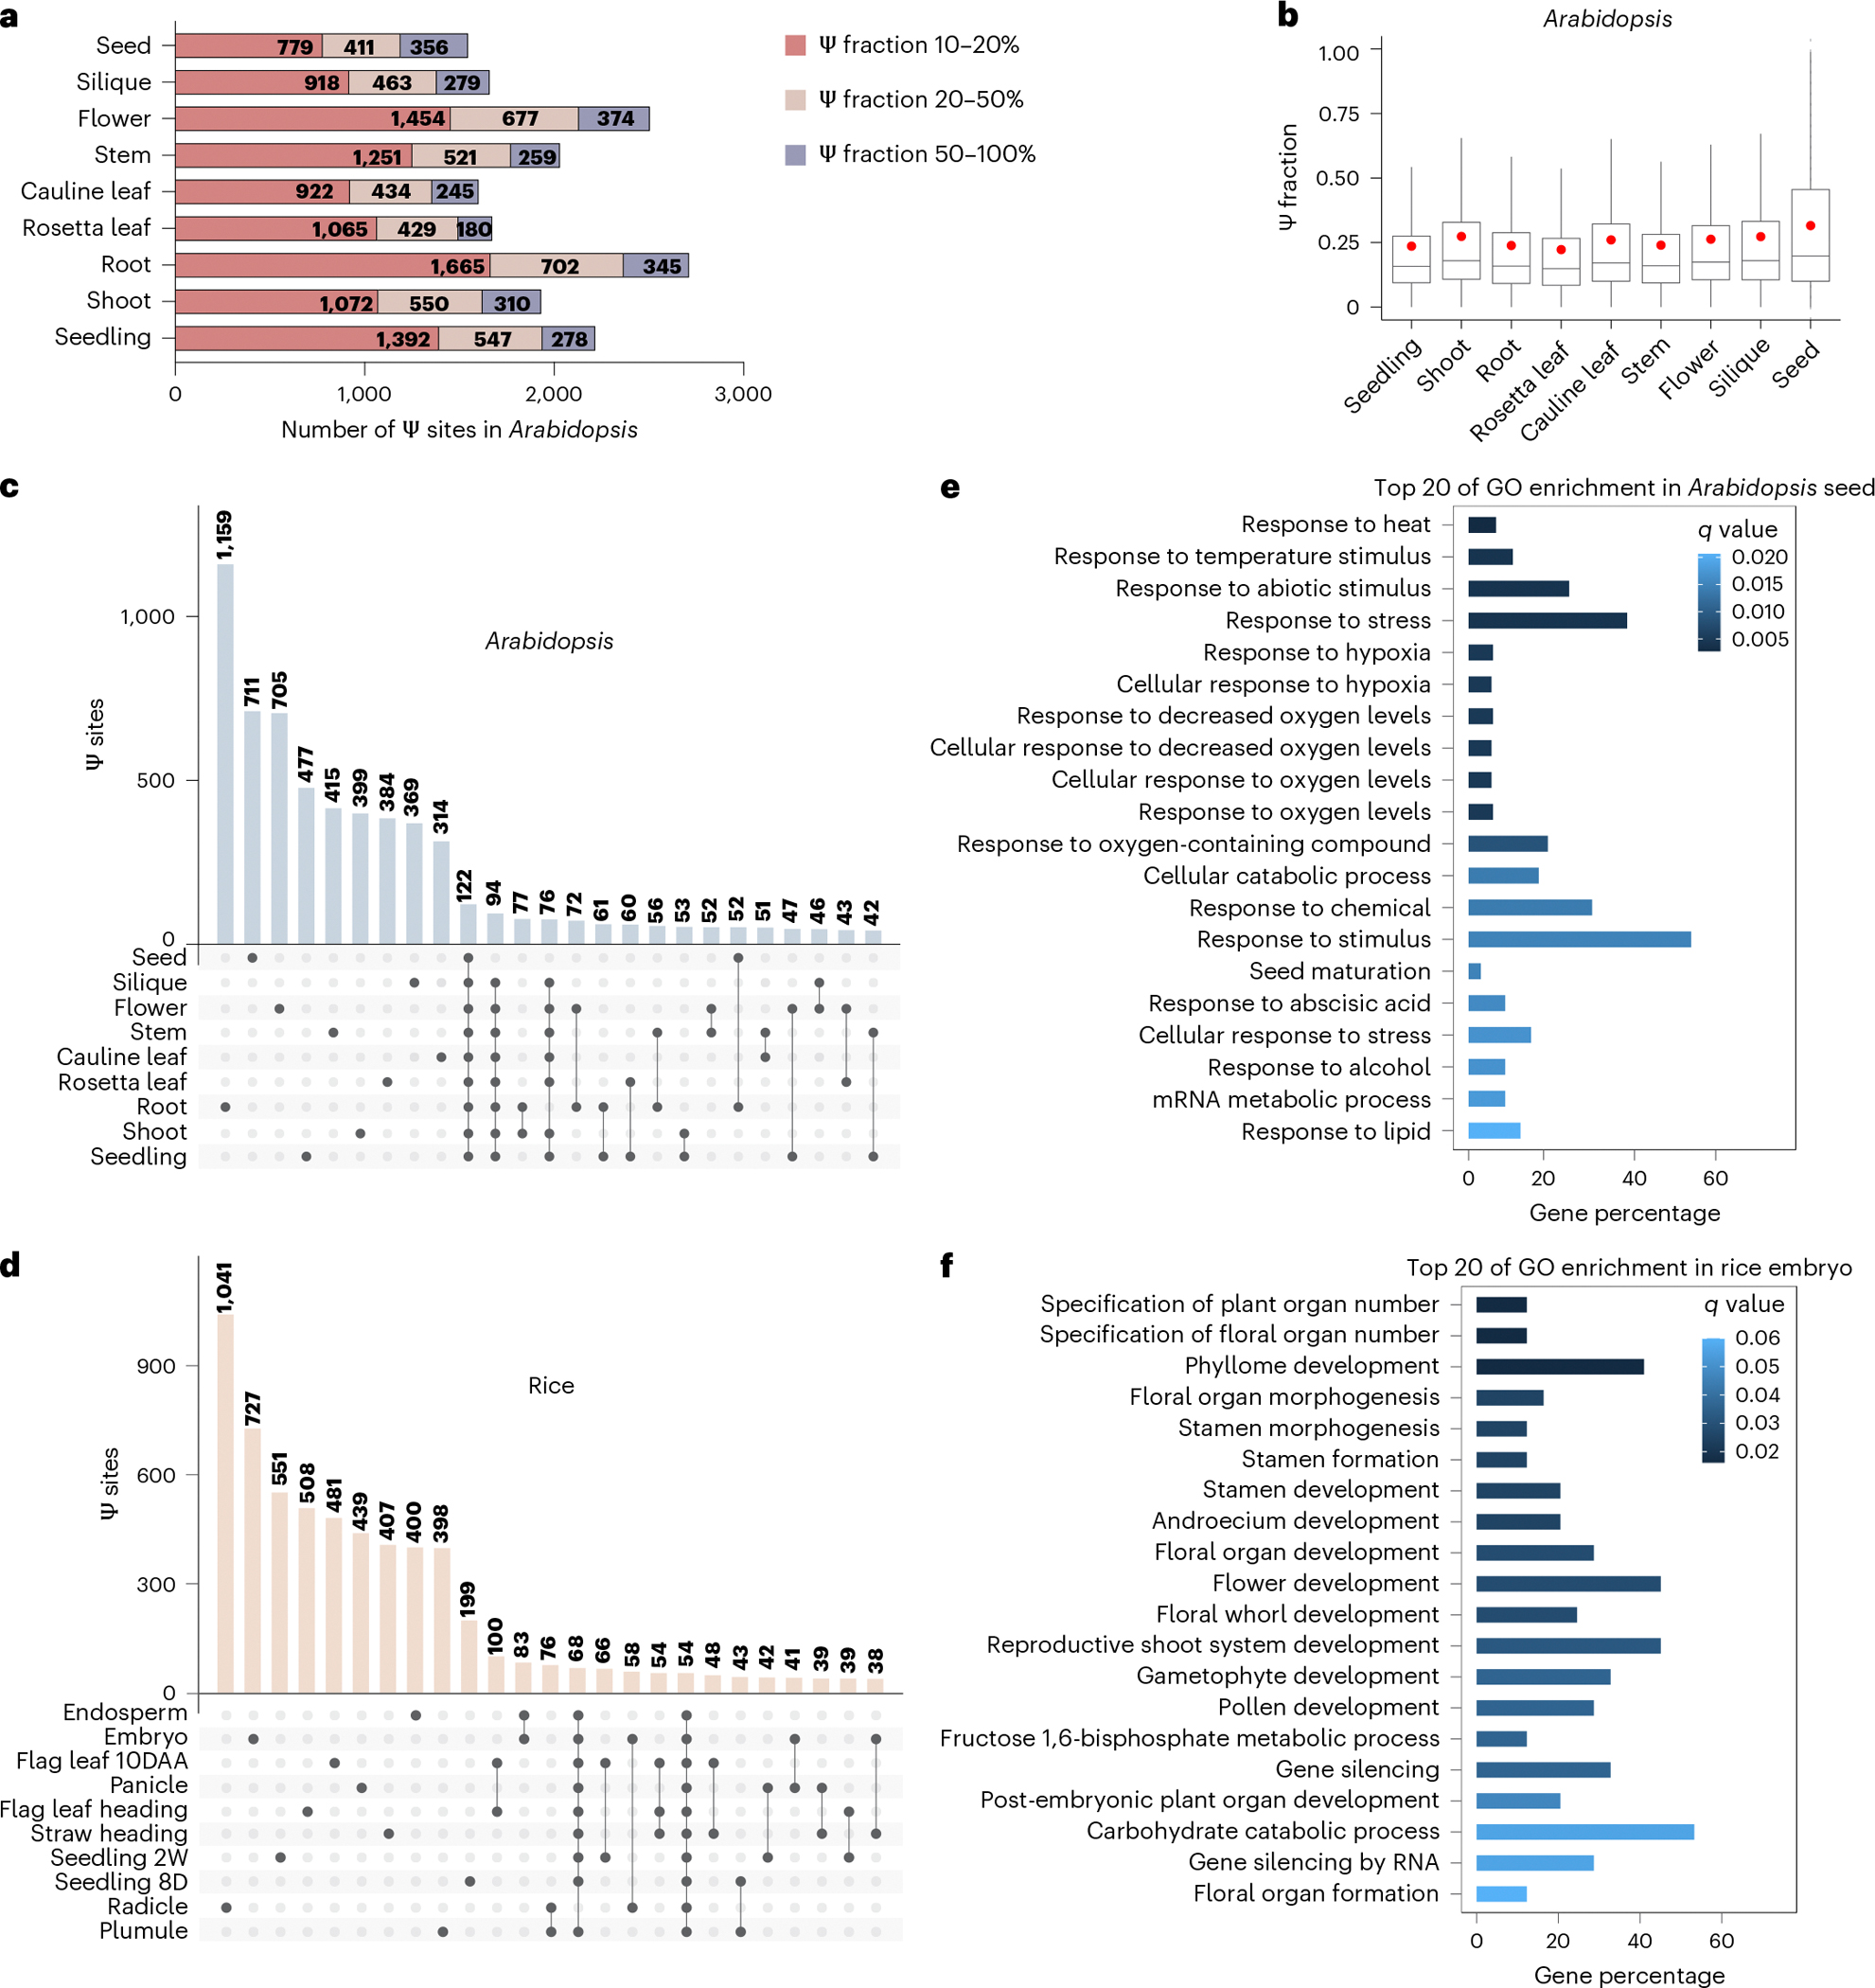
Comprehensive base-resolution maps of mRNA Ψ sites in rice and *Arabidopsis.* **a**, BID-seq revealed a large number of mRNA Ψ sites in nine *Arabidopsis* tissues. **b**, Ψ sites across nine *Arabidopsis* tissues, including seedling (*n* = 2,217), shoot (*n* = 1,932), root (*n* = 2,712), rosetta leaf (*n* = 1,764), cauline leaf (*n* = 1,601), stem (*n* = 2,031), flower (*n* = 2,217), silique (*n* = 2,505) and seed (*n* = 1,546), are shown as boxplots. Red dots mark the mean, lines show the median, boxes represent the IQR and whiskers extend to 1.5× IQR. **c**,**d**, Bar plot showing the number of tissue-unique and tissue-shared Ψ sites in nine *Arabidopsis* tissues (**c**) and ten rice tissues (**d**). **e**, GO enrichment analysis of mRNA with seed-specific Ψ sites in *Arabidopsis*. **f**, GO enrichment analysis of mRNA modified with specific Ψ sites in rice embryo.

**Fig. 6 |:**
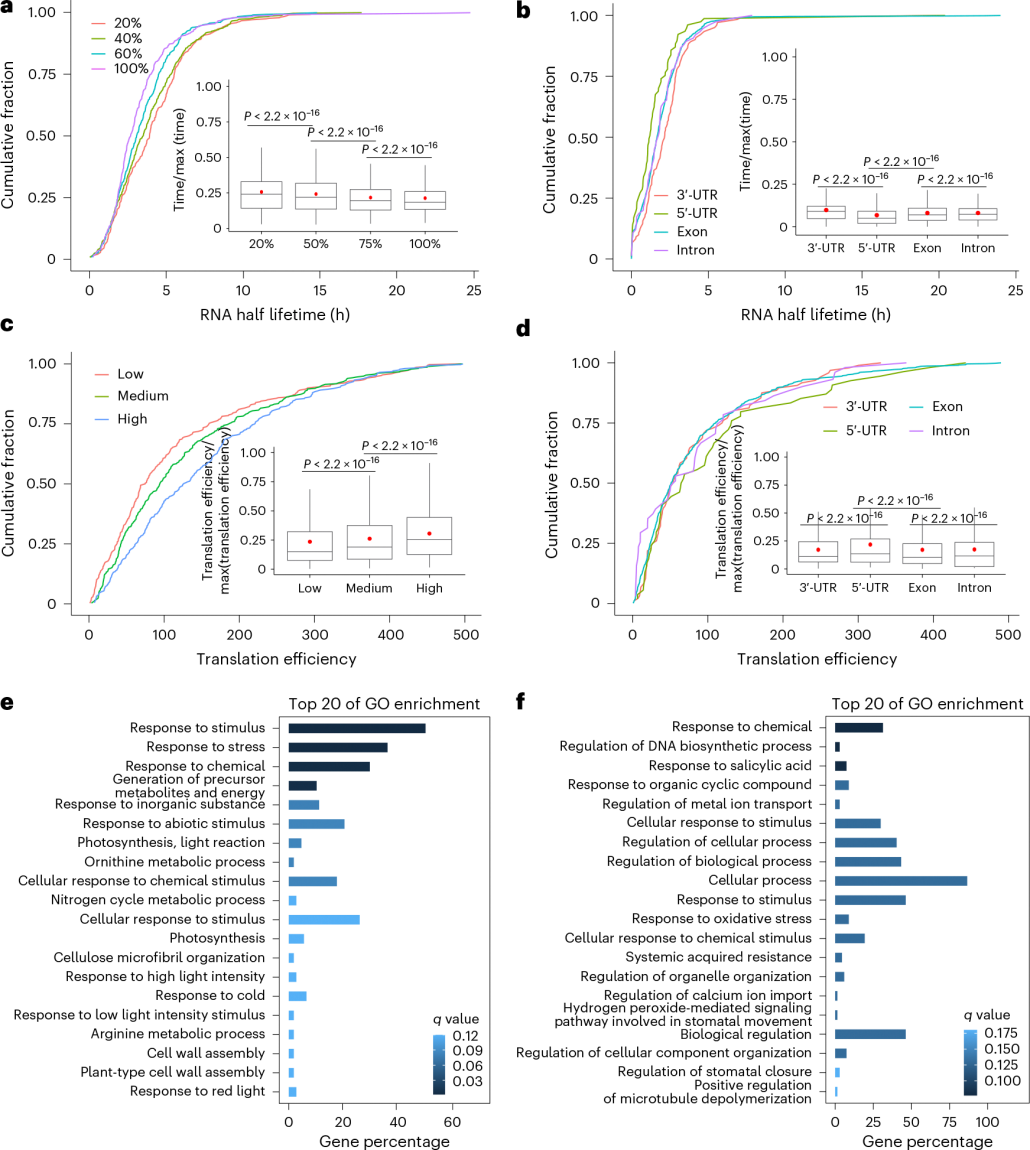
Ψ modifications affect mRNA stability and translation in *Arabidopsis* seedlings. **a**, Cumulative curves and boxplots showing mRNA lifetime distribution for transcripts with Ψ modification. A total of 1,801 transcripts were split into four equal-sized groups based on their quantiles. **b**, Cumulative curves and boxplots showing mRNA lifetime distribution for transcripts with Ψ modification in the 3′-UTR (*n* = 132), 5′-UTR (*n* = 73), exon (*n* = 1,517) and intron (*n* = 79). **c**, Ψ fractions show strong positive correlations with translation efficiency. Translation efficiency was calculated based on polysome profiling data in *Arabidopsis* seedlings. Transcripts were grouped into three categories, low (*n* = 622), medium (*n* = 619) and high (*n* = 520), based on the sum of the Ψ fraction. **d**, Ψ locations in gene regions have different effects on translation efficiency. Translation efficiency was calculated by polysome profiling data in *Arabidopsis* seedlings. Transcript regions of 3′-UTR (*n* = 132), 5′-UTR (*n* = 73), exon (*n* = 1,517) and intron (*n* = 79) are shown. Red dots indicate the mean, lines show the median, boxes represent the IQR and whiskers extend to 1.5× IQR. **e**, GO enrichment analysis of 3′-UTR Ψ-associated mRNAs. **f**, GO enrichment analysis of 5′-UTR Ψ-associated mRNAs. The *Arabidopsi*s seedling lifetime dataset GSE118462 was used for mRNA decay analysis. The *P* value was determined by one-tailed Wilcoxon rank-sum test.

## Data Availability

All data supporting the findings of this study are available in the main text or the Supplementary tables. The BID-seq and RNA-seq data reported in this study have been deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo) under accession numbers GSE262373, GSE262374, GSE262375, GSE262376, GSE277198 and GSE277201. Source data are provided with this paper.

## References

[1] CohnWE 5-Ribosyl uracil, a carbon–carbon ribofuranosyl nucleoside in ribonucleic acids. Biochim. Biophys. Acta 32, 569–571 (1959).13811055 10.1016/0006-3002(59)90644-4

[2] HammaT & Ferre-D’AmareAR Pseudouridine synthases. Chem. Biol. 13, 1125–1135 (2006).17113994 10.1016/j.chembiol.2006.09.009

[3] SpenkuchF, MotorinY & HelmM Pseudouridine: still mysterious, but never a fake (uridine)! RNA Biol. 11, 1540–1554 (2014).25616362 10.4161/15476286.2014.992278PMC4615568

[4] LiX, MaS & YiC Pseudouridine: the fifth RNA nucleotide with renewed interests. Curr. Opin. Chem. Biol. 33, 108–116 (2016).27348156 10.1016/j.cbpa.2016.06.014

[5] De ZoysaMD & YuYT Posttranscriptional RNA pseudouridylation. Enzymes 41, 151–167 (2017).28601221 10.1016/bs.enz.2017.02.001PMC5694665

[6] AdachiH, De ZoysaMD & YuYT Post-transcriptional pseudouridylation in mRNA as well as in some major types of noncoding RNAs. Biochim. Biophys. Acta Gene Regul. Mech. 1862, 230–239 (2019).30414851 10.1016/j.bbagrm.2018.11.002PMC6401265

[7] WesthofE Pseudouridines or how to draw on weak energy differences. Biochem. Biophys. Res. Commun. 520, 702–704 (2019).31761086 10.1016/j.bbrc.2019.10.009

[8] CarlileTM Pseudouridine profiling reveals regulated mRNA pseudouridylation in yeast and human cells. Nature 515, 143–146 (2014).25192136 10.1038/nature13802PMC4224642

[9] LovejoyAF, RiordanDP & BrownPO Transcriptome-wide mapping of pseudouridines: pseudouridine synthases modify specific mRNAs in *S. cerevisiae*. PLoS ONE 9, e110799 (2014).25353621 10.1371/journal.pone.0110799PMC4212993

[10] SchwartzS Transcriptome-wide mapping reveals widespread dynamic-regulated pseudouridylation of ncRNA and mRNA. Cell 159, 148–162 (2014).25219674 10.1016/j.cell.2014.08.028PMC4180118

[11] LiX Chemical pulldown reveals dynamic pseudouridylation of the mammalian transcriptome. Nat. Chem. Biol. 11, 592–597 (2015).26075521 10.1038/nchembio.1836

[12] RooversM Formation of the conserved pseudouridine at position 55 in archaeal tRNA. Nucleic Acids Res. 34, 4293–4301 (2006).16920741 10.1093/nar/gkl530PMC1616971

[13] ZhangLS BID-seq for transcriptome-wide quantitative sequencing of mRNA pseudouridine at base resolution. Nat. Protoc. 19, 517–538 (2024).37968414 10.1038/s41596-023-00917-5PMC11007761

[14] CarlileTM mRNA structure determines modification by pseudouridine synthase 1. Nat. Chem. Biol. 15, 966–974 (2019).31477916 10.1038/s41589-019-0353-zPMC6764900

[15] SunL Transcriptome-wide analysis of pseudouridylation of mRNA and non-coding RNAs in *Arabidopsis*. J. Exp. Bot. 70, 5089–5600 (2019).31173101 10.1093/jxb/erz273PMC6793436

[16] KrutyholowaR, ZakrzewskiK & GlattS Charging the code – tRNA modification complexes. Curr. Opin. Struct. Biol. 55, 138–146 (2019).31102979 10.1016/j.sbi.2019.03.014

[17] NakamotoMA, LovejoyAF, CyganAM & BoothroydJC mRNA pseudouridylation affects RNA metabolism in the parasite *Toxoplasma gondii*. RNA 23, 1834–1849 (2017).28851751 10.1261/rna.062794.117PMC5689004

[18] SloanKE Tuning the ribosome: the influence of rRNA modification on eukaryotic ribosome biogenesis and function. RNA Biol. 14, 1138–1152 (2017).27911188 10.1080/15476286.2016.1259781PMC5699541

[19] JackK rRNA pseudouridylation defects affect ribosomal ligand binding and translational fidelity from yeast to human cells. Mol. Cell 44, 660–666 (2011).22099312 10.1016/j.molcel.2011.09.017PMC3222873

[20] PederivaC Control of protein synthesis through mRNA pseudouridylation by dyskerin. Sci. Adv. 9, eadg1805 (2023).37506213 10.1126/sciadv.adg1805PMC10381945

[21] BasuA Requirement of rRNA methylation for 80S ribosome assembly on a cohort of cellular internal ribosome entry sites. Mol. Cell. Biol. 31, 4482–4499 (2011).21930789 10.1128/MCB.05804-11PMC3209261

[22] ZhaoY, RaiJ & LiH Regulation of translation by ribosomal RNA pseudouridylation. Sci. Adv. 9, eadg8190 (2023).37595043 10.1126/sciadv.adg8190PMC10438446

[23] EylerDE Pseudouridinylation of mRNA coding sequences alters translation. Proc. Natl Acad. Sci. USA 116, 23068–23074 (2019).31672910 10.1073/pnas.1821754116PMC6859337

[24] NiuY The *Arabidopsis* mitochondrial pseudouridine synthase homolog FCS1 plays critical roles in plant development. Plant Cell Physiol. 63, 955–966 (2022).35560171 10.1093/pcp/pcac060

[25] LuS, LiC, ZhangY, ZhengZ & LiuD Functional disruption of a chloroplast pseudouridine synthase desensitizes *Arabidopsis* plants to phosphate starvation. Front. Plant Sci. 8, 1421 (2017).28861101 10.3389/fpls.2017.01421PMC5559850

[26] WangZ Pseudouridylation of chloroplast ribosomal RNA contributes to low temperature acclimation in rice. New Phytol. 236, 1708–1720 (2022).36093745 10.1111/nph.18479

[27] FlemingAM Structural elucidation of bisulfite adducts to pseudouridine that result in deletion signatures during reverse transcription of RNA. J. Am. Chem. Soc. 141, 16450–16460 (2019).31538776 10.1021/jacs.9b08630PMC6817977

[28] KhoddamiV Transcriptome-wide profiling of multiple RNA modifications simultaneously at single-base resolution. Proc. Natl Acad. Sci. USA 116, 6784–6789 (2019).30872485 10.1073/pnas.1817334116PMC6452723

[29] DaiQ Quantitative sequencing using BID-seq uncovers abundant pseudouridines in mammalian mRNA at base resolution. Nat. Biotechnol. 41, 344–354 (2023).36302989 10.1038/s41587-022-01505-wPMC10017504

[30] TaokaM Landscape of the complete RNA chemical modifications in the human 80S ribosome. Nucleic Acids Res. 46, 9289–9298 (2018).30202881 10.1093/nar/gky811PMC6182160

[31] TaokaM A mass spectrometry-based method for comprehensive quantitative determination of post-transcriptional RNA modifications: the complete chemical structure of *Schizosaccharomyces pombe* ribosomal RNAs. Nucleic Acids Res. 43, e115 (2015).26013808 10.1093/nar/gkv560PMC4605285

[32] OfengandJ & BakinA Mapping to nucleotide resolution of pseudouridine residues in large subunit ribosomal RNAs from representative eukaryotes, prokaryotes, archaebacteria, mitochondria and chloroplasts. J. Mol. Biol. 266, 246–268 (1997).9047361 10.1006/jmbi.1996.0737

[33] MergnerJ Mass-spectrometry-based draft of the *Arabidopsis* proteome. Nature 579, 409–414 (2020).32188942 10.1038/s41586-020-2094-2

[34] ArribereJA & GilbertWV Roles for transcript leaders in translation and mRNA decay revealed by transcript leader sequencing. Genome Res. 23, 977–987 (2013).23580730 10.1101/gr.150342.112PMC3668365

[35] DavytM, BhartiN & IgnatovaZ Effect of mRNA/tRNA mutations on translation speed: implications for human diseases. J. Biol. Chem. 299, 105089 (2023).37495112 10.1016/j.jbc.2023.105089PMC10470029

[36] CuiW tRNA modifications and modifying enzymes in disease, the potential therapeutic targets. Int. J. Biol. Sci. 19, 1146–1162 (2023).36923941 10.7150/ijbs.80233PMC10008702

[37] LiuY tRNA-m(1)A modification promotes T cell expansion via efficient MYC protein synthesis. Nat. Immunol. 23, 1433–1444 (2022).36138184 10.1038/s41590-022-01301-3

[38] ZaborskeJM A nutrient-driven tRNA modification alters translational fidelity and genome-wide protein coding across an animal genus. PLoS Biol. 12, e1002015 (2014).25489848 10.1371/journal.pbio.1002015PMC4260829

[39] SongJ Differential roles of human PUS10 in miRNA processing and tRNA pseudouridylation. Nat. Chem. Biol. 16, 160–169 (2020).31819270 10.1038/s41589-019-0420-5

[40] AgrisPF Bringing order to translation: the contributions of transfer RNA anticodon-domain modifications. EMBO Rep. 9, 629–635 (2008).18552770 10.1038/embor.2008.104PMC2475317

[41] SchultzSK Modifications in the T arm of tRNA globally determine tRNA maturation, function, and cellular fitness. Proc. Natl Acad. Sci. USA 121, e2401154121 (2024).38889150 10.1073/pnas.2401154121PMC11214086

[42] KarikoK Incorporation of pseudouridine into mRNA yields superior nonimmunogenic vector with increased translational capacity and biological stability. Mol. Ther. 16, 1833–1840 (2008).18797453 10.1038/mt.2008.200PMC2775451

[43] SzaboEX Metabolic labeling of RNAs uncovers hidden features and dynamics of the *Arabidopsis* transcriptome. Plant Cell 32, 871–887 (2020).32060173 10.1105/tpc.19.00214PMC7145469

[44] ShiH YTHDF3 facilitates translation and decay of N(6)-methyladenosine-modified RNA. Cell Res. 27, 315–328 (2017).28106072 10.1038/cr.2017.15PMC5339834

[45] HePC & HeC m(6) A RNA methylation: from mechanisms to therapeutic potential. EMBO J. 40, e105977 (2021).33470439 10.15252/embj.2020105977PMC7849164

[46] HuJ N(6)-Methyladenosine mRNA methylation is important for salt stress tolerance in *Arabidopsis*. Plant J. 106, 1759–1775 (2021).33843075 10.1111/tpj.15270

[47] HsuPJ, ShiH & HeC Epitranscriptomic influences on development and disease. Genome Biol. 18, 197 (2017).29061143 10.1186/s13059-017-1336-6PMC5654102

[48] LiangXH, LiuQ & FournierMJ Loss of rRNA modifications in the decoding center of the ribosome impairs translation and strongly delays pre-rRNA processing. RNA 15, 1716–1728 (2009).19628622 10.1261/rna.1724409PMC2743053

[49] MignoneF, GissiC, LiuniS & PesoleG Untranslated regions of mRNAs. Genome Biol. 3, REVIEWS0004 (2002).11897027 10.1186/gb-2002-3-3-reviews0004PMC139023

[50] HoernesTP Eukaryotic translation elongation is modulated by single natural nucleotide derivatives in the coding sequences of mRNAs. Genes 10, 84 (2019).30691071 10.3390/genes10020084PMC6409545

[51] HoernesTP Nucleotide modifications within bacterial messenger RNAs regulate their translation and are able to rewire the genetic code. Nucleic Acids Res. 44, 852–862 (2016).26578598 10.1093/nar/gkv1182PMC4737146

How the deposited data were processed for this re-analysis (not part of the article)

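Poly(A)-tailed RNA of 9 *Arabidopsis* tissues was sequenced by BID-seq in 56 bisulfite-treated and 16 input libraries, with 5 to 7 treated and 1 or 2 input libraries per tissue. The tissues were flower, silique, cauline leaf, stem, seed, seedling (7 days), rosetta leaf (30 days), shoot (14 days) and root (14 days). Sample groups were taken from the sample labels and the plant ages from the paper's methods.

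The authors mapped the reads to TAIR10 with their published pipeline, combined the replicates of each tissue, took the share of gapped reads at each site and calibrated it to the Ψ fraction, which they deposited as 1 fraction column per tissue for a list of 8512 sites. The authors also deposited, per site and tissue, whether the site passed their P value-based filter. The paper refers to an earlier publication for that filter and does not state its threshold. Expression was deposited as TPM per gene, in 2 columns for 7 tissues and 1 for rosetta leaf and seed, and the authors' methods do not name the annotation behind these TPM values. Neither read counts nor values per BID-seq library were analysed here, so the depth behind each fraction is unknown and no error between libraries can be given. Wilson intervals (95%) of shares and bootstrap intervals (95%, 2000 resamples) of mean fractions cover the sampling of sites only.

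A site was termed called in a tissue when it had passed the authors' filter there, shared when called in each of the 9 tissues and tissue-unique when called in exactly 1. Sites were placed on the TAIR10 genome and annotation by chromosome, position and strand, and the stated motif was checked against the sequence. The 98 mitochondrial sites did not match at their positions and were kept in counts of sites but not assigned to genes, regions or sequences. The representative transcript of a gene was the one with the longest CDS. Copies of a sequence were counted over windows of 31 nucleotides. Genes of the expression table were assigned by the gene identifiers in the site list, and TPM columns of a tissue were averaged.

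Fractions of shared and tissue-unique sites were compared within each tissue by a permutation test of the rank sum, and tissue pairs by a sign-flip permutation test over the sites called in both, each two-sided with 100000 permutations. Motif shares were compared by Fisher's exact test between tissues and by exact binomial tests against the U of transcripts with a called shoot site. The share of CDS sites was compared with the CDS share of exonic nucleotides by an exact binomial test. Expression of genes with tissue-unique sites was set against 10000 random gene lists matched on mean expression in 20 bins, with a pseudocount of 1. Correlations across the 9 tissues used exact permutation tests over all pairings. Benjamini-Hochberg adjustment was applied within each family of tests. Sites and genes are not independent replicates, so these tests describe the pooled columns of the authors and not the variation between plants.

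The genes and sites named in the text were fixed by a rule: the 7 genes that the paper names by identifier for mRNA Ψ, the 3 shared sites with the highest mean fraction, and for seed and root the 2 tissue-unique sites with the largest gap to the highest fraction in another tissue. The alternatives tried were minimum fractions of 0.05 and 0.1, a minimum fraction of 0.2 for the motif enrichment and the number of called shoot sites, genes with at least 1 or 5 TPM in each tissue, nuclear chromosomes only, leaving out seed, 2 stricter definitions of tissue-unique sites, sites shared by at least 8 tissues, means in place of medians and the reverse, sites called in all 9 tissues, the first transcript model, U in place of nucleotides, a background of coding sequences, a pseudocount of 0.1, leaving out each expression column in turn, leaving out the 2 tissues farthest from the median, a sum of fractions weighted by expression, and the mean fraction or single-site genes for the seedling relation. Protein-coding genes only, and each seedling site separately, were added after the data were seen.

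The permutation tests, the matched gene lists and the motif test were tested on simulated data. Among 200 simulated comparisons without a difference, the rank-sum test gave p under 0.05 in a share of 0.0400 (599 sites each) and the sign-flip test in 0.0500 (400 sites each). Each recovered all simulated shifts, of 0.1 for the rank sum and 0.03 for the sign flip, with a share of 1.00. Spearman's test gave a share of 0.0550 without a relation (500 items each). Of 180 matched-list runs without raised expression, 0.939 lay inside the central 95% of the random lists. Of 200 runs of the motif test on sites drawn from the background, 0.0700 had an adjusted p under 0.05 for any motif. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The rRNA and tRNA sites of the paper's first sections, polysome profiling, mRNA lifetimes, Gene Ontology enrichment and the data of rice, maize and soybean were not analysed here. The Ψ to U ratios are the paper's own source data and were used only for correlations across the 9 tissues.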

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

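In this part, the comparison of seed with shoot by number of treated libraries, the tests of expression for sites without a fraction, the tests that set the TPM in a tissue against the other tissues, and the odds ratio of CΨC in genes with at least 10 TPM, were chosen only after the result was seen. For 10 measures over the 9 tissues, the gap between the most extreme tissue and its nearest neighbour, divided by the range of the 9 values, was compared with Dixon's 95% critical value for 9 values. The gap was above it for 5 of the 10 measures, where chance alone gives about 1 in 20. Seed was the extreme tissue in 4 of the 5, and these measures are not independent, since a site without a fraction in seed cannot have a fraction above 0 there. Read depth per tissue was not analysed here, so a lower depth in seed or a higher one in root was not tested for any of these results.

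Seed had the fewest sites with a Ψ fraction above 0, at 4940 against 6640 in the next tissue, with a gap of 0.689 of the range. Among the 4098 sites in genes with at least 10 TPM in each tissue, the gap was 0.690 of the range, but this ratio stays the same when all differences shrink alike. As a share of sites, seed and the next tissue were at 58.0% and 78.0% over all sites, and at 78.3% and 89.1% in these genes, so the gap fell from 20.0 to 10.8 percentage points. Each tissue was then taken over the sites in genes with a TPM there of at least the median of the other 8 tissues. By that measure 88.5% of the sites were above 0 in seed, and the other tissues were between 86.5% (cauline leaf) and 92.1% (rosetta leaf). Lower expression of the host genes in seed is therefore a candidate explanation. The number of treated libraries does not account for the result, because shoot, with 5 treated libraries like seed, had 7112 sites above 0.

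Seed also had the most sites without a fraction, at 648 against 203 in the next tissues, with a gap of 0.778 of the range. In genes with at least 10 TPM in each tissue, seed had 65 such sites and the next tissue 13. The gap was 0.812 of the range there, a ratio that cannot show a smaller difference, while in shares of sites it fell from 5.23 to 1.27 percentage points. Over the sites in genes with a TPM in the tissue of at least the median of the other 8, 1.39% lacked a fraction in seed and 1.58% in cauline leaf. Lower expression of the host genes in seed is therefore a candidate explanation for most of the difference. Read depth in seed and the rules by which the authors listed a fraction remain as well, and no biological explanation was tested.

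The mean Spearman rho of seed with the other 8 tissues, across sites, was 0.323, with a gap of 0.621 of the range to root. In genes with at least 10 TPM in each tissue it rose to 0.469 and was still the lowest, against 0.538 to 0.655 in the other tissues. The other tissues rose as well, from 0.469 to 0.538 in root and from 0.558 to 0.655 in flower, so the rise was not specific to seed. Low expression of the genes in seed may still account for a part of the low correlation. A minimum TPM does not make expression equal between tissues, so a larger part is not excluded. Noise from a lower depth in seed was not tested and cannot be told apart from a different profile.

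The share of CΨC among called sites was lowest in seed, at 17.7% against 22.5% in shoot, with a gap of 0.522 of the range. In genes with at least 10 TPM in each tissue the share in seed was 22.0% and the gap 0.303 of the range, and in protein-coding genes it was 21.4% and the gap 0.426 of the range, both below the critical value. Low expression of genes in seed and sites in other gene classes are therefore each a candidate explanation for the distance of seed from the other tissues. Seed was still the lowest tissue in both cases. By Fisher's exact test, the odds ratio of CΨC in seed was 0.890 in genes with at least 10 TPM in each tissue (adjusted p = 0.26), a comparison with fewer called sites (831 in seed). By the same exact test it was 0.845 in protein-coding genes (adjusted p = 0.033, with 1.9e-09 to 0.033 over its 3 alternatives), so other gene classes do not account for the whole difference, while low expression is not excluded.

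Root had the most tissue-unique sites, at 1159 against 711 in seed, with a gap of 0.530 of the range. In genes with at least 10 TPM in each tissue, root had 556 tissue-unique sites and seed, the next tissue, 283, with a gap of 0.626 of the range, but a minimum TPM does not make expression equal between tissues. Over the sites in genes with a TPM in the tissue of at most the median of the other 8, 3.52% were called only in root and 3.21% only in flower, the next tissue, against 13.6% in root and 8.35% in seed over all sites. The 95% Wilson intervals of root (2.98 to 4.15%) and flower (2.71 to 3.79%) overlapped, so higher expression in root may account for most of its distance from the other tissues, and its rank is not settled. Across the 9 tissues, the number of tissue-unique sites was not related to the number of treated libraries (rho -0.027, p = 0.95, adjusted p = 0.95, and r -0.125, p = 0.78, adjusted p = 0.78, exact permutation tests, two-sided, 2 relations), and r was -0.149 without flower and rosetta leaf. Root-specific pseudouridylation cannot be told apart from higher expression or a higher read depth in root.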

How the results depend on the processing

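The main settings and the alternatives were chosen before the data were examined, except the restriction to protein-coding genes and the treatment of each seedling site separately, which were chosen only after the result was seen. For the main results, 56 alternatives were computed. Of these, 49 kept the direction and the side of the threshold, or stayed within 1.5 times a count or within the interval of a share, 6 moved and 1 reversed. For the values given per tissue, motif or region, 287 alternatives were computed, of which 222 stayed the same, 6 were weaker, 3 stronger, 52 moved and 4 reversed. The moved values were 26 mean Ψ fractions, 20 numbers of tissue-unique sites in a tissue and 6 expression ratios with a column left out.

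The number of called sites stayed between 6284 and 8065 over 6 alternatives. Seed was higher in 8 of its 8 pairs under each of the 5 alternatives computed for the pairs. Each of them still required a call in seed. Without that condition, in the comparison added after the data were seen, seed was higher in 1 of 8 pairs and lower in 3 (sign-flip permutation test, adjusted p under 0.05). The enrichment of CΨC in shoot was 4.31 to 5.28 over 3 alternatives, and the relative density of the CDS 1.19 to 1.31 over 3. The expression of genes with tissue-unique sites was above the central 95% of the random lists in 9 of 9 tissues under 3 alternatives. The seedling relation, with a rho of -0.345 for summed fractions, had a rho between -0.549 and -0.527 under 3 alternatives.

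With protein-coding genes only, the shared sites passed in 4 of 9 tissues in place of 9, and the difference in shoot reversed to -6.44e-04. The cause was tested only in part, as given under the other observations. Over sites called in all 9 tissues, 11 of 36 tissue pairs passed in place of 25, with 122 sites in each pair. Of the 4933 tissue-unique sites, 1706 were below 0.1 in each other tissue and 734 were above 2 times the highest other fraction. Without seed, 216 sites were called in each remaining tissue in place of 122. With at least 5 TPM in place of 1, the share of tissue-unique sites in genes expressed in each tissue was 54.9% in place of 74.3%. Without seed and root, the r between the Ψ to U ratio and the mean fraction reversed from 0.576 to -0.127. With a minimum fraction of 0.1, the odds ratio of CΨC reversed to 0.907 in shoot and 0.955 in root, from 1.01 and 1.04, which had not passed the threshold either. In protein-coding genes, shoot instead passed at 1.14 (Fisher's exact test, adjusted p = 0.048, with 0.048 to 0.45 over its 3 alternatives). The enrichment of GΨG in shoot reversed from 2.00 to 0.800 with a minimum fraction of 0.2, which did not pass the threshold (exact binomial test, adjusted p = 0.41, with 1.4e-11 to 0.41 over its 3 alternatives). GΨG calls had a median fraction of 0.0820 over the 9 tissues, against 0.167 for CΨC and 0.312 for TΨC, so a minimum fraction leaves out more of the GΨG sites, of which 64 of 152 met 0.1 and 20 met 0.2. The cause was not tested for the other results.

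No paired analysis was possible because the fraction columns combine the replicates of a tissue, and the tests are across sites. Leaving out replicate 1 or replicate 2 of the expression columns of each tissue with 2 columns gave positive median log2 ratios in 18 of 18 cases, and the results with one and with the other column left out differed by at most 0.048. Read depth per site is unknown, which limits every statement on sites called in only 1 tissue, since a site that was not called cannot be told apart from a site with too few reads.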

Differences from the paper's values

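The tests of fraction against TPM in each tissue and within sites were added after the data were seen, and the other values here are counts and shares. The paper states 84 counts that were also computed here, of which 61 were equal, 73 differed by at most 1 and 83 were within 1.5 times of each other. The exception is the number of silique sites in the legend of Fig. 5b, where the paper's value is 2505 and 1660 sites were called. With a minimum fraction of 0.1 the number was 1284, with a minimum of 0.05 it was 1567, with genes expressed in each tissue 1332 and with nuclear chromosomes only 1596, so none of the alternatives set before the data were examined closed the gap. The number of sites called in flower was 2505, where the paper's legend gives 2217, which is the number called in seedling.

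Smaller differences remained within 1.5 times. The paper's number of shoot sites is 2566, and 1932 sites were called in shoot. The paper's number of genes with a site is 5739, and 5474 genes of the expression table held a site. For rosetta leaf in the legend of Fig. 5b, the paper's value is 1764 and 1674 sites were called. For the genes in the quartiles of Fig. 6a, the paper's total is 1801 and 1677 were found. For the location groups of Fig. 6b, the paper's values are 132 for the 3′-UTR, 73 for the 5′-UTR, 1517 for exons and 79 for introns, and the values found were 128, 80, 1371 and 107. The numbers of tissue-unique sites in the legend of Extended Data Fig. 9c are each 1 higher than those found, as is the paper's legend value of 123 for shared sites against 122. With the first transcript model, set before the data were examined, the 3′-UTR group held 132 genes, while the 5′-UTR held 85, exons 1365 and introns 107. The paper's text gives Ψ to U ratios from 0.21% to 0.79% over the tissues, and the tissue means of its source data were between 0.233% and 0.704%, with single replicates between 0.176% and 0.780%.

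The paper names rosetta leaf as the tissue with the fewest Ψ sites. By sites with a fraction above 0, seed had 4940 and rosetta leaf 6640. The paper states that most sites have a low fraction, by a share larger than the 58.8% found here over called sites, while over all fractions above 0 the share was 72.8%. The source data of Fig. 5a name a lowest class that starts at a fraction of 0.1, while the paper's count in that class for seedling, 1392, was the number of called sites below 0.2 found here, of which 599 were below 0.1. The paper states that comparisons between tissues used only genes expressed in all tissues. The paper's 122 shared sites were found without that filter, and 110 were found with it.

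The paper states that expression did not affect the modification ratio. Over called sites, rho between fraction and TPM was between -0.749 and -0.529 in the 9 tissues, and over all sites with a fraction above 0 it was between -0.429 and -0.272. For the same site across the 9 tissues, the median rho was 0.183 over 7263 sites and 0.000 over the 3183 sites with a fraction above 0 in each tissue. The paper ranks TΨC after TΨG among the motifs enriched in *Arabidopsis* shoots. This order was found for the number of sites, while relative to the U of the transcripts GΨG (2.00), GΨA (1.64), GΨC (1.55) and AΨC (1.46) lay between TΨG (2.03) and TΨC (1.34), and with a background of coding sequences TΨC was again below these motifs, at 1.28. With a minimum fraction of 0.1, set before the data were examined, the order was the paper's, with CΨC at 5.28, TΨG at 2.19, TΨC at 1.74 and the next motif, GΨC, at 1.31. With a minimum of 0.2, TΨC (2.24) was above TΨG (1.98). The paper describes shared and tissue-unique sites as mRNA sites, and 38 of the 122 shared sites did not lie in protein-coding genes. Among the genes the paper names for seed-specific sites, AT4G28520 held 1 site called only in seed among its 3 sites, and at AT4G02280 a site called only in seed had a listed fraction of 0 there.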

Other observations

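In this part, the tests of sites that just miss the filter elsewhere, of sites called outside a pair with seed and of called sites at a fraction of 0 were chosen only after the result was seen, and the tests of the relation within sites were chosen after the relation between sites was seen.

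Sites called in all 9 tissues had higher fractions than tissue-unique sites in 9 of 9 tissues. If sites outside protein-coding genes were the reason, the difference should be lost in most tissues among protein-coding genes. It passed there in 4 of 9 tissues (flower, stem, seed and root) and kept its direction in 8. Sites in non-coding RNA genes or outside annotated genes therefore remain a candidate explanation. They do not account for the whole difference in those 4 tissues. In the other tissues, among them silique (0.0149) and shoot (-6.44e-04), the whole is not excluded. Other classes than protein-coding held 31.1% of the shared and 6.89% of the tissue-unique sites, and 69.4% of their called fractions were above 0.5. When the site classes were permuted within motifs, the shared sites were higher with an adjusted p under 0.05 in 9 of 9 tissues, so motif composition under a calibration that differs between motifs does not account for the whole difference. Against the difference of means without regard to motif, the difference within motifs fell most in shoot, from 0.100 to 0.0770. It also fell from 0.146 to 0.130 in flower and from 0.130 to 0.114 in silique. It rose only in cauline leaf, from 0.115 to 0.123, and in stem, from 0.155 to 0.162. A part is therefore not excluded in the tissues where it fell. With sequences that occur once in the genome, 8 of 9 tissues passed and shoot did not (permutation test, adjusted p = 0.074), and the difference of medians was smaller in each tissue, from 0.168 to 0.115 in seed and from 0.0548 to 0.0285 in shoot. Reads shared between copies of a sequence are therefore a candidate explanation for a part of the difference but not for the whole. If the authors' filter depends on the fraction, sites that pass in each tissue are selected for higher fractions. The median fraction was 0.167 for sites called in 1 tissue, 0.153 for 7, 0.197 for 8 and 0.271 for 9, without a steady rise. Selection by the filter was not tested and remains as an explanation.

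Tissue-unique sites were far more numerous than shared sites. In 9 of 9 tissues, the genes with tissue-unique sites were expressed more highly in the tissue of the call than matched random lists, as expression of the host gene in the tissue of the call would predict. At 45.4% of the tissue-unique sites, another tissue in which the site was not called had a fraction at least as high. Sites just missing the filter in other tissues would give such cases. The highest of the other tissues was compared with the tissue of the call, and no expected share was computed. The share therefore cannot tell whether these sites just missed the filter. Both explanations remain, and the number of tissue-unique sites may therefore reflect in part where coverage allowed a call. Tissue-specific pseudouridylation was not excluded and cannot be told apart from them by the pooled fractions.

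Seed had the highest mean fraction over called sites. Over the sites called in both tissues of a pair, seed was higher in 8 of 8 pairs, but these sites had passed the filter in seed, so this comparison cannot show which sites are called to be without effect. Over sites called in at least 1 of the 7 tissues outside a pair, whatever the call in the pair, seed was higher with an adjusted p under 0.05 in 1 of 8 pairs and lower in 3 (sign-flip permutation test). In genes with at least 10 TPM in each tissue it was higher in 3 of 8 and lower in 1. The mean differences were then between -0.0139 (flower) and 0.00619 (rosetta leaf), and between -0.00599 (flower) and 0.0150 (shoot) in these genes. A filter that keeps the higher fractions of seed is therefore a candidate explanation. Fractions listed at 0 enter these means, and seed had the most of them (2924 sites, against at most 1669, in rosetta leaf). Over all fractions above 0, called or not, 15.1% were above 0.5 in seed and 8.89% (stem) to 10.7% (root) elsewhere. This share leaves out fractions listed at 0, so it rests on fewer sites in seed, at 4940 against at least 6640 elsewhere. It is therefore not free of selection and cannot show a high share in seed without it. Other explanations remain. In protein-coding genes, the mean of seed (0.219) was below that of silique (0.221). Read depth, and a calibration that depends on the library, were not tested and remain as well.

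Called sites in weakly expressed genes had higher fractions in 9 of 9 tissues. A filter that needs more modified reads at low coverage would give this pattern, but the test restates the pattern, so it cannot tell a filter effect from another cause. If expression itself lowered the fraction, the fraction of a site should fall in the tissues where its gene is more highly expressed. Within sites, the median rho across the 9 tissues was 0.183 over 7263 sites, but fractions listed at 0 where the gene is weakly expressed can raise it. Over the 3183 sites with a fraction above 0 in each tissue the median rho was 0.000, with a negative rho at 49.5% of them. Over the 112 sites called in each tissue it was -0.084, with a negative rho at 56.2% of them. An effect of expression on the fraction of the same site can therefore not be excluded.

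At 58 called sites the listed fraction was 0 in a tissue of the call. Each of the 58 had a U beside it, against 33.3% of the 8225 other called sites (p = 3.2e-28, Fisher's exact test, two-sided), and 36 lay in TΨT. A deletion that can be placed at a neighbouring U is a candidate explanation, because the position of a gap in a run of U is ambiguous. No biological explanation was tested.

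In protein-coding genes, the GUUC context of the tRNA T-loop was tested as a source of the highest fractions. TΨC sites with G before the motif had a median lower than the other TΨC sites, with a difference of -0.124 (p = 1.0e-05, the smallest that 100000 permutations can give, two-sided, over 244 and 579 sites). Among the 730 called protein-coding sites with a mean fraction above 0.5, 20 (2.74%) had this context, against 3.28% of the other called protein-coding sites. With A at the second base after the C (GUΨC, any base, A), as in the fuller T-loop, 83 sites had a median of 0.259, against 0.127 at the 161 others with GUΨC. Its difference from the median of TΨC sites without the G was -0.00872 (permutation test, p = 0.13, two-sided). This fuller context was found at 15 (2.05%) of the sites above 0.5 and at 0.995% of the others. It may therefore contribute to a small number of high fractions, and neither context accounts for most of them.

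In the paper's source data, the Ψ to U ratio by LC–MS/MS had means over 3 replicates between 0.233% (seedling) and 0.704% (seed). Across the 9 tissues, r between this ratio and the mean fraction over called sites was 0.576 (exact permutation p = 0.11, adjusted p = 0.22, two-sided, 2 relations) and rho was 0.183 (p = 0.64, adjusted p = 0.68). Without seed and root, r was -0.127 (exact permutation p = 0.78), so no positive relation was left in the other tissues. Root had a ratio of 0.489% but a mean fraction of only 0.238, against 0.704% and 0.316 in seed. Root therefore did not raise r, which had not passed, and r without seed alone was not computed. For the number of called sites, r was -0.087 (p = 0.83, adjusted p = 0.83), rho was -0.167 (p = 0.68, adjusted p = 0.68) and r without seed and root was -0.018. With fractions summed over called sites and weighted by TPM, r was 0.559 (exact permutation p = 0.10) and rho was 0.600 (exact permutation p = 0.097), with 0.280 for r without seed and root. By the paper's methods, RNA for LC–MS/MS had a further round of poly(A) enrichment that BID-seq RNA did not have. The called sites include sites outside protein-coding genes, and no correlation was computed without them. The measures therefore do not cover the same RNA.

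Between the number of treated libraries and the number of called sites, r was 0.350 (exact permutation p = 0.35, adjusted p = 0.70, two-sided, 2 relations) and rho was 0.490 (p = 0.18, adjusted p = 0.37). Without flower and rosetta leaf, r was 0.380. Because 6 tissues are equally far from the median number of libraries, r was also computed for each of the 15 pairs of them that can be left out, and it was between 0.022 and 0.548.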
